# Bacterial N4-methylcytosine as an epigenetic mark in eukaryotic DNA

**DOI:** 10.1038/s41467-022-28471-w

**Published:** 2022-02-28

**Authors:** Fernando Rodriguez, Irina A. Yushenova, Daniel DiCorpo, Irina R. Arkhipova

**Keywords:** DNA methylation, Molecular evolution, DNA methylation, Evolutionary genetics, Epigenomics

## Abstract

DNA modifications are used to regulate gene expression and defend against invading genetic elements. In eukaryotes, modifications predominantly involve C5-methylcytosine (5mC) and occasionally N6-methyladenine (6mA), while bacteria frequently use N4-methylcytosine (4mC) in addition to 5mC and 6mA. Here we report that 4mC can serve as an epigenetic mark in eukaryotes. Bdelloid rotifers, tiny freshwater invertebrates with transposon-poor genomes rich in foreign genes, lack canonical eukaryotic C5-methyltransferases for 5mC addition, but encode an amino-methyltransferase, N4CMT, captured from bacteria >60 Mya. N4CMT deposits 4mC at active transposons and certain tandem repeats, and fusion to a chromodomain shapes its “histone-read-DNA-write” architecture recognizing silent chromatin marks. Furthermore, amplification of SETDB1 H3K9me3 histone methyltransferases yields variants preferentially binding 4mC-DNA, suggesting “DNA-read-histone-write” partnership to maintain chromatin-based silencing. Our results show how non-native DNA methyl groups can reshape epigenetic systems to silence transposons and demonstrate the potential of horizontal gene transfer to drive regulatory innovation in eukaryotes.

## Abstract (web summary)

Eukaryotic DNA can be methylated as 5-methylcytosine and N6-methyladenine, but whether other forms of DNA methylation occur has been controversial. Here the authors show that a bacterial DNA methyltransferase was acquired >60 Mya in bdelloid rotifers that catalyzes N4-methylcytosine addition and is involved in suppression of transposon proliferation.

## Introduction

Modification of nucleobases without changes in the underlying genetic code offers unmatched opportunities for “writing” extra information onto DNA, the primary carrier of hereditary material. Covalent association of modifying groups with DNA provides advantages over more easily removable carriers of epigenetic information, such as RNA or proteins, for potential transmission across cell divisions and generations. In bacteria and archaea, DNA modifications are first and foremost associated with restriction–modification (R–M) systems acting to discriminate and destroy the invading foreign DNA, although multiple “orphan” methyltransferases (MTases) may perform regulatory functions^1,2^. Eukaryotes mostly use base modifications for regulatory purposes, with the predominant form of epigenetic modification in eukaryotic genomes being C5-methylcytosine (5mC) and its derivatives^3,4^. Often called “the fifth base”, 5mC plays an important role in genome defense against mobile genetic elements, and is often associated with transcriptional silencing, establishment of the closed chromatin configuration, and repressive histone modifications^5^. The 5mC mark is introduced by C5-MTases, DNMT1 and DNMT3, thought to have originated from bacterial C5-MTases in early eukaryotes via fusions with additional domains interacting with proteins and DNA^6^, while DNMT2 acts primarily on tRNA^7,8^. Recently, another modified base, N6-methyladenine (6mA), gained attention as a possible novel form of epigenetic modification in diverse eukaryotes, although its role remains controversial^9–11^. In 6mA, a methyl group is added to an exocyclic amino group of adenines by amino-MTases, some of which are related to RNA-modifying MTases^12,13^. However, the third type of DNA methylation naturally occurring in bacteria, N4-methylcytosine (4mC), has not been demonstrated to act as an epigenetic mark in eukaryotes, and most claims of eukaryotic 4mC lack confirmation by orthogonal methods and do not identify the enzymatic component^14^. Here, we combine multiple lines of evidence to establish that 4mC modification can be recruited as an epigenetic mark in eukaryotic genomes, and to characterize the underlying enzymatic machinery. We focus our attention on epigenetic silencing phenomena that involve DNA and histone modifications, without expanding into broader areas involving nuclear organization or post-transcriptional silencing. Our work demonstrates how a horizontally transferred gene can become part of a complex regulatory system maintained by selection over tens of millions of years of evolution.

## Results

### A bacterial amino-MTase in bdelloid rotifers

Rotifers of the class Bdelloidea are tiny freshwater invertebrates a fraction of a millimeter long, characterized by clonal reproduction, eutely, direct development, syncytial tissues, and paleotetraploid genome structure^15^. They are known for an unmatched ability to incorporate foreign genes into genomic DNA, largely preserving their functionality^16^. In sequenced bdelloids, 8–12% of coding sequences are of non-metazoan, mostly bacterial, origin^17–19^. Surprisingly, we found that one such bacterial gene in the sequenced bdelloid *Adineta vaga*^17^ is represented by an allelic pair of MTases containing the *N6_N4_MTase* domain (PF01555), which is closely related to amino-MTases of bacterial R–M systems acting on the exocyclic amino group of adenines and cytosines (Fig. 1a; Supplementary Fig. 1). Its orthologs, sharing the same five conserved intron positions, are present in sequenced representatives of each major family of the class Bdelloidea, dating back 40–60 Mya, but are absent from sequenced members of the sister class Monogononta or from other sequenced eukaryotes (Fig. 1e, f; Supplementary Fig. 2). Both classes, however, encode amino-MTases implicated by various authors in adding 6mA marks to eukaryotic DNA: METTL4-like (PF05063: *MT-A70*), N6AMT1-like (PF05175: *MTS*) and N6AMT2-like (PF10237: *N6-adenineMIase*)^12,20–23^ (Fig. 1b, f). Notably, none of the sequenced rotifers harbor *Dnmt1* or *Dnmt3* genes for the most common eukaryotic C5-MTases, encoding only the tRNA-modifying *Dnmt2/Trdmt*.

**Fig. 1:**
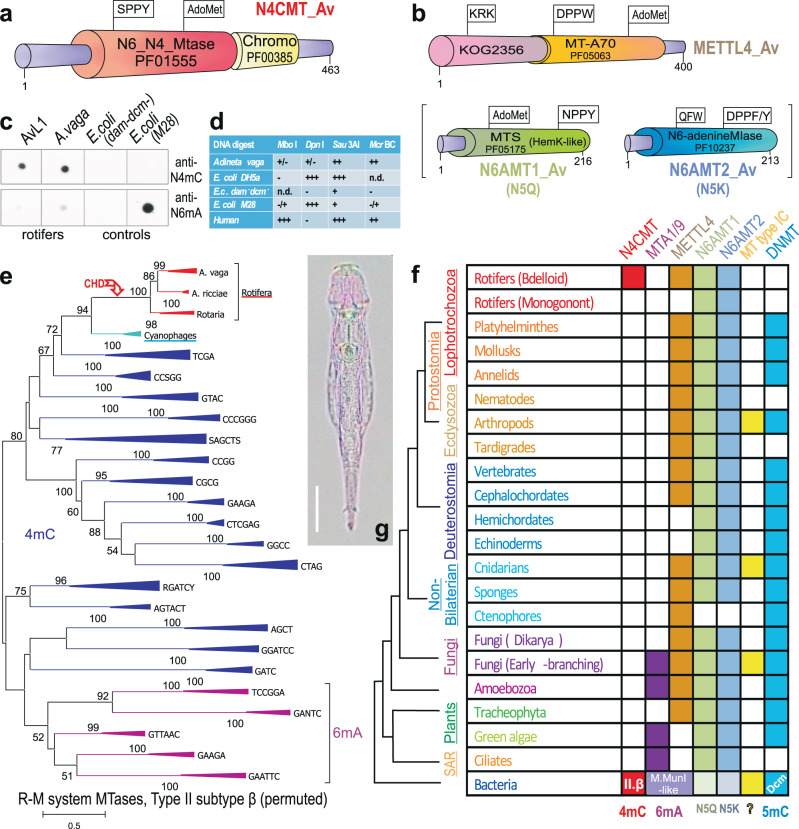
Putative DNA methyltransferases and modified bases in bdelloid rotifers. **a**, **b** Domain structure of putative N4C (**a**) and N6A (**b**) bdelloid amino-MTases. PFAM/KOG domains are indicated; conserved catalytic motifs and S-adenosylmethionine (AdoMet) binding sites are flagged; numbers correspond to aa positions in *A. vaga*. See Supplementary Data 1 for gene IDs and aa sequences. **c**, Immuno-dot-blot analysis of membrane-immobilized gDNA from *A. vaga* Av-ref (746 ng), AvL1 (500 ng), *E. coli* C2925 *dam−/dcm*− (550 ng) and *E. coli* M28 (2 µg) probed with anti-4mC (top panel) and anti-6mA (bottom panel) antibodies. **d**, Summary of gDNA digestion (+) with restriction enzymes differing by methylation sensitivity: *Mbo*I (blocked by *dam* methylation); *Dpn*I (cleaves only *dam* methylated DNA); *Sau*3AI (not sensitive to *dam* or *dcm* methylation); *McrBC* (cleaves at any methylated cytosine). **e** Neighbor-joining phylogram of permuted MTases of Type II, subtype β, displaying clustering by recognition sequences obtained from REBASE. Clustering is not intended to uncover phylogenetic relationships in bacteria. Red arrow indicates acquisition of a chromodomain (CHD) by the bdelloid N4CMT. Sequences are provided in Supplementary Data 1. **f** Phyletic distribution patterns of putative DNA methyltransferases implicated in 4mC, 6mA, and 5mC addition. A consensus cladogram of metazoan phyla is shown on the left. **g** *Adineta vaga* AvL1 under polychromatic polarizing microscope. Photo credit: M. Shribak, I. Yushenova. Scale bar, 50 µm.

The N6_N4_MTase found in *A. vaga* belongs to the permuted type, in which the catalytic domain is located N-terminally to the S-adenosylmethionine (AdoMet) binding domain^24^ (Fig. 1a). Its evolutionary history and taxonomic distribution (Fig. 1e, f) differs dramatically from that of 5mC- or N6A-MTases^6^. The small non-permuted pan-eukaryotic MTases N6AMT1 and N6AMT2 (Fig. 1b), variably annotated either as N(6)-adenine MTases or as small N5-glutamine (HemK-like) and lysine (eEF1A) MTases, respectively, have been implicated in N6A methylation based on knockout/knockdown data^21,25^, but do not carry N- or C-terminal extensions, and modify proteins rather than DNA in functional assays^26–30^, suggesting that in vivo perturbations may have indirect effects. The presumptive N6A-MTase METTL4, which in *Drosophila* adds m^6^A to U2 snRNA in vitro^31^, has a conserved N-terminal domain (KOG2356: transcriptional activator, adenine-specific DNA methyltransferase) present in METTL4-like ORFs of most eukaryotes, including *A. vaga* (Fig. 1b, top). This permuted MTase, found in all bdelloids, may have persisted in eukaryotes throughout their evolutionary history (Fig. 1f, Supplementary Table 1). In contrast, the bdelloid N6_N4_MTase has no eukaryotic homologs, and can be aligned only with permuted bacterial N4C- and N6A-MTases (Type II, subtype β), which cluster in accordance with their target recognition domains (TRD) recognizing specific targets compiled in REBASE^1,24,32^ (Fig. 1e; Supplementary Data 1). Interestingly, the bdelloid lineage clusters with phage MTases of unknown target specificity, and its closest bacterial homologs are N4C-MTases recognizing TCGA and CCSGG. Thus, we tentatively assigned it to N4C-MTases and named it N4CMT, since it harbors the catalytic SPPY motif shared with most bacterial N4C-MTases and differing from bacterial N6A-MTases (DPPY), eukaryotic N6AMT1 (NPPY), N6AMT2 (DPPY/F) or METTL4-like enzymes (DPPW, also seen in METTL3/IME4-like m^6^A-RNA MTases)^12,24,33^ (Supplementary Table 2).

### Presence of 4mC and 6mA marks in genomic DNA

We next sought to find out whether recruitment of a horizontally transferred bacterial MTase resulted in the establishment of bacterial epigenetic marks in bdelloid genomic DNA (gDNA). A strong indication that N4CMT could interact with chromatin to add 4mC to gDNA comes from the presence of a eukaryotic chromodomain from the HP1/chromobox subfamily of methylated lysine-binding Royal family of structural folds^34^ at the C-terminus of the bacterial *N6_N4_MTase* moiety in sequenced bdelloids (Fig. 1a, Supplementary Fig. 2).

To detect 4mC/6mA marks in bdelloid genomes, we extracted gDNA from the *A. vaga* laboratory reference strain (hereafter Av-ref)^17^ fed with methyl-free *Escherichia coli* (Supplementary Table 3), and performed immuno-dot-blotting with anti-4mC and anti-6mA antibodies (Methods). We also extracted gDNA from the natural *A. vaga* isolate L1 (hereafter AvL1; Supplementary Movie; Fig. 1g), which was caught in the wild and identified as *A. vaga* through morphological criteria and mtDNA phylogeny, but represents a distinct morphospecies within the *A. vaga* species complex, as its gDNA is only 88% identical to Av-ref^35^. Figure 1c shows that gDNA from Av-ref and AvL1 reacts positively with both antibodies, suggesting the presence of 4mC and 6mA marks. Control DNAs isolated from the *dam-/dcm-*, DH5α and Top10 *E. coli* strains, or from *E. coli* M28 strain used as food (Supplementary Table 3), did not react with anti-4mC antibodies (Fig. 1c), and neither we observe cross-reactivity of the anti-4mC antibody with 5mC-containing human DNA. Also consistent with the presence of modified cytosines were the results of treatment of total *A. vaga* gDNA with the McrBC endonuclease, which cleaves at any methylated cytosines (5mC, 5hmC, 4mC)^36,37^ (Fig. 1d; see also Fig. 3b below). Together with the absence of C5-MTases, the similarity of N4CMT to bacterial N4C-MTases (Fig. 1e), and the lack of 5mC deamination signatures in gDNA from observed/expected CpG ratios (Supplementary Fig. 3a), our data support the hypothesis that cytosines in bdelloids are modified at the N4- rather than C5-positions. Still, signals in gDNA may originate from residual methylated bacterial DNA from sources other than food. Thus, we sought to examine the distribution of 4mC marks over annotated genomic features in bona fide eukaryotic contigs.

### Genome-wide analysis of 4mC and 6mA by DIP-seq

We exploited immunoreactivity of bdelloid DNA with anti-4mC and anti-6mA antibodies to assess the genome-wide distribution of these methylation marks by DIP-seq (DNA immunoprecipitation followed by sequencing, also called MeDIP-seq; see Methods). After read mapping to Av-ref, MACS peak-calling tool identified 1008 and 1735 DIP-seq peaks (*p*-value < 1e−5) for 4mC and 6mA, respectively, which were broadly distributed throughout the assembly. To uncover biologically relevant patterns behind peak distribution, we compared average coverage densities for 4mC and 6mA near annotated genomic features, such as gene coding sequences (CDS) and transposable elements (TEs). We visualized the distribution of 4mC and 6mA sites near TEs by aligning TEs at the 5′ end (profiles) or aligning TE bodies from 5′ to 3′ end at a fixed distance (metaprofiles), and plotting the IP occupancy, which shows the relative number of DIP-seq reads against the total number of TEs for each bin size within a pre-determined upstream and downstream window. DIP-seq data for 4mC show elevated density near TE insertions in comparison with 6mA (Fig. 2a, left and right), suggesting that TE insertions could be an important 4mC modification target. For gene annotations, IP occupancy (Fig. 2a, center) does not show an increase in density at the transcription start site (TSS) seen in TEs. After peak calling with MACS, we also compared relative numbers of peaks with intersected annotations: about one-half of 4mC peaks (468 out of 1008) and a quarter of 6mA peaks (430 out of 1735) are close to TEs, and more 6mA peaks (1261 out of 1735) than 4mC peaks (398 out of 1008) are close to gene annotations. Genometric spatial correlation analysis (Supplementary Note 1; Supplementary Table 4; Supplementary Fig. 4) further shows that DIP-seq 4mC marks are closer to TEs than would be expected from a uniform distribution.

**Fig. 2:**
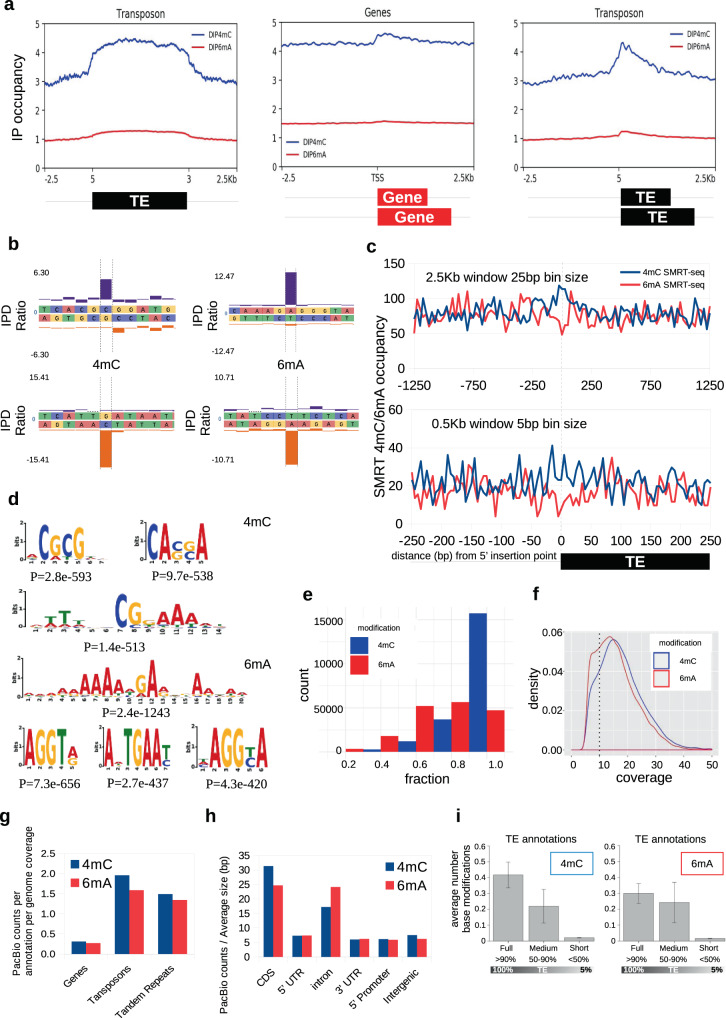
Genome-wide distribution of 4mC and 6mA methylation in *A. vaga*. **a** Distribution of DIP-seq 4mC and 6mA sites around TEs (metaprofile), genes (TSS), and 5′-end TE profiles in Av-ref, showing IP occupancy in 25-bp bins within ±2.5 kb of each feature. In metaprofiles, the body size feature, representing genes or TEs, is automated and normalized (0–100% length). TE 5′-profile shows 4mC and 6mA sites near 5′ boundaries, aligning transposons at the 5′ end. **b** IPD ratios in AvL1 SMRT-seq data at four representative 4mC and 6mA modification sites. Purple and orange bars, Watson and Crick strands. **c** SMRT-seq 4mC and 6mA occupancy in 5 and 25-bp bin sizes within ±0.5 and ±2.5 kb of 5′ TE boundaries. **d** MEME-ChIP motif analysis of regions around SMRT-seq 4mC and 6mA sites. Windows of ±5, ±10, and ±20 bp were extracted and searched for significant motif enrichment. Significance was assessed by Fisher’s exact test; *p*-value generated by MEME-ChIP is shown under each motif. **e** Methylation fraction distribution at modified sites detected by SMRT-seq. Most 4mC sites are fully methylated (fraction = 1); average methylation level of 6mA sites is 0.74. **f** PacBio read coverage distribution by base modification sites. The minimal threshold coverage limit applied for calling 4mC and 6mA methylated sites to calculate methylation fraction per site in (**e**) is shown by a dashed line. **g** Average numbers of 4mC and 6mA base modifications in protein-coding genes, TEs, and tandem repeats. Average is calculated as the total number of modified sites divided by the total number of annotations (unique IDs) in each feature and divided (normalized) by the genome fraction covered by such annotation in the genome (genes, 0.533; TE, 0.021; TR, 0.0084). **h** Distribution of SMRT-seq 4mC and 6mA sites within genic features (CDS, intron, 5′ UTR, 3′ UTR, 5′-promoter region) and intergenic regions by average feature size (bp). **i** DNA methylation density vs. TE copy integrity. Bar height indicates average number of 4mC or 6mA SMRT counts; error bars represent standard deviation for full (*n* = 321), medium (*n* = 305), and short (*n* = 8623) TE copies.

The presence and distribution of 4mC and 6mA DNA modifications in the AvL1 strain were similarly interrogated by DIP-seq. We generated DIP-seq reads and mapped them onto AvL1 assembly (Methods). After peak calling with MACS, we identified 1473 and 1385 peaks (*p*-value < 1e−05) for 4mC and 6mA, respectively. To further understand methylation patterns in AvL1, we performed initial gene and TE annotations with fully automated training methods for gene prediction, using genomic and RNA-Seq data (Braker2; see Methods) (Supplementary Table 5). AvL1 repeat library was constructed de novo, manually curated, and used to annotate TEs (Methods). Initial analysis showed that 4mC-DIP-seq and 6mA-DIP-seq have similar distribution profiles in the assembly (Supplementary Fig. 5a, b) with enrichment of both marks towards genes and transposons, part of which may be due to the undetected presence of unknown types of low copy-number TEs in gene annotations. Nevertheless, cluster analysis showed an increase in 4mC being detected in a subset of transposons (clusters 1 and 2, Supplementary Fig. 5d). After peak calling, we found 1097 4mC peaks (out of 1473) and 1042 6mA peaks (out of 1385) close to TEs, while 863 4mC and 813 6mA peaks are close to genes (excluding TEs). Genometric correlation analysis in AvL1 showed that both 4mC and 6mA modification peaks (Supplementary Note 4; Supplementary Table 4; Supplementary Fig. 4) display a small absolute positive correlation with TEs, being closer than expected to TEs than to gene models as reference features (Jaccard and permutation test). Together, DIP-seq data in both Av-ref and Av-L1 suggest preferential localization of 4mC over TEs.

### Modification analysis at single-base resolution by SMRT-seq

While immuno-dot-blots and differential gDNA digestion suggested the presence of 4mC in bdelloid gDNA, one cannot fully eliminate gDNA from commensal bacteria, even using methyl-free *E. coli* food strains and applying starvation/antibiotic treatments prior to DNA extraction (Methods). Hence, we chose not to use mass-spectrometry (MS) as a method to confirm the presence of 4mC in bdelloids, especially considering that unknown MS-peaks can comigrate with 4mC^14^. Further, the low resolution of the DIP-seq method limits the power of correlation analyses to the length of DNA fragments used for antibody binding (250–450 bp), not to mention residual IgG binding to non-modified fragments inherent to the method^38^. Thus, we chose to examine the genome-wide distribution of modified bases by single-molecule real-time (SMRT) sequencing, which provides single-nucleotide resolution and allows validation of metazoan/bacterial contigs (Methods).

SMRT-based detection exploits kinetic signatures of polymerase passage through modified *vs* non-modified bases and is quantified in terms of inter-pulse duration (IPD) ratios. It is best suited for the detection of 4mC and 6mA, characterized by strong kinetic signatures, which require *~*10-fold lower coverage than 5mC detection (Pacific Biosciences Methylome Analysis Technical Note) and is widely used in bacterial methylome analyses^32,39^. We obtained PacBio reads (15 SMRT cells, totaling 9.87 Gb) from gDNA extracted from AvL1 eggs and analyzed the kinetic profiles with SMRT^®^ Portal (Methods). Prior to quantification of modified bases, we bioinformatically removed residual bacterial contigs, which show high methylation density.

SMRT-analysis detected 4mC modifications on 21,016 cytosines (0.0643% of the total cytosines in the assembly) and 6mA modifications on 17,886 adenines (0.0236% of total adenines) using a minimum cutoff PacBio coverage defined in Fig. 2f (see Supplementary Table 6 for comparison of 10× and 20× coverage levels). As with DIP-seq, SMRT-seq shows a broad distribution of both modifications across AvL1 assembly. Comparison of DIP-seq and SMRT-seq modification patterns shows considerable overlap, with 36% of 4mC peaks and 32% of 6mA peaks overlapping with 4mC and 6mA identified by SMRT analysis, respectively, indicating that many peaks are conserved between eggs and adults. Following normalization of SMRT-seq methylation fraction values per modified base (see Methods), it is seen that 4mC and 6mA DIP-seq peak summits overlap with modified regions for PacBio 4mC and 6mA, respectively; plotting only 4mC-marked CpG sites shows a similar increase towards DIP-seq 4mC peaks (Supplementary Fig. 6a). The peak overlap is quite substantial, given the modest proportion of modified bases in the genome, and might reflect the general lack of methylation reprogramming during development in protostomes, known at least for 5mC^40^.

In contrast to the predominantly symmetric patterns of 5mC deposition at CpG doublets in eukaryotes, AvL1 shows mostly asymmetric patterns of methylation for both 4mC and 6mA, i.e., only one strand is usually modified (Fig. 2b displays typical examples). At 4mC sites, CpG and CpA dinucleotides are the most prevalent, making up 74% of modified doublets. For better identification of sequence preferences, we extracted different sequence windows (5, 10, and 20 bp) upstream and downstream from 4mC sites and searched for significant motif enrichment with MEME-ChIP (Methods) (Fig. 2d). For 4mC, three motifs with CG or CA dinucleotides were most significantly enriched (from *p* = 2.8e−593 to *p* = 1.4e−513). For 6mA, a similar approach yielded three significantly enriched short motifs (from *p* = 7.3e−656 to *p* = 4.3e−420); increasing the motif length yielded GA embedded in an A-rich region (*p* = 2.4e−1243). However, none of these matched the RRACH motif found at m^6^A sites in RNA^41^, arguing against RNA contamination. The dinucleotide GA is the most prevalent at 6mA sites, and the most common triplets AGG or GAA, when combined, compose 34% of all 6mA triplets. These findings parallel the known 6mA motif preferences in metazoans but differ from unicellular eukaryotes and early diverging fungi, in which 6mA methylation is symmetric and targets ApT dinucleotides (Supplementary Table 1).

In addition to measuring coverage at each 4mC and 6mA site, the SMRT-analysis pipeline reports different methylation levels (fraction), referring to the proportion of times a given nucleotide is identified as methylated (1 equals 100% methylation). Notably, most 4mC methylation corresponds to high-fraction sites (0.5–1), dominating over low-fraction sites (0.1–0.5) at a ratio 71:1, with 58% of 4mC sites being fully methylated (Fig. 2e). Methylation at 6mA sites appears more dynamic, although the highly methylated (0.8–1) and moderately methylated (0.5–0.8) sites still dominate over low-fraction sites (0.1–0.5), which constitute only 12% of 6mA sites.

We plotted the density of 4mC and 6mA in AvL1 (DIP-seq and SMRT-seq) across annotated features (genes, TEs, tandem repeats (TRs)) (Fig. 2c, g; Supplementary Fig. 5a–d). The 4mC and 6mA tag densities are close for each annotation type (Fig. 2g). The 4mC density in SMRT-seq is higher near TE 5′-ends (Fig. 2c), as was also seen in Av-ref DIP-seq showing increased deposition of 4mC peaks close to TE 5′ ends (Fig. 2a, right). Enrichment of 4mC over TEs, especially near 5′-boundaries, was also preserved for fractional methylation values in SMRT-seq metaprofiles (Supplementary Fig. 6b). Nevertheless, a fair number of 6mA sites (DIP-seq and SMRT-seq) is found near TEs (Fig. 2g, i; Supplementary Fig. 5b, d).

Methylation density in TRs deserves special mention. Figure 2g shows that the average counts of 4mC and 6mA sites in TRs are elevated in comparison with TEs and genes. According to TR annotation (Methods), only a small fraction (0.84%) of the AvL1 assembly is composed of TRs. Inspection of SMRT-seq modification data identified two repeats with a very high density of methylated sites, located mainly on contigs 1882 and 785 adjacent to large *Athena* retroelements^42^. Such extra-high modification density, approaching that in bacterial contigs, mostly accounts for over-representation of modified bases in TRs, leaving other TRs virtually unmethylated. In subsequent experiments, we took advantage of the high methylation susceptibility of these repeats (see below).

In genes, the PacBio methylation tag density is much lower than that in TEs and TRs (Fig. 2g). Still, genic regions cover slightly over one-half of the AvL1 genome, attracting a sizeable proportion of 4mC and 6mA modifications (52% of 4mC and 54% of 6mA). To correlate methyl marks with gene structure, we examined 4mC and 6mA distribution using more refined features: gene bodies, promoters within 2 kb upstream of the TSS, and intergenic regions which may include TEs and TRs, with gene bodies further subdivided into CDS (exons excluding 5′ and 3′ UTRs), introns, 5′ and 3′ UTRs (Fig. 2h). Altogether, base modifications are found in all features (CDS, promoters, and intergenic regions); when the density per average feature size is compared, CDS regions carry more 4mC than introns (Fig. 2h), reminiscent of 5mC patterns in mammals^43^, but introns carry as many 6mA marks as CDS, minimizing the possibility of m^6^A carryover from RNA.

In AvL1, DIP-seq shows relative enrichment with 4mC and 6mA within TE bodies (Supplementary Fig. 5b, d). PacBio 4mC sites display a trend for enrichment near the 5′ TE boundaries, while 6mA sites show a local depletion (Fig. 2c), which is visible even though TE promoters are located near TE 5′-ends but not necessarily at the boundary, and is not due to a local change in base or dinucleotide composition (Supplementary Fig. 3b). Moreover, 4mC and 6mA marks are predominantly found over full-length or nearly full-length TE copies and are practically absent from shorter TE fragments spanning less than one-half of TE consensus length, suggesting that active TE copies are preferentially targeted (Fig. 2i). The lack of 4mC and 6mA marks in shorter TE copies, together with a concentration of 4mC near 5′ TE boundaries, suggest that their deposition is associated with transcriptional activity.

To visualize 4mC and 6mA densities in TRs, TEs, and genes on representative contigs, we built Circos plots (Supplementary Fig. 7a–d), in which the PacBio modification layer is plotted as modification fraction (from 0 to 1) for each modified base. In agreement with Fig. 2e, highly methylated 4mC sites dominate in most locations, while 6mA sites are distributed over a much wider methylated fraction range and across a wider feature range. Importantly, higher densities of modified bases are not necessarily correlated with areas of higher PacBio read coverage, indicating that over-representation of methyl marks over TEs and TRs is not due to excess coverage in these regions (e.g. mtDNA at 127x coverage displays very few marks) (Supplementary Fig. 7e). Supplementary Fig. 7c, d shows that long copies of *Vesta* and *Athena* retrotransposons attract methyl marks, but short copies do not. Supplementary Fig. 8 presents a more detailed view of selected contigs, including TRs, retroelements, and DNA TEs. Of note, an inspection of 36 high-density 4mC regions lacking annotations showed that one-half correspond to TEs unrecognized during annotation, independently confirming TEs as N4CMT targets (Supplementary Fig. 7f; Supplementary Table 11; Supplementary Note 3).

### N4CMT acts as 4mC-methyltransferase in *E. coli*

The domain structure of N4CMT cannot be taken as evidence of its N4C-MTase activity, since the *N6_N4_MTase* domain repeatedly evolved 6mA or 4mC specificities^44^. However, N4CMT function cannot be disrupted in vivo, as the tools for genetic manipulation in bdelloids are yet to be developed. We, therefore, sought to investigate the activity of the recombinant N4CMT protein in a heterologous system. To this end, we PCR-amplified N4CMT from *A. vaga* cDNA to obtain intronless versions (Methods; Supplementary Table 7). Amplicons were cloned into pET29b expression vector with the N-terminal S-tag and the C-terminal 6×His-tag and expressed in *E. coli*. We examined two *A. vaga* allozymes A and B, differing by six amino acids (aa): three in the *N6_N4_MTase* domain and three in the chromodomain-containing C-terminus (Supplementary Table 8; Supplementary Fig. 9a). We also tested two inter-allelic recombinants swapping the rightmost substitution near the C-terminal His-tag, which may have arisen during rotifer cultivation or PCR amplification, as well as two 3′-truncated derivatives lacking the chromodomain.

To assess plasmid-borne N4CMT activity in vivo, its expression was induced by IPTG, and gDNA was extracted 4 h post-induction (Methods). Figure 3a shows the immuno-dot-blot of membrane-immobilized gDNAs probed with anti-4mC and anti-6mA antibodies, with 4mC signal observed from full-length N4CMT allozymes in the absence of signal from the untransformed host strain. As expected in the *dam* + background, 6mA methylation was detected in all samples, serving as an internal DNA control. Not surprisingly, removal of the chromodomain, which yields a core MTase equal in length to its bacterial counterparts, did not reduce activity and even showed an increase in signal intensity due to better solubility of the 33- vs. 45-kDa enzyme (Fig. 3a, N4CMT-ΔCbx). The N4CMT_A allozyme mostly showed weaker activity, suggesting that substitutions in the presumed TRD region of the *N6_N4_MTase* domain affect protein solubility or interaction with target DNA. These findings were corroborated by digestion of corresponding gDNAs with the endonuclease McrBC, which cleaves DNA at any modified cytosines. DNAs extracted from Rosetta 2(DE3) transformed with six N4CMT-expressing plasmids and the control human DNA were readily digested with McrBC, while DNA from the untransformed *dcm-* strain was not (Fig. 3b).

**Fig. 3:**
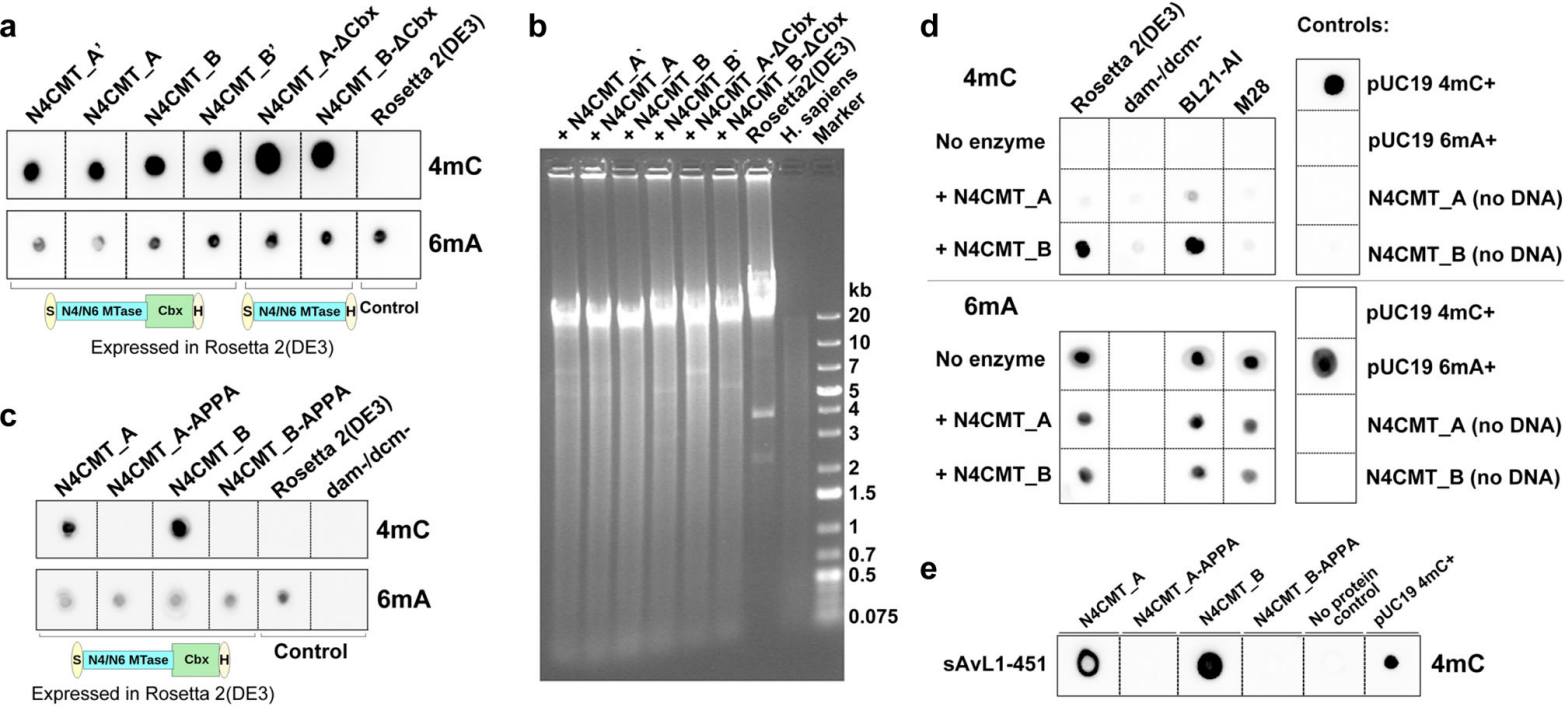
N4CMT activity in *E. coli*. **a** Immuno-dot blot of total DNA extracted from *E. coli* Rosetta 2(DE3) strain transformed with different variants of recombinant N4CMT. DNA from non-transformed Rosetta 2(DE3) was used as a control. DNA was extracted after 4 h of IPTG-induced N4CMT expression; 400 ng of each DNA was spotted in one dot. Methyl marks are indicated on the right. **b** Methylcytosine-sensitive digestion of *E. coli* gDNA. Total DNA from Rosetta 2(DE3) strain, either transformed with recombinant N4CMTs (as shown on the top) or untransformed, was extracted 4 h post-induction; DNA (6.3 μg) was treated with McrBC. DNA from HepG2 liver cell line (*H. sapiens*) was used as a positive control (500 ng). Two independent experiments were performed with similar results. **c** Immuno-dot blot of total *E. coli* DNA showing the role of the SPPY motif in N4CMT methylation. Same designations as in (**a**). **d**, Immuno-dot blot of total *E. coli* DNA extracted from different strains and treated with N4CMT. Rosetta 2(DE3) and *dam−/dcm−*, 950 ng per dot; BL21-AI and M28, 500 ng per dot. **e** Immuno-dot blot with anti-4mC antibody for sAvL1-451 substrate treated with N4CMT allozymes and their catalytic site mutants in vitro.

To ensure that the observed activity is directly attributable to N4CMT, we created N4CMT mutants in which the catalytic SPPY motif was replaced with APPA (Supplementary Table 8). Figure 3c shows that 4mC addition is abolished after substitution of the catalytic Ser and Tyr residues with Ala, indicating that N4CMT is responsible for adding N4-methyl groups to cytosines in dsDNA with SPPY as the catalytic motif, justifying our initial N4CMT designation. Further investigation of purified recombinant N4CMT activity on preferred substrates in vitro revealed that it acts de novo on unmethylated dsDNA, and that a conserved sequence motif in the TR mediates sequence-specific mode of substrate recognition (Supplementary Note 2; Supplementary Fig. 9).

### Base modifications and histone modifications

In the context of eukaryotic chromosomal DNA environment, any intrinsic target preferences of N4CMT manifested in vitro, while apparently yielding high 4mC densities in certain TRs, would not necessarily be required for 4mC deposition in other genomic regions, which may instead be facilitated by the C-terminal chromodomain of the chromobox type (CBX)^34^. CBX is expected to recognize methylated lysines K9 and K27, the best-studied heterochromatic marks embedded in the ARKS motif at the N-terminus of histone H3, which are associated with transcriptionally silent chromatin and in non-mammalian systems frequently overlap, not because of antibody cross-reactivity but due to a similar function in TE repression^45–48^. To associate DNA methylation marks with specific histone modifications, we performed chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) on *A. vaga* chromatin with anti-H3K9me3 and anti-H3K27me3 antibodies (Methods). For contrasting comparisons with active chromatin, we used an anti-H3K4me3 antibody, which recognizes the modification associated with active TSS^45,49^. After validating antibodies by immuno-dot-blotting (Methods), we profiled the distribution of three H3K modifications in Av-ref and AvL1 strains by ChIP-seq. 

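Chromatin was prepared from *A. vaga* starved for 48 h, in the reference strain Av-ref and in strain AvL1, and was precipitated with 1 µg of antibody against H3K4me3, H3K9me3 or H3K27me3. The precipitated DNA and 1 input library of each strain were sequenced as 75 bp single-end reads. The paper reports 23.1 M reads for H3K4me3, 12.7 M for H3K9me3, 19.5 M for H3K27me3 and 16.5 M for the input of Av-ref, and 16.8, 12.9, 15.5 and 24.3 M reads for the same libraries of AvL1. The authors trimmed the reads with cutadapt, mapped them with bowtie2 to the scaffolds of Av-ref or the contigs of AvL1 and called peaks in each library with MACS2. The resulting lists held 5163 H3K4me3, 1902 H3K9me3 and 4630 H3K27me3 peaks in Av-ref, and 5784, 1205 and 2378 peaks in AvL1. The H3K4me3 peaks were spread over 786 scaffolds of Av-ref and 1558 contigs of AvL1. The H3K9me3 and H3K27me3 peaks lay on 278 and 526 scaffolds of Av-ref, and on 925 and 1438 contigs of AvL1. H3K4me3 peaks covered 0.572% of the effective genome size given in the Methods for Av-ref and 0.95% for AvL1. H3K9me3 covered 0.316% and 0.161%, and H3K27me3 covered 0.948% and 0.362%, in the same order. Each peak carries a score of the authors' own, which was used here only to rank or filter peaks within a list. The lowest score was 29 or 30 in the Av-ref lists and 20 or 21 in the AvL1 lists. From the lists, peaks of different marks were intersected within each strain, where sharing at least 1 bp counted as overlap. Each overlap was set beside 1000 random placements, in which every peak of the first mark kept its width and its contig. There was 1 library per mark and strain, so no difference between marks or strains was tested, and Wilson 95% intervals of shares cover counting error only.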

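In both strains, H3K9me3 peaks lay on H3K27me3 peaks far more often than random placement on the same contigs gave. Fewer than 1% of H3K4me3 peaks met either mark, and random placement also gave few such overlaps with each mark. In Av-ref, 1676 H3K9me3 peaks overlapped H3K27me3, which is 88.1% (Wilson 95% interval 86.6 to 89.5). In AvL1, 572 did so, or 47.5% (44.7 to 50.3). Random placement gave a mean of 848 such peaks in Av-ref (range 793 to 907) and 130 in AvL1 (105 to 159), so that the observed counts were 1.98 and 4.41 times the placed means, and 51.9 and 70.3 times the counts expected over the effective genome. The scaffolds of Av-ref with most of these shared peaks were scaffold 574 with 61, scaffold 488 with 52 and scaffold 290 with 47, and none of them held an H3K4me3 peak. H3K4me3 peaks overlapped H3K9me3 in 12 cases in Av-ref (0.232%, interval 0.133 to 0.406) and in 24 in AvL1 (0.415%, 0.279 to 0.617), within the range of the placements in both strains (3 to 21, and 6 to 32). Over the effective genome 27.1 were expected in Av-ref and 20.7 in AvL1. H3K4me3 peaks overlapped H3K27me3 in 19 cases in Av-ref (0.368%, 0.236 to 0.574) and in 26 in AvL1 (0.450%, 0.307 to 0.658). The placements of these gave means of 35.4 (17 to 55) and 32.6 (10 to 53). The counts of H3K4me3 overlaps are small, and the random placements take the furthest called peak as the end of a contig. They also place peaks one by one, which breaks up clusters and narrows the ranges. Peak names in the H3K9me3 and H3K27me3 lists of AvL1 contain the word noctrl. What control was used for these lists is not given in the sources used here. Whether signal without the marks underlies overlaps in AvL1 was not tested. From overlap counts within each strain, the paper states that marks of constitutive and facultative heterochromatin often occur together, and not with the mark of active genes.

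**Figure D1:**
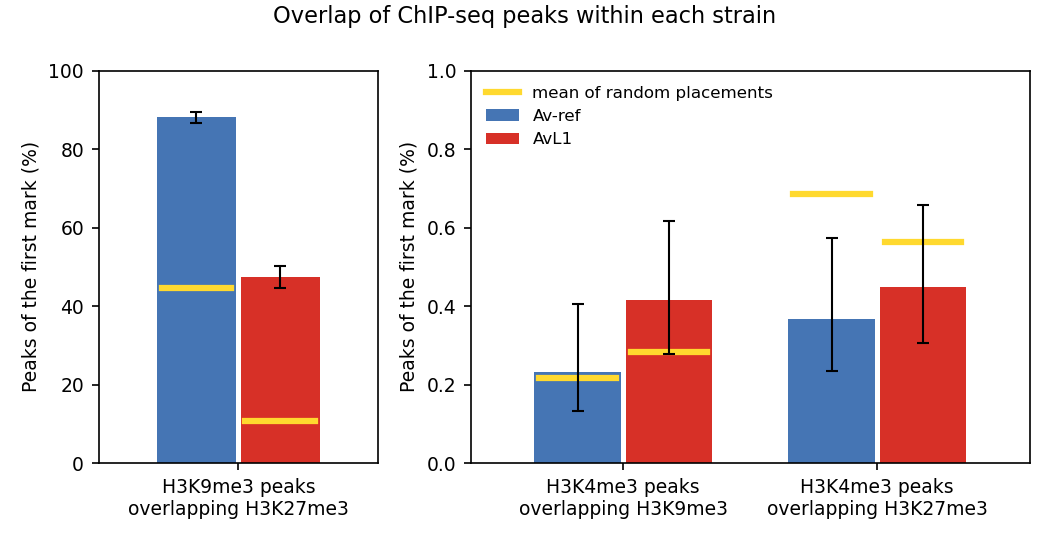
Share of the peaks of the first mark, in percent, that overlap a peak of the second mark in Av-ref (blue) and AvL1 (red). The left axis runs to 100% and the right axis to 1%. Black bars are Wilson 95% intervals, and yellow lines are the means of the random placements. The H3K9me3 bars stand at 88.1% and 47.5%, above their yellow lines.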

We found that H3K9me3, a mark for constitutive heterochromatin, often co-localizes with H3K27me3 known to characterize facultative heterochromatin, but not with H3K4me3 which marks active genes (Supplementary Table 10). 

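H3K4me3 was called as narrow peaks over many contigs of both strains, most of them alone and some in close pairs. The median H3K4me3 peak was 161 bp wide in Av-ref (quartiles 131 and 237) and 340 bp wide in AvL1 (265 and 425). The narrowest was 116 bp wide in Av-ref and 196 bp wide in AvL1. The lists thus start at different widths, and the difference in medians was not tested. Peaks of 1 to 2 kb made up 1.92% of the Av-ref list (99 peaks) and 0.484% of the AvL1 list (28 peaks), and no H3K4me3 peak was wider than 2 kb. The gap to the next H3K4me3 peak on the contig was under 1 kb for 27.2% of gaps in Av-ref (Wilson 95% interval 25.9 to 28.5) and for 22.0% in AvL1 (20.8 to 23.3). When H3K4me3 peaks 1 kb or less apart were joined, 3972 stretches resulted in Av-ref and 4855 in AvL1, the longest of 5300 and 3274 bp. The highest-scoring H3K4me3 peaks of Av-ref lay on scaffold 263 from 101911 to 102275, and on scaffold 9 from 54553 to 55244 and from 598106 to 598937. Scaffold 9 held 143 H3K4me3 peaks. On scaffold 23, which carries the N4CMT_A gene, there were 18 H3K4me3 peaks, and on scaffold 179 with N4CMT_B there were 6, with no H3K9me3 or H3K27me3 peak on either scaffold. A called peak is the part of a profile that passed the authors' threshold, and positions of genes were not used here.

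**Figure D2:**
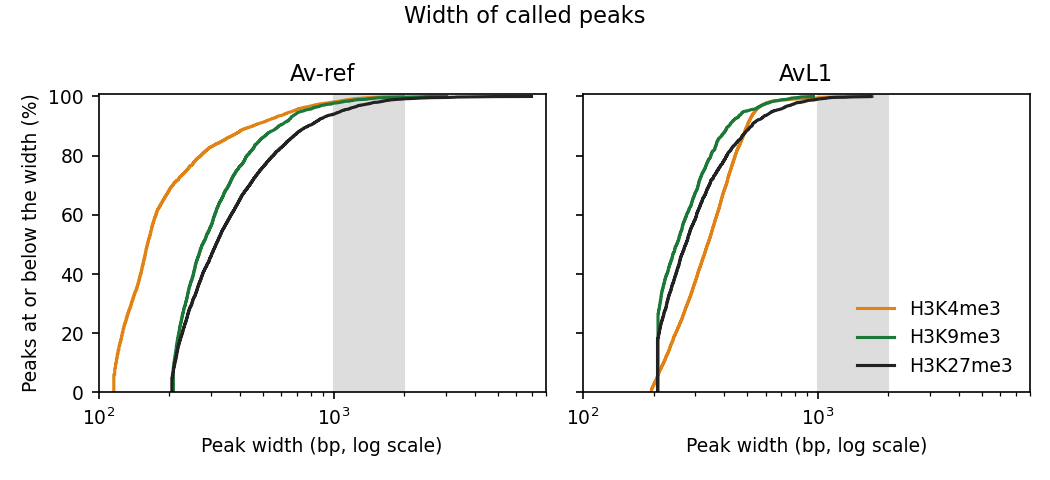
Cumulative share of peaks, in percent, by peak width in bp on a log axis, for H3K4me3 (orange), H3K9me3 (green) and H3K27me3 (black) in Av-ref (left) and AvL1 (right). The grey band marks widths of 1 to 2 kb, which hold 1.92% of the H3K4me3 peaks of Av-ref and 0.484% of those of AvL1.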

As expected, host genes display significant H3K4me3 enrichment, which typically covers 1–2 kb around the TSS and shows a characteristic bimodal peak in both strains (Fig. 4a, c top). In contrast, H3K9me3 and H3K27me3 enrichment is observed mostly over TEs and covers the entire TE body, often extending upstream and downstream from a TE insertion, which may be indicative of spreading (Fig. 4b, d top).

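H3K9me3 and H3K27me3 peaks were joined into domains of up to 27612 bp in Av-ref and 3896 bp in AvL1, and over 50% of the peaks of each mark lay on contigs that carried no H3K4me3 peak. When the peaks of both marks were pooled and joined at distances of 1 kb or less, Av-ref had 1605 domains with a median length of 705 bp, of which 156 were at least 5 kb long and 49 at least 10 kb. The longest lay on scaffold 816 from 1050 to 28661, on scaffold 890 from 890 to 27142 and on scaffold 619 from 33096 to 56974. The domain on scaffold 816 held 25 H3K9me3 and 30 H3K27me3 peaks. AvL1 had 2575 domains with a median length of 293 bp, and none reached 5 kb. Single peaks made up 42.1% of the domains in Av-ref and 70.3% in AvL1, with means of 4.07 and 1.39 peaks per domain. Joined within 3 kb, 3 domains of AvL1 and 228 of Av-ref reached 5 kb, 111 of Av-ref reached 10 kb and the longest had 75523 bp, and joined within 500 bp 86 and 19 domains of Av-ref reached 5 and 10 kb. At a joining distance of 1 kb, the longest domains of AvL1 were on contig As1882 from 29524 to 33419, on contig 2749 from 71 to 3363 and on contig 103 from 659 to 3688. None of these 6 scaffolds and contigs held an H3K4me3 peak. Both marks were present in 36.9% of the domains in Av-ref (Wilson 95% interval 34.6 to 39.3) and in 24.9% in AvL1 (23.2 to 26.6). The gap to the next peak of the same mark was under 1 kb for 73.9% of H3K27me3 gaps and 60.0% of H3K9me3 gaps in Av-ref, and for 29.8% and 26.8% in AvL1. H3K9me3 peaks had median widths of 277 bp in Av-ref and 251 bp in AvL1, and H3K27me3 peaks of 316 and 274 bp, with a widest peak of 6966 bp in Av-ref. The narrowest peaks were 208 and 209 bp wide for H3K9me3, and 205 and 208 bp wide for H3K27me3. In AvL1 the lower quartile of H3K9me3 widths, 209 bp, equalled the narrowest peak. Of H3K9me3 peaks, 72.0% in Av-ref (69.9 to 73.9) and 56.5% in AvL1 (53.7 to 59.3) lay on contigs without an H3K4me3 peak. The same was true of 66.2% (64.9 to 67.6) and 56.1% (54.1 to 58.1) of H3K27me3 peaks. On contigs with a furthest peak end of 50 kb or more, these shares were 58.9% and 17.5% for H3K9me3 and 48.7% and 16.8% for H3K27me3, in Av-ref and AvL1. Over all Av-ref scaffolds with an H3K4me3 peak, of any length, distances to the nearest such peak were computed. Their medians were 29343 bp for H3K9me3 and 35073 bp for H3K27me3, above the ranges of medians under random placement (12411 to 19494, and 17136 to 23138 bp). In AvL1 the median was 8780 bp for H3K9me3, within the range under placement (6299 to 9303.5 bp), and 10065.5 bp for H3K27me3, above its range (6944 to 9296.5 bp). In the 50% of each AvL1 list with the highest score the medians were 13060.5 and 17330 bp, which were not compared with placements. Placing peaks one by one breaks up their clusters and makes the ranges of placed medians too narrow. Contig ends taken at the furthest peak can also shorten placed distances. Both make it easier for an observed median to lie above its range. Positions of TEs were not used here, apart from the contigs that the paper names.

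**Figure D3:**
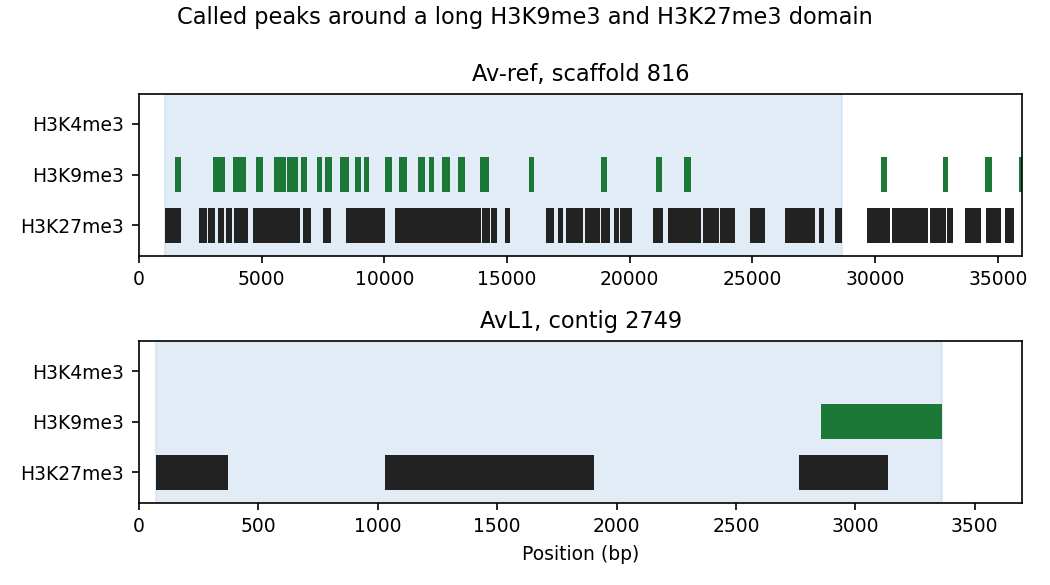
Called peaks of H3K4me3 (none), H3K9me3 (green) and H3K27me3 (black) by position in bp on Av-ref scaffold 816 (top) and AvL1 contig 2749 (bottom). The blue shading marks the domain from 1050 to 28661 and the domain from 71 to 3363. The axes of the panels differ in scale.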

**Fig. 4:**
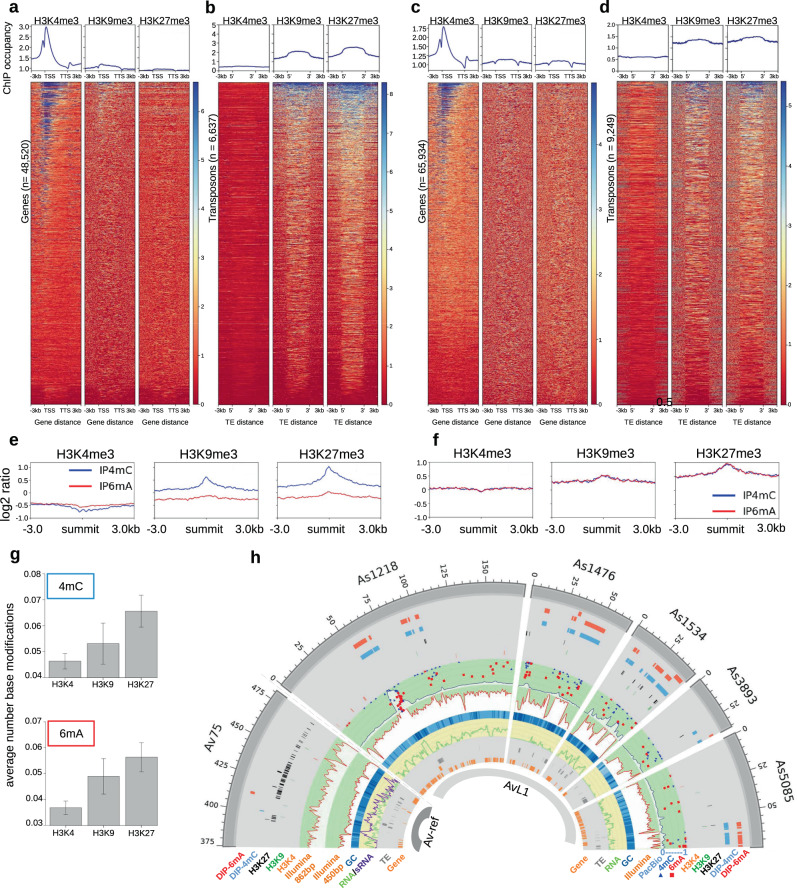
Base modifications and histone modifications. Shown are the *A. vaga* strains Av-ref (**a**, **b**, **e**) and AvL1 (**c**, **d**, **f**). **a**, **c** Profiles and heatmaps for gene regions with transcription start sites (TSS) and transcription termination sites (TTS). Profiles (top) show mean ChIP-seq signal for H3K4me3, H3K9me3, and H3K27me3. Heatmaps (bottom) represent H3K4me3, H3K9me3, and H3K27me3 ChIP-seq reads, where each row corresponds to gene regions with ±3 kb from TSS and TTS boundaries. Heatmap color bars represent H3K enrichment normalized by RPGC (reads per genome coverage). **b**, **d** Profiles and heatmaps for TE annotations delimited by 5′ and 3′ boundaries. Profiles (top) show mean ChIP-seq signal for H3K4me3, H3K9me3, and H3K27me3. Heatmaps (bottom) represent H3K4me3, H3K9me3, and H3K27me3 ChIP-seq reads, where each row corresponds to ±3 kb from 5′ or 3′ TE boundary. **e**, **f** Intersection of 4mC and 6mA DIP-seq peak summits with ChIP-seq for histone modification marks H3K4me3, H3K9me3, and H3K27me3 for Av-ref (**e**) and AvL1 (**f**). The log2 ratio is shown over a scaled window ±3 kb. *y*-Axis, relative fold enrichment. **g** DNA base methylation counts near H3K4me3, H3K9me3, and H3K27me3 ChIP-seq peaks. Counts are taken around each peak in a ±500 bp window. The bar height shows an average number of counts (SMRT-seq 4mC and 6mA). Error bars represent standard deviation for H3K4 (*n* = 5789), H3K9 (*n* = 1205), and H3K27 (*n* = 2378) peaks. **h** Circos plot illustrating DIP/ChIP peaks, methylation sites, sequencing read coverage, and gene/TE annotations in selected Av-ref and AvL1 contigs. Features are explained in the key; further details are in Methods and Supplementary Fig. 7. SMRT-seq DNA methylation marks are shown within the PacBio layer in AvL1 for 4mC (blue triangle) and 6mA (red square). Mark height in the ring shows a methylation fraction (0–1). Green line, RNA-seq coverage; purple line, small RNA coverage in Av-ref.

To explore the association of 4mC and 6mA with active or repressive histone marks, we used ChIP-seq data for the euchromatic mark (H3K4me3) and two heterochromatic marks (H3K9me3 and H3K27me3) as a proxy for active and silent chromatin, respectively. The low resolution of DIP-seq precludes genome-wide extrapolations in Av-ref, allowing only initial comparisons. For 6mA-DIP-seq peaks, 13.6% intersected with regions bearing euchromatic histone modifications (H3K4me3), while only 4.4% overlapped with heterochromatic histone modifications (H3K9me3 and H3K27me3 combined). For 4mC-DIP-seq peaks, 6.5% intersected with regions bearing heterochromatic histone modifications (H3K9me3 and H3K27me3), but only a minor fraction (1.5%) overlapped with H3K4-marked regions. Following normalization and aggregation of aligned reads in ChIP-seq datasets and comparison with chromatin DNA input (log2 ratio with bamCompare; see “Methods”), we found that DIP-seq peak summits (4mC and 6mA) overlap with H3K9me3 and H3K27me3 ChIP-seq covered regions, while little if any overlap is seen with H3K4me3 (Fig. 4e).

In AvL1, for 4mC-DIP-seq peaks, 42.3% intersected with regions bearing heterochromatic histone modifications (H3K9me3 and H3K27me3 combined), but only 6.6% overlapped with H3K4me3-marked regions. Similarly, for 6mA-DIP-seq peaks, 42.9% overlapped with heterochromatic histone modifications (H3K9me3 and H3K27me3 combined), but only 6.3% intersected with regions bearing euchromatic H3K4me3 modifications. After normalization of aligned reads in the ChIP-seq dataset and comparison with chromatin DNA input, we confirmed that DIP-seq peak summits (4mC and 6mA) are strongly correlated with H3K9me3 and H3K27me3 heterochromatic ChIP-seq reads, as seen in Fig. 4f. 

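On the contigs drawn in Fig. 4h, H3K9me3 and H3K27me3 peaks were present on each of the AvL1 contigs As1218, As1476, As1534 and As5085, while contig As3893 held a single H3K27me3 peak from 24400 to 24747. H3K4me3 peaks were called on contig As1218, with 16 from 2380 to 303416, and on contig As5085, with 1 from 20823 to 21024. Contig As1218 carried 2 H3K9me3 and 2 H3K27me3 peaks, and the latter lay between 100712 and 101853. Contig As1476 carried 1 H3K9me3 peak, from 34856 to 35190, and 3 H3K27me3 peaks. On contig As5085, 1 of the 2 H3K9me3 peaks overlapped an H3K27me3 peak, and none did on contigs As1218 and As1476. Av-ref scaffold Av75 carried 59 H3K27me3 peaks, all from 394808 to 477375, with 4 H3K9me3 peaks in the same part of the scaffold, 2 of which overlapped H3K27me3, and 9 H3K4me3 peaks from 58363 to 454328.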

Examples of co-localization may be seen in Fig. 4h and Supplementary Fig. 8. Thus, the presence of DNA methyl marks is preferentially associated with silent chromatin in both strains. A similar pattern is observed in AvL1 SMRT analysis, where the 4mC and 6mA marks are more frequently associated with inactive chromatin domains marked by H3K9me3 and especially H3K27me3 (Fig. 4g). Collectively, these results support the view that, in addition to any intrinsic target preferences of N4CMT, its action in the genome may be directed by the CBX moiety, targeting MTase activity to chromatin regions with repressive histone marks.

### Methylomes and transcriptomes in the chromatin context

To associate histone marks with transcriptionally active or repressed genes in *A. vaga*, we plotted our RNA-seq data for genes co-localizing with either active or repressive H3K-me3 histone marks (“Methods”). As expected, genes near H3K4me3 have significantly higher RPKM (reads per kilobase of transcript per million mapped reads) values (ANOVA *p*-val < 0.01) than genes with heterochromatic histone marks (H3K9me3 and H3K27me3) or no marks (Fig. 5a). AvL1 displays the same pattern (Supplementary Fig. 10a). The tentative designation of 6mA modification as an active epigenetic mark^9,13^ prompted us to similarly explore its correlation with gene transcription. The *A. vaga* gene dataset, after removing TE-derived genes, was divided into two groups, with and without the presence of 6mA peaks within a window size of ±500 bp of each gene ID, and RPKM values were counted in both groups. We found that genes with 6mA depositions tend to have higher RPKM than genes without 6mA (*t*-test *p*-val: 2.2E−16, Fig. 5b bottom). For genes with 4mC modifications, no significant differences in expression were seen with or without 4mC marks (Fig. 5b top). A detailed analysis of 6mA distribution in genes and their promoters, which shows that only a subset of genes is affected, and rules out contribution of m^6^A from RNA, is presented in Supplementary Note 3 and Supplementary Figs. 11 and 12 (see also Source Data 1).

**Fig. 5:**
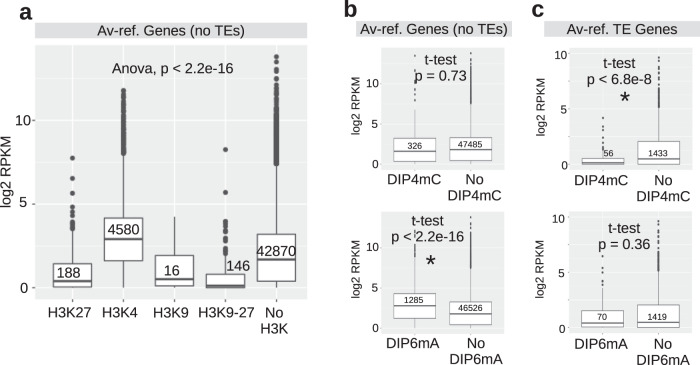
Association of transcript levels with histone and DNA methylation. **a** Box plot showing Av-ref gene expression levels (log_2_RPKM) associated with co-localized H3K4me3, H3K9me3, H3K27me3, and both H3K9-27me3 marks or without histone marks. ANOVA analysis (one-sided with Tukey’s post hoc; *p*-val < 2.2E−16) shows significant differences in expression, with genes associated with the H3K4me3 mark displaying the highest RPKM (reads per kilobase per million mapped reads). **b**, **c** RPKM values associated with DIP-seq 4mC and 6mA base modifications in *A. vaga*. TE genes in (**c**) are derived from Av-ref automated gene models after positively intersecting with TE annotations. Box plots indicate the first and third quartiles; line, the median; single points as outliers. Error bars are calculated as the standard deviation of three biological replicates. The p-values were calculated by a two-tailed Student’s *t*-test, with asterisks indicating significant differences.

A different picture was observed for TEs upon examining the association of transcript levels of TE-related genes with DIP-seq peaks (“Methods”). While TE-related genes with or without 6mA did not show much difference in RPKM values, TE-related genes with 4mC marks showed a decrease when compared to those without 4mC (*t*-test *p*-val: 6.8E−8, Fig. 5c, top). Thus, in expressed TEs 4mC may be regarded as a repressive mark. Note that co-localization of 4mC and 6mA is compatible with repression, as 6mA was reported to form an adversarial network preserving Polycomb silencing^23^. Alternatively, some of the 6mA marks co-localizing with 4mC-rich regions may represent a “bleed-through” signal from the nearby 4mC in SMRT-seq data, as was inferred for 5mC-rich regions in mammals^11^. Regardless of 6mA role, the transcriptionally repressed state of TEs is corroborated by a measurable overlap with small RNA profiles, observed for 4mC but not for 6mA (Supplementary Note 4; Supplementary Fig. 13c). Small RNAs play a prominent role in transcriptional repression of *A. vaga* TEs^50^, and bdelloids show a dramatic expansion of RNA-mediated silencing machinery, with dozens of Piwi/Ago and RdRP copies^17,51^.

### Interpreting the 4mC marks

To identify possible readers of bacterial marks, we searched for candidate proteins capable of discriminating between methylated and unmethylated cytosines. All known DNA methyl groups protrude from the major groove of the B-form double helix and can be recognized as epigenetic marks. In eukaryotes, several protein domains can read 5mC (SRA/SAD/YDG; MBD/TAM; Kaiso) or 6mA (HARE-HTH; RAMA)^6,12^, usually in a preferred sequence context. We used profile-HMM searches to find candidate methyl readers in *Adineta* genomes. No homologs were found for the SAD_SRA domain (PF02182), which recognizes hemimethylated CpGs by embracing DNA and flipping out the methylated cytosine^52^. However, we saw the drastic expansion of MBD/TAM-containing proteins, which do not require base-flipping: 14 different alleles (originating from three quartets, Q1–Q3, plus a segmental duplication) encode seven SETDB1 variants, as opposed to only one in monogonont rotifers or other invertebrates (Fig. 6a, b; Supplementary Fig. 14a; Supplementary Data 2). These proteins share the same domain architecture, with the MBD sandwiched between the N-terminal triple-Tudor domains and the C-terminal pre-SET/SET/post-SET domains, present in all SETDB1/eggless-like H3K9me3 histone lysine MTases (KMTs) (Fig. 6a). All seven proteins are transcribed in each *Adineta spp*. (Supplementary Fig. 15). Additional MBD/TAM domains of BAZ2A/TIP5-like remodelers, which form heterochromatin on rDNA and satellites^53^, comprise only one quartet in *A. vaga* (Supplementary Fig. 14c; Supplementary Data 3).

**Fig. 6:**
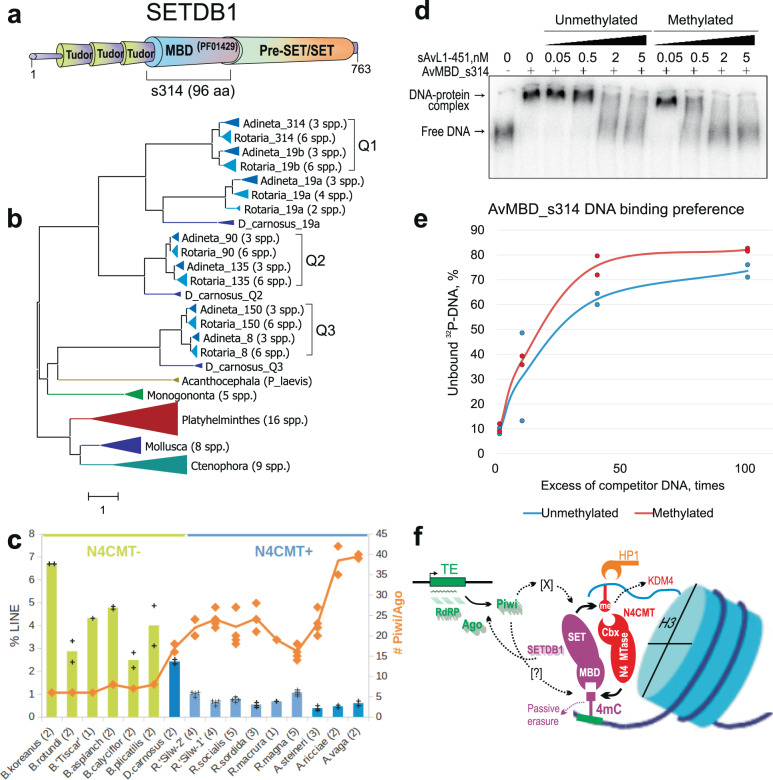
Amplification of SETDB1 histone methyltransferases and preference for 4mC-methylated DNA. **a** Domain architecture of bdelloid SETDB1 proteins. Square bracket marks cloned MBD domains; aa numbering is for Av_s314. **b** Unrooted maximum likelihood phylogram of SETDB1 variants in bdelloids (blue), monogononts (green), and acanthocephalan (olive). Q1–Q3, quartets of homeologs formed by paleotetraploidy. Bottom clades include single-copy SETDB1 in 3 protostome phyla. See Supplementary Data 2 for aa sequences. Scale bar, aa substitutions per site. **c** LINE retrotransposon content (% genome) and *Piwi/Ago* copy numbers in 6 monogonont (green) and 10 bdelloid (blue) species (Supplementary Table 2; Source Data 2). Median values are indicated by bar heights for LINE content, and by continuous orange line for copy numbers. Data points for % LINE values (+) and *Piwi/Ago* copy numbers (♦) are shown for all sequenced isolates from each species, with number of isolates (*n*) in parentheses. **d** Affinity of AvMBD for 4mC-methylated DNA in electrophoretic mobility shift assays. EMSA was performed using 0.05 nM ^32^P-labeled sAvL1-451 DNA and 3.75 nM AvMBD_s314 protein. Unmethylated and 4mC-methylated by N4CMT_B sAvL1-451 fragments were used as competitor DNA. One of two gels with the same DNA:protein ratio from independent experiments is shown. **e** AvMBD_s314 DNA binding preference for methylated DNA. Y-axis, percent unbound ^32^P-labeled sAvL1-451 DNA for 3.75 nM AvMBD_s314 in the presence of unmethylated and 4mC-methylated sAvL1-451 competitor DNA. Median values are indicated by continuous lines, with dots representing the data points for two independent experiments. Five independent experiments, including those with different DNA:protein ratios, are presented in Source Data 2. **f** A hypothetical model of the self-reinforcing regulatory loop based on the ability of N4CMT and SETDB1 to cross-recognize methyl marks on histones (circle) and DNA (square), respectively. Shown are the relevant conserved proteins/domains described in the text. Shadows, multiple copies. Hypothesized links with piRNAs/Piwi (dashed lines) are not defined. [X] and [?] are hypothetical mediator complexes with poorly conserved components, of which only Nxt1 is identifiable in *A. vaga* (see “Discussion”). HP1 and KDM4 are well-conserved. Components involved in other types of histone/DNA modifications are not shown for simplicity.

To find out whether other KMTs are similarly expanded, we performed an inventory of SET domain-containing *A. vaga* proteins, especially those known to methylate H3K9/H3K27 (Supplementary Data 3). In addition to seven pairs of SETDB1 homologs acting on H3K9, we detected two quartets of E(z)/EZH/mes-2-like orthologs (KOG1079, Transcriptional repressor Ezh1) known to methylate H3K27. More distantly related SET-domain proteins showed domain architectures characteristic of H3K4, H3K36, and H4K20 KMTs (Trx-G/Ash1/Set1/MLL, SETD2, SETD8) and were not expanded, comprising either a quartet or a pair. Interestingly, we found six stand-alone SET-domain homology regions resembling H3K4/H3K36 KMTs (PRDM9/7/set-17), which were not predicted in the annotated gene set, non-transcribed, and lacked additional domains (KRAB_A-box, SSXRD) characteristic of PRDM9/7 proteins involved in localizing meiotic recombination hotspots and in male-specific expression^54,55^. Unexpectedly, we failed to identify two known KMT types acting on H3K9 or K9/K27: Su(var)3-9/SUV39H1/set-25/Clr4, a “histone read-write” architecture consisting of chromo- and SET-domains, mediating constitutive heterochromatin formation^56^; and G9a/EHMT2/KMT1C (ankyrin repeats plus SET), which initiates de novo methylation and silencing of repeats and developmentally regulated genes^57^. These domain architectures may have been lost and/or replaced by vastly expanded SETDB1-like variants.

We next sought to determine whether SETDB1 is similarly amplified in all bdelloids. Six species in the genus *Rotaria* from the family Philodinidae^19^ possess the same seven variants as do Adinetidae, indicating that SETDB1 amplification occurred prior to divergence of the major bdelloid families (Fig. 6b). An unusual SETDB1 divergence pattern is seen in the bdelloid *Didymodactylos carnosus*, which forms the deepest-branching sister clade to other known bdelloids^51^ and lacks N4CMT. While in three cases Dcar_SETDB1 forms sister clades to variants from other bdelloids, preceding quartet formation, the Q1 quartet lacks Dcar_SETDB1 homologs; moreover, an ortholog of Av_s314 shows clear evidence of loss, detected as a small 170-aa C-terminal fragment (Supplementary Data 3). This natural gene knockout is associated with an increase in LINE elements to the levels seen in monogononts, which agrees well with high concentration of 4mC over LINEs (Supplementary Fig. 16), but was not prevented by high copy number of Ago/Piwi proteins (Fig. 6c)^51^. Notably, LINE elements, due to their mostly vertical transmission, are expected to be more deleterious if sex is rare or absent^58^.

The role of MBD as a universal discriminator of 5mC marks in DNA is questioned by the presence of SETDB1 orthologs in species lacking 5mC, such as *Drosophila melanogaster* and *Caenorhabditis elegans*^6^, and many MBD proteins do not bind 5mC (Supplementary Fig. 14c). However, the structure of human MBD1 shows its unique potential for recognizing 5mC in the major groove without encircling DNA, which makes MBD an ideal candidate for interacting with nucleosome-bound DNA without interference from core histones^59,60^. Moreover, three of the seven bdelloid SETDB1-like variants display two conserved arginines in the MBD involved in the recognition of cytosines in the DNA backbone, potentially accounting for CpG preference (Supplementary Fig. 14a, b). However, they show extensive variation in the length of the antiparallel β1-β2 loop, which reaches across the major groove and interacts with one of the methyl groups. Since the overall structure is compatible with recognition of an asymmetrical DNA methyl group in the nucleosomal context, we sought to find out whether some of the seven SETDB1 variants may have adapted to preferentially recognize a novel methyl mark in the major groove.

To this end, we synthesized seven recombinant plasmids carrying tagged versions of the corresponding MBD/TAM domains (Supplementary Fig. 17a). We tested these proteins in electrophoretic mobility shift assays (EMSA) with the 451-bp repeat fragment (sAvL1-451, see above), which was either unmethylated or 4mC-methylated by N4CMT in vitro, to ensure sufficient methylation density and favorable position of methyl marks. As MBD/TAM is a generic DNA-binding domain, most AvMBD’s are capable of binding both unmethylated and methylated DNA fragments (Supplementary Fig. 17b, c). We chose AvMBD_s314 to assess its binding preference for 4mC-methylated DNA since the loss of its ortholog in *D. carnosus* (see above) is associated with a notable increase in LINE retrotransposon content^51^. We tested four AvMBD_s314 concentrations (2.38, 3.23, 3.75, and 4.14 nM) in EMSA with ^32^P-labeled sAvL1-451 and four concentrations of the unlabeled sAvL1-451 competitor, which was either unmethylated or 4mC-methylated by N4CMT_B in vitro. This approach provides a more adequate comparison than measurement of dissociation constants (*K*_d_) for two labeled probes, as in vitro methylation is variably efficient. We observed a clear preference of s314 for binding 4mC-methylated DNA, with *p* < 0.05 in a one-tailed Student’s *t*-test in four independent experiments (Source Data 2), when using >10× excess of non-labeled competing methylated or unmethylated DNA (*p* = 0.044 for 40×; *p* = 0.018 for 100×). Figure 6d shows a representative EMSA gel for the 3.75 nM s314 protein concentration, which yielded 88.3% protein-bound DNA with 0.05 nM ^32^P-labeled sAvL1-451 fragment. This protein concentration was tested twice, and the average change in the amount of unbound DNA over increasing concentrations of unlabeled competitor DNA (Fig. 6e) shows that upon the increase of competitor concentration, the shift from DNA–protein complex to unbound DNA occurs faster for 4mC-modified DNA than for unmethylated DNA, indicating a preference for 4mC target.

## Discussion

Here, we identify and characterize the N4-mC base modification in rotifer DNA, expanding the repertoire of methylated bases in Metazoa with a modification known so far only in bacteria. We confirm its presence in bdelloid rotifers, combining multiple lines of investigation and accounting for artifacts inherent to each modification detection method^38,61,62^ and for bacterial contaminations. In agreement with the absence of *Dnmt1/Dnmt3*-like MTases, we failed to detect 5mC in bdelloids, while 4mC and 6mA were detectable by several orthogonal methods. We identified N4CMT, a horizontally transferred enzyme of bacterial origin, as responsible for the addition of 4mC marks to DNA. Expression of recombinant N4CMT in *E. coli* results in 4mC addition to DNA, as follows from immuno-dot-blot analysis and methyl-sensitive digests of DNA from N4CMT-expressing bacteria *vs*. methyl-free strains. Not surprisingly, chromodomain is not required for 4mC deposition either onto bacterial DNA in vivo, which is not packaged into chromatin, or onto preferred DNA substrates by recombinant N4CMT in vitro. However, in the context of eukaryotic chromatin, ChIP-seq and DIP-seq distributions reveal strong correlations between H3K9/27me3 silent chromatin marks and DNA methyl marks. Thus, N4CMT may contribute to epigenetic homeostasis, whereby deposition of repressive chromatin marks is ensured by passive preservation of 4mC via covalent linkage to DNA in the absence of active enzymatic demethylation, helping to maintain TE repression in eggs and adults. Over-representation of 4mC at the 5′ TE boundaries, i.e., near TE promoter regions, may affect transcription factor binding near promoters and cause transcriptional interference, as previously seen for 5mC^63^.

While the lack of candidate 4mC erasers supports 4mC role in maintaining TE silencing, other important components of epigenetic systems are the “reader” proteins, which could interpret the 4mC mark to form a regulatory loop, as is known for 5mC and 6mA^64^. The N4CMT architecture is reminiscent of plant chromomethylases (CMT), “histone-read-DNA-write” enzymes with a C5-MTase-embedded chromodomain, which reads H3K9me marks and deposits similar marks at nearby non-CG’s. Together with “DNA-read-histone-write” architecture provided by KYP, an H3K9-KMT with the 5mC SRA reader domain, the CMT3-KYP pair forms a mutually reinforcing loop reading each other’s epigenetic marks^64^. The crosstalk between mCpG and H3K9me in animals and plants is even more complex, requiring multiple protein factors^5^. In bdelloid N4CMT, a very simple “histone-read-DNA-write” architecture, with the chromodomain reading the repressive H3K9/27me3 marks and MTase writing the atypical 4mC marks onto DNA in the absence of an eraser, has the potential to link histone and DNA layers through a reinforcement loop which feeds back onto silent chromatin via “DNA-read-histone-write” SETDB1-like KMTs to help maintain repressive marks on histone tails throughout cell divisions for continuous TE silencing (Fig. 6f). Association of 4mC with full-length TEs capable of transcription and the overlap of 4mC and small RNA distribution patterns further suggest that the loop may be triggered by pi-like RNAs from transcribed TEs, which are known to initiate transcriptional silencing on nascent RNAs via Piwi and perhaps SFiNX-like protein complexes^65–67^, or may directly affect methylation, as in mice^68^. In this scenario, epigenetic inheritance relies on overriding the normally occurring H3K9me erasure by KDM4/JMJD2^69^, which is present in *A. vaga*. Our finding that an amplified bdelloid-specific SETDB1-like variant prefers binding to 4mC-methylated DNA in vitro suggests that 4mC stimulates more efficient binding of SETDB1 in the nucleosomal context, linking N4CMT-mediated 4mC deposition to re-establishment of H3K9me3 that helps to preserve silent chromatin marks on TEs and other repeats.

Notably, bdelloids exhibit some of the lowest TE content among metazoans, while members of the sister class Monogononta, which lack cytosine methylation and encode a single-copy SETDB1, show reduced ability to contain TE proliferation, which can double their genome size^70^. Earlier, we reported drastic expansion of *Ago/Piwi* and *RdRP* genes in bdelloids, which are extremely TE-poor, in contrast to the acanthocephalan *Pomphorhynchus laevis* (Rotifera) with 66% TE content and no expansion of *Ago/Piwi*^17,51^, underscoring the importance of RNA silencing pathways in TE control. Notably, the bdelloid *D. carnosus*, despite *Ago/Piwi* expansion, does not show the dearth of retrotransposons typical of other bdelloids, displaying an elevated content of LINE elements matching that of *Brachionus* monogononts and shifting the average bdelloid LINE content upwards^51^. Here, we find that *D. carnosus* lacks N4CMT and specific SETDB1 variants which may have evolved to interact with the 4mC mark, suggesting that the genome defense system in *D. carnosus* is missing an important layer for preventing TE expansion. The elevated LINE content in this natural knockout of the 4mC-preferring variant highlights the importance of cross-talk between genome defense layers for efficient TE control, since *Adineta* and *Rotaria* during their evolutionary history experienced a strong decrease in retrotransposon content (Fig. S3c, h, i in ref. ^51^), which coincided with the emergence of N4CMT and of 4mC-preferring SETDB1 variants.

Collectively, our findings help to unravel a fascinating evolutionary puzzle: How can a bacterial enzyme decorating DNA with non-metazoan modifications penetrate eukaryotic gene silencing systems and become preserved by natural selection for tens of millions of years? Given the importance of similar processes at the dawn of eukaryotic evolution, when MTases were recruited to create the extent epigenetic systems, the bdelloid case spans a unique time interval in the evolutionary history, when its advantages have been fully manifested and validated by natural selection, but its resemblance to bacterial counterparts has not yet been completely erased. Losses of DNA methylation have occurred multiple times throughout the eukaryotic tree of life; however, de novo recruitment of a bacterial mark into an existing epigenetic system has not been observed in more recent metazoan history. A synthetic “DNA read-write” 6mA system in cultured human cells, based on *E. coli* Dam MTase and bypassing chromatin states through artificial targeting, has been created^71^, however, such a “shortcut” is unlikely to persist over evolutionary time scales. In the liverwort *Marchantia polymorpha*, a recently duplicated 4mC methyltransferase of bacterial origin was recruited in spermiogenesis to modify over one-half of all CpG sites, however without additional N- or C-terminal domains it acts genome-wide, without recognition of specific features^72^. Our system helps to discern the selectively advantageous features in epigenetic control systems and emphasizes that the addition of a DNA epigenetic layer to the histone layer demands enhanced inter-connection of components between layers via acquisition of extra domains for efficient operation. Finally, it demonstrates that horizontal gene transfer, the role of which in eukaryotic regulatory evolution is a subject of intense debate^73,74^, can re-shape complex regulatory circuits in metazoans, thereby driving major evolutionary innovations that include epigenetic control systems.

Additional discussion can be found in Supplementary Discussion.

## Methods

### Rotifer cultures

A clonal culture of *A. vaga*, started in 1995 from a single individual, was maintained continuously in filtered spring water and fed with *E. coli* M28. Rotifers were grown in 150 × 20 mm untreated Petri dishes and transferred into new ones until the desired biomass was reached. The *A. vaga* L1 natural isolate^35^ was collected in 2012, and the clonal culture was maintained in the laboratory under the same conditions.

### Plasmid construction

N4CMT ORFs from scaffold_23 (GSADVT00006927001, allele *N4CMT_A*) and scaffold_179 (GSADVT00035445001 allele *N4CMT_B*) (http://www.genoscope.cns.fr/adineta/cgi-bin/gbrowse/adineta/) were amplified from cDNA to eliminate introns. The first exon in the annotation is variable in different bdelloids, thus it was omitted from primer design, so that the N-terminus coincides with that used by bacterial MTases. Briefly, RNA was extracted from adult rotifers starved for 24 h, using Direct-zol^™^ RNA Miniprep kit (Zymo Research), and cDNA was synthesized from 2 µg of RNA with SuperScript^®^ IV Reverse Transcriptase (Invitrogen) and random hexamers, following the manufacturer’s protocols. *N4CMT* was then amplified by PCR from 5% of cDNA reaction with Q5^®^ Hot Start High-Fidelity DNA Polymerase (NEB). All primers used in this study are listed in Supplementary Table 7. PCR fragments were cloned into pET29b(+) vector (Novagen) using *Bam*HI and *Xho*I sites and were propagated in *E.coli* NEB5-alpha (NEB). Catalytically inactive mutants were obtained using Gen-Edit^™^ site-directed DNA mutagenesis kit (First Biotech). To obtain substrate plasmids pUC19-m97 and pUC19-m119, the insert sequence was amplified from AvL1 genomic DNA with primers A11motif-Hind3-F and A11motif-BamH1-R (Supplementary Table 7) and OneTaq^®^ Hot Start DNA Polymerase (NEB). Amplicons were treated with *Hin*dIII (Anza^™^ 16) and *Bam*HI (Anza^™^ 5) in 1× Anza^™^ Red Buffer (Thermo Fisher Scientific) and purified through 1.5% agarose gel using Zymoclean Gel DNA Recovery kit (Zymo Research). The pUC19 vector was prepared in the same way, ligated with insert using Instant Sticky-end Ligase Master Mix (NEB), and transformed into NEB5α competent cells (NEB). Plasmid purifications were done with Zyppy Plasmid Miniprep (Zymo Research). Inserts were verified by Sanger sequencing on the ABI3730XL at the W.M. Keck Ecological and Evolutionary Genetics Facility at the Marine Biological Laboratory. Expression plasmids carrying AvMBD inserts in pET29b(+) vector were synthesized by GenScript. All DNA sequences were optimized with GenSmart™ service to yield soluble recombinant proteins in *E. coli*.

### Protein expression and purification

Recombinant proteins were expressed in *E. coli* Rosetta 2(DE3) (Novagen) in LB medium, Miller formulation (Amresco) supplied with 50 μg/ml kanamycin (Fisher Scientific), and 34 μg/ml chloramphenicol (Acros Organic). First, cells were grown at 37 °C, 200 rpm until OD = 0.4. After that, cultures were heat-shocked as follows: 10 min at 42 °C, 20 min at 37 °C, 30 min on ice, and 20 min at 37 °C. After the final OD check, expression of recombinant proteins was induced by supplying the growth medium with IPTG (Gold Bio) to 500 μM, and the culture was grown for an additional 4 h at 32 °C, 350 rpm for N4CMT versions or for an additional 3 h at 34 °C, 300 rpm for AvMBD’s. Bacteria were pelleted by centrifugation at 4 °C, 4000*g* for 30 min and stored at −80 °C. Induction of recombinant proteins was confirmed by sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE) followed by Western blotting as we described in ref. ^75^. For protein purification, cellular lysates were prepared using xTractor^™^ Buffer (Clontech), supplemented with lysozyme (Sigma), DNase I (Promega) or Benzonase^®^ Nuclease (Sigma), and Roche cOmplete^™^ EDTA-free Protease Inhibitor Cocktail (Sigma), according to the manufacturers’ instructions. Soluble proteins were separated from insoluble debris by centrifugation at 4 °C, 4000*g* for 30 min. Recombinant N4CMT were purified using TALON^®^ Single Step Columns (Clontech), following the manufacturer’s protocol. Proteins were concentrated using Pierce^™^ 9 K MWCO Protein Concentrators (Thermo Scientific), and the buffer was exchanged to 50 mM phosphate buffer, 300 mM NaCl, pH 7.0, supplemented with Roche cOmplete^™^ EDTA-free Protease Inhibitor Cocktail (Sigma). Protein concentrations were equalized based on concentration of the full-length His-tagged protein, as detected by Western blotting with His-tag-specific antibodies (Aviva Systems Biology OAEA00010), using Image Studio^™^ Lite 5.2.5 software (LI-COR). Purified proteins were stored at 4 °C for up to 2 weeks. Recombinant AvMBD’s were purified on ÄKTA Pure M2 with HiTrap TALON 1 ml columns (Cytiva), concentrated with Pierce^™^ 3 K MWCO Protein Concentrators PES (Thermo Scientific), supplied with EDTA, glycerol, and protease inhibitors to the final buffer composition of 40 mM sodium phosphate, pH 7.4; 240 mM NaCl; 102 mM imidazole; 20% glycerol; 4 mM EDTA; 1× cOmplete protease inhibitor cocktail; 1× Halt protease inhibitor cocktail; pH 7.4. Proteins were stored in single-use aliquots at −80 °C. Proteins were quantified using Micro BCA^™^ Protein Assay Kit (Thermo Scientific), and their purities were verified by SDS-PAGE in 15% resolving gel followed by staining with InstantBlue Protein Stain (Expedeon) and Western blotting with S-tag (Sigma-Aldrich 71549-3) and His-tag (Aviva Systems Biology OAEA00010) specific antibodies, both at 1:5000 dilutions, as we described in ref. ^75^.

### DNA substrate preparation for methylation assays

The *A. vaga* cultures were maintained as above but fed with *dam−/dcm− E. coli* (C2925, NEB) strain instead of M28 for a month. Genomic DNA was extracted from adult rotifers starved for 48 h, following the standard phenol–chloroform extraction protocol^76^. To obtain control DNA from different *E. coli* strains (Supplementary Table 3), bacteria were grown overnight in LB medium Miller formulation (Amresco) at 37 °C and 200 rpm, and total DNA was extracted using UltraClean^®^ Microbial DNA Isolation Kit (MoBio Labs).

For N4CMT in vivo activity assays, plasmids carrying *N4CMT* inserts were transformed into Rosetta 2(DE3) strain. Bacteria were grown as above, pelleted and stored at −80 °C until expression of recombinant proteins was confirmed by Western blot hybridization with His-tag-specific antibodies. After that, bacterial pellets were incubated in lysis buffer (10 mM Tris, pH 8.0, 100 mM NaCl, 5 mM EDTA, 120 µg/ml Proteinase K (ThermoFischer), 0.6% SDS) at 53 °C overnight. Total DNA was purified using the standard phenol-chloroform extraction protocol^76^, including treatment with RNaseONE (Promega). DNA quantity and quality were inspected by agarose gel electrophoresis and NanoDrop 2.0 measurements. Cleavage of gDNA by McrBC (NEB) was performed overnight at 37 °C as recommended by the manufacturer, followed by separation in 0.8% TAE-agarose gel electrophoresis. Plasmids (pUC19, pBlueScript SK+, etc.) for methyltransferase assays were transformed into methyl-free C2925 competent cells (NEB) and purified using Zyppy Plasmid Miniprep (Zymo Research). To obtain 4mC-positive control for immunoassays, pUC19 was methylated with *M.Bam*HI MTase (NEB). To obtain a positive control for 6mA, pUC19 was purified from NEB5α (*dam*+) *E. coli* strain. Oligonucleotides were ordered from Eurofins Genomics and annealed in 1× annealing buffer (10 mM Tris, pH 7.5, 50 mM NaCl, 1 mM EDTA) as follows: the mix was incubated at 95 °C for 3 min and allowed to cool down to RT for 1 h. Other dsDNA substrates were obtained by PCR and purified using Monarch PCR clean-up kit (NEB) or Zymoclean Gel DNA Recovery kit (Zymo Research).

### In vitro methyltransferase activity assays

Reactions were carried in 1× *M.Bam*HI Methyltransferase Reaction Buffer (NEB) supplemented with 80 µM *S*-adenosyl-l-methionine (SAM) provided with the buffer. Optimal results were obtained with 500 µg/ml as a final concentration of N4CMT recombinant proteins. Reactions were initially incubated at 25 °C for 4 h, and incubation was continued for another 16 h after supplementing with additional 80 µM SAM.

### DNA dot blot immunoassays

Samples were spotted on BioTrace^™^ NT Nitrocellulose Transfer Membrane (Pall Corporation), air-dried and UV-cross-linked with 120,000 μJ/cm^2^ exposure using Spectrolinker^™^ XL-1500 UV crosslinker (Spectronics Corporation). The cross-linked membrane was blocked in 3% non-fat milk in TBST (containing 0.05% v/v Tween) and incubated with 1:40,000 anti-N4-methyl-C antibody or with 1:60,000 anti-N6-methyl-A antibody at 25 °C for 1 h. Rabbit primary antibodies raised against 4mC- or 6mA-modified DNA^77^ were a kind gift from Dr. Iain Murray (NEB), and were re-checked for the absence of cross-reactivity, as well as for lack of reactivity with 5mC on human DNA. The membrane was washed three times with TBST, incubated with 1:10,000 goat anti-rabbit horseradish peroxidase (HRP) antibody (Sigma A0545) at room temperature for 1 h, washed three times with 1× TBST, and developed using SuperSignal^™^ West Dura Extended Duration Substrate (Thermo Fisher Scientific). Chemiluminescence was detected using the Amersham Imager 600 (GE Healthcare).

### Electrophoretic mobility shift assays

sAvL1-451 DNA were 5′-end-labeled with [γ−32P]dATP (PerkinElmer) using T4 polynucleotide kinase (NEB) and purified from excess of radioactive nucleotides using Oligo Clean & Concentrator kit (Zymo Research) following the manufacturer’s protocols. Binding reactions were set up in 10 µl total volume in a buffer with final concentrations 100 mM KCl, 10 mM Tris, pH7.4, 0.1 mM EDTA, 0.1 mM DTT, supplied with 500 ng LightShift^™^ Poly (dI-dC) (Thermo Scientific). Addition of 2.5 µl of AvMBD proteins provided 5% glycerol per reaction. Proteins were first pre-incubated with non-radioactive DNA for 15 min at RT. Then, ^32^P-labeled DNA was added to a final concentration of 0.05 nM, and reactions were incubated for additional 30 min at RT. After supplying with 6× EMSA gel-loading solution (Thermo Scientific), samples were loaded onto 6% DNA Retardation gels. Samples were run at 90 V in 0.5× TBE buffer (44.5 mM Tris–HCl, pH 8.3, 44.5 mM boric acid and 1 mM EDTA) at 4 °C for 90 min. Gels were dried using Model 583 Gel Dryer (BioRad), exposed with phosphorimaging plate (Fujifilm), scanned on Typhoon FLA 7000, and analyzed using Image Quant TL v8.1 software.

### DNA extraction for DIP-seq

For genomic DNA extraction, animals were starved for 48 h and treated with ampicillin and tetracycline antibiotics at final concentrations of 10 mg/ml and 0.5 mg/ml, respectively, for 24 h, then harvested as described in ref. ^17^. Total DNA was extracted with DNeasy Tissue kit (Qiagen); eluates were checked by agarose gel electrophoresis and final concentrations were measured by Nanodrop. The isolated genomic DNA was diluted to ~250 ng/µl using TE buffer and sonicated on the 130 µl scale (Covaris microtubes) to 200–400 bp using Covaris S220 focused ultrasonicator (10% duty cycle, 175 W peak, 200 cycles, 180 s, 6 °C). After measuring concentration and size distribution with Bioanalyzer High Sensitivity DNA chip (Agilent), 100 ng of fragmented DNA was used for library construction with NuGen Ovation Ultra-Low System v2.

### DIP-seq (MeDIP-seq)

After adaptor ligation and purification steps (NuGen Ovation Ultra-Low System v2 protocol), DNA fragments were combined with 0.5 µg of anti-4mC or anti-6mA antibodies (see above) in 500 µl of 1× IP buffer and incubated at 4 °C for 6 h. In parallel, 40 µl of Protein A magnetic beads were prepared as in ref. ^78^. Protein A beads were added to DNA–antibody mixture and incubated at 4 °C overnight with rotation. Beads were washed four times with 1× IP buffer on a magnetic rack. Proteinase K (20 µl of 20 mg/ml solution) was used to release the methylated DNA with 3 h of incubation at 50 °C. The final eluate was purified using 2× phenol–chloroform–isoamyl alcohol (25:24:1) extraction and ethanol precipitation. DNA was resuspended in 35 µl H_2_O, followed by library amplification and bead purification (NuGen RNAClean XP magnetic beads). Quality control and concentration measurement were performed using Bioanalyzer DNA 1000 chip (Agilent) and Qubit sDNA HS Assay kit (Thermo). Libraries were sequenced using the Illumina HiSeq 2500 platform (50-bp SR) at the Brown University Sequencing Core Facility. Base-calling was performed with the standard Illumina pipeline (Casava 1.8.2). Illumina adaptors were trimmed with cutadapt v1.9.2^79^, as well as any sequence with low quality score (<Q20) and/or <16 nucleotides in length (FASTX v0.0.13 Toolkit). Reads were aligned to Av-ref^17^ and AvL1 assembly (see below) using Bowtie v1.1.0^80^, with parameters permitting less than one mismatch in the first 30 bases. MACS v1.3^81^ was used to locate enriched regions for 4mC and 6mA in both genomes, using nomodel nolambda parameters.

### Genome assembly

The initial *A. vaga* L1 draft assembly was generated with high quality paired-end Illumina MiSeq reads using SPAdes assembler to yield N50 of 18.125 kb^35^. However, the published AvL1 assembly filtered any sequences without blastn matches to Av-ref, which may include recent horizontal transfers and strain-specific TEs. To improve the initial assembly, DNA was extracted from rotifer eggs as in^42^, and a 20-kb library was constructed using BluePippin selection to sequence 15 SMRT cells on a PacBio RS II sequencer (Pacific Biosciences) at the Johns Hopkins University Deep Sequencing and Microarray Core facility with P6-C4 chemistry (accession number PRJNA558051). We used PBJelly from PBSuite 15.8.24^82^ with PacBio filtered subreads to improve the initial AvL1 assembly. A total of 890,504 PacBio subreads with N50 read length of 16,294 bp was used after SFilter (Pacific Biosciences) and spike-in control removal. The improved hybrid assembly was filtered from contaminants using bacterial single-copy genes, GC-content, k-mer frequencies (*k* = 4), and DNA coverage values (both Illumina and PacBio), as in^83^. Assembled contaminant contigs, mostly of bacterial origin, were filtered out to yield a final assembly totaling 217.1 Mb in 9856 contigs (Supplementary Table 5), which is very close to the 218-Mb Av-ref assembly^17^ and improves by 20 Mb the Illumina-only assembly, increasing N50 from 22.1 to 87.4 kb. We also identified 12 chimeric contigs, listed in Supplementary Data 4, which were mostly eukaryotic with an attached small stretch of bacterial DNA displaying high methylation density. The AvL1 assembly used in this work has been deposited at DDBJ/ENA/GenBank under the accession JAGENE000000000. The version described in this paper is version JAGENE010000000. Its accession number is GCA_021403095.1 in the NCBI Assembly database. Although a chromosome-scale *A. vaga* assembly is expected to become available soon^84^, the current bdelloid assemblies display adequate levels of contiguity to examine nearly all genomic regions.

### PacBio modification analysis

We examined genome-wide distribution of modified bases in SMRT-seq data^85^ with SMRT Analysis Software 2.3.0. Raw data from 15 AvL1 SMRT cells were filtered by SFilter (Pacific Biosciences) to remove reads containing adapters, short reads and low-quality reads with cutoffs for read quality ≤ 0.75, read length ≤ 50 nt, and subread length ≤ 50 nt. Filtered reads were aligned to the AvL1 assembly using RS_Modification_Detection.1 protocol (Pacific Biosciences). Briefly, the cleaned reads were aligned to AvL1 curated genome assembly using blasr v1.3.1^86^. The polymerase kinetics information was processed and reported as IPD ratio, with its fraction (the methylated portion of reads mapped) at each site. The 4mC and 6 mA base modifications were identified, and the final report was extracted as csv and gff files for posterior processing. Filtering was performed by selecting only 4mC and 6mA marks with 20× coverage and mQv ≥ 22 (Supplementary Table 6); any sites with coverage <10× were removed. Although SMRT analysis may sometimes erroneously identify 5mC as 4mC, as occurred for the fig genome^87^, which has a full complement of plant 5mC-MTases but no N4C-MTases, we are confident that multiple orthologous methods applied to *A.vaga*, which lacks 5mC-MTases but has the N4C-MTase, validate our SMRT-seq cytosine modification calls as 4mC. Methylation fraction values were converted into bigwig file format and plotted with deepTools2^88^. Methylation fractions for DIP-seq peak summits and transposons were represented per annotation, with the y-axis as “Mean normalized fraction”. Additional analyses were done with custom scripts for plotting results with R. We separated 4mC and 6mA according to their methylation levels: low-fraction sites (0.1–0.5), moderately methylated (0.5–0.8), and highly methylated (0.8–1). The upstream and downstream 10-bp sequences from 4mC and 6mA modification sites were extracted for motif identification in each group by MEME-ChIP v5.4.1^89^. The nucleotide adjacent to the methylated sites was pulled out for counting the proportion of doublets.

### Dot-blot immunoassays for histone marks

We first assayed, by dot-blot analysis, the reactivity of *A. vaga* histone methylation marks with Premium ChIP-seq grade affinity-purified rabbit polyclonal antibodies H3K4me3, H3K9me3 and H3K27me3, raised against synthetic peptides with the corresponding trimethylated lysines (Diagenode C15410003, C15410056 and C15410195, respectively). These antibodies display reactivity with a wide range of species including vertebrates, *Drosophila*, *C. elegans* and plants, and have been tested by ChIP-seq, IF, Western blotting, and ELISA. The H3 N-terminal residues 1–31 display 100% identity between *A. vaga* and humans; although formally cross-reactivity of K9/27 cannot be excluded for *A. vaga*, none was observed in human peptide arrays spanning the identical aa sequence (Diagenode). Protein extracts from Av-ref and AvL1, resuspended in 0.5 v of extraction buffer (10 mM Hepes, 5 mM MgCl_2_, 2 mM DTT, 10% glycerol and cOmplete protease inhibitor tablets (Roche)), were spotted on BioTrace™ NT Nitrocellulose Transfer Membrane (Pall Corporation), air dried and blocked in 5% BSA in TBST (containing 0.05% v/v Tween) for 1 h at RT and incubated with 1:10,000 anti-H3K4me3, H3K9me3 or H3K27me3 antibodies at RT for 1 h. The membrane was washed three times with TBST, incubated with 1:10,000 goat anti-rabbit HRP antibody (Sigma A0545) at room temperature for 1 h, washed three times with 1x TBST, then once with TBS and developed using SuperSignal^™^ West Dura Extended Duration Substrate (Thermo Fisher Scientific). Chemiluminescence was detected using the Amersham Imager 600 chemiluminescence imager (GE Healthcare).

### ChIP-seq

Chromatin immunoprecipitation (ChIP) was performed based on the *C. elegans* protocol^90^ with minor modifications. Briefly, rotifers were starved for 48 h before collection, and live animal pellets were washed with PBS, followed by another round with protease inhibitor (cOmplete Roche tablet). The 1-ml pipette tip was used to drip the mix into a porcelain mortar containing liquid nitrogen, and the frozen rotifer “popcorn” was ground to fine powder with a pestle. Nuclear proteins were cross-linked to DNA by adding 1.1% formaldehyde (Thermo) in PBS + 1x protease/phosphatase inhibitors (Halt^TM^ Protease & Phosphatase Inhibitor Cocktail, Thermo) for 10 min at room temperature on a rocking platform. Cross-linking was stopped by adding glycine to a final concentration of 0.125 M and incubating for 5 min at RT. The medium was removed, and the cells were washed twice with ice-cold PBS containing 1 mM PMSF. The cells were then collected in FA lysis buffer (FA buffer + 0.1% sarkosyl + protease/phosphatase inhibitors); FA buffer: 50 mM HEPES/KOH pH 7.5, 1 mM EDTA, 1% Triton^™^ X-100, 0.1% sodium deoxycholate, 150 mM NaCl. Subsequently, the chromatin was isolated, sonicated (Covaris S220: 2% Duty Cycle, 105 W Peak, 200 Cycles, 360 s, 6 °C), and immunoprecipitated with 1 µg anti-H3K4me3 antibody, anti-H3K27me3 antibody, or anti-H3K9me3 antibody (all from Diagenode as above) or no antibody (input control). After reverse-cross link (overnight at 65 °C), DNA was purified by using 2x phenol-chloroform-isoamyl alcohol (25:24:1) extraction and ethanol precipitation. DNA was resuspended in 35 µl 10 mM Tris-Cl, pH 8.5. The ChIP DNA and input DNA were used to construct ChIP-seq libraries using NEBNext Ultra II DNA Library Prep Kit (NEB) following the manufacturer’s procedure. Libraries were sequenced on Illumina NextSeq 500 platform for 75 bp single-end HT at the W.M. Keck Sequencing Facility at the MBL. After demultiplexing and adapter trimming (bcl2fastq software, Illumina), raw reads were cleaned up to obtain high-quality reads (see parameters in IP-seq). Clean reads were mapped to Av-ref and AvL1 assemblies using bowtie2 v2.2.5^91^ with default parameters. Genomic regions associated with histone modification were identified using Model-based Analysis of ChIP-Seq (MACS2 v2.1.0)^81^ using default parameters.

### RNA-seq

For *A. vaga* Av-ref transcriptome, total RNA was extracted from animals at all life-stages with TRIzol^®^ (Invitrogen) following manufacturer’s protocol with a glass Dounce homogenizer. After DNase I (NEB) treatment on RNA Clean & Concentrator columns C-5 (Zymo Research), *A. vaga* total RNA was eluted and subjected to poly-A selection with Ambion MicroPoly(A) Purist Kit (Thermo Fischer). Libraries were prepared with Encore Complete Library RNA-Seq Library Systems (NuGen). A total of 3 biological replicas were sequenced on a dedicated Illumina NextSeq Mid lane (1 × 150 bp) and, after QC (http://hannonlab.cshl.edu/fastx_toolkit/) and adapter trimming (Cutadapt v1.9.2)^79^, mapped to Av-ref^17^ with Tophat 2.1.1^92^, using default parameters and –max-intron-length 100. Aligned reads were counted by genomic feature with HTSeq-count v0.6.1^93^, using default parameters.

For AvL1 transcriptome, RNA extraction was performed following^17^ for the fully hydrated *A. vaga* L1 cultures containing animals at all life stages. Rotifers were collected by centrifugation at 4000*g*. After removal of the supernatant (spring water), total RNA was extracted with Trizol (Invitrogen) followed by ethanol precipitation. After DNaseI treatment (DNA-free, Ambion), 1 µg of total RNA was shipped for QC, library preparation (eukaryotic mRNA protocol), and Illumina sequencing (HiSeq x PE150 bp) to Novogene Co., Ltd. Raw reads (~3.3 Gb) from two lanes as technical replicates were processed (see parameters in IP-seq), and properly paired reads were aligned to the AvL1 assembly using TopHat v2.1.1^94^, using default parameters and –max-intron-length 100. Mapped reads were counted within each feature with HTSeq-count^93^ using default parameters, which were used to calculate RPKMs of annotated genes.

### Prediction of protein-coding genes

BRAKER v2.1.2^95^, a combination of GeneMark-ET^96^ and AUGUSTUS^97^, was used to predict protein-coding genes in the AvL1 genome using aligned RNA-seq data. TopHat alignments were used to generate UTR training examples for AUGUSTUS to train UTR parameters and predict genes. This procedure was done with –soft masking enabled, after masking the genome with RepeatMasker v4.0.7 (see *Repeat annotation*). Total predictions comprised 74,569 gene models originating from 74,233 loci. Initial predictions were filtered from TE genes using AvL1 TE annotations (RepeatMasker) and BLAST homology search to known TE proteins. BLAST searches were performed with 74,569 gene predictions using blastp (blast+) and blastx (diamond blast) onto nr and uniref90 databases, respectively. BLAST descriptions with TE-related terms (“transposon”, “transposable”, “integrase”, “reverse transcriptase”, “pol”, “gag”) were considered as TE-associated proteins. A total of 977 genes were classified as AvL1 TE-related. A further quality check of gene annotations filtered incomplete genes. Annotations at the contig boundaries were removed (*n* = 5205), along with CDS that carried a premature stop codon (*n* = 282) or without appropriate termination codon at the CDS end (*n* = 2748, which mostly fall on contig boundaries). A final filter was applied to remove annotations with no BLAST homology (neither nr nor uniprot) and for which CDS sequence was under 300 bp. A final gene set of 65,934 annotations was used for downstream analysis.

### Repeat annotation

We used the REPET package with default settings for initial AvL1 de novo TE identification and annotation^98^. The automated library of TE families was subjected to extensive manual curation, as was previously done for Av-ref^17^, and used as a database for searching and annotating TE copies in the AvL1 assembly with RepeatMasker^99^. We used RMBlast (National Center for Biotechnology Information Blast modified for use with RepeatMasker) as a search engine. Initial RepeatMasker output was filtered for copies covering less than 5% of reference TE length and converted into gff3 format for subsequent analysis. TE annotation was intersected with gene models to eliminate any duplication events spanning both databases and to obtain a list of TE-encoded genes for further analysis. For TR identification, AvL1 assembly was uploaded to TRs Database^100^. We generated an initial set of TRs by analyzing the sequence of each contig using Tandem Repeats Finder v4.09^101^ with default parameters (match = 2, mismatch = 7, indels = 7, minimal alignment score = 50). Further searches with modifications in the alignment score (size of the repeat unit) were performed, and manual correction was carried out when necessary.

### Small RNA analysis

*A. vaga* sRNA-seq data (SRA accession no. SRP070765) for two wild-type small RNA replicas were mapped to Av-ref genome as described in ref. ^50^. Heatmaps of sRNA-seq data for genes, TEs, and DIP-seq and ChIP-seq peaks were generated with deepTools2^88^ for each annotation. Reads normalized to 1× sequencing depth (RPGC, reads per genomic content) were used for normalization in heatmaps.

### Methylation data processing and visualization

For generation of heat maps and profile plots, the deepTools2^88^ computeMatrix, bamCoverage, bamCompare, plotHeatmap and plotProfile scripts were used with specific parameters: RPGC normalization, bin size 10, effective genome size (Av 213837663 and AvL1 217117546), extendReads (IP-seq 50, ChIP-seq 75, sRNA-seq 50), interpolationMethod nearest. Methylation profiles for DIP-seq/ChIP-seq were represented per annotation as mean normalized tag signal, with the *y*-axis labeled “IP/ChIP occupancy”. While using input DNA for comparison, the profile is represented as mean normalized log2 ratio, with the *y*-axis labeled “log2 ratio”. Methylation profiles for DIP-seq were represented per annotation, with the *y*-axis labeled “IP occupancy”. The annotatePeaks function from HOMER Tools v4.11^102^ was used to obtain methylation profiles of selected regions of interest, using different window and bin sizes (parameters given in figure legends). Overlapping values of different annotated features (DIP/ChIP-seq peak, base modification) were estimated with bedtools v2.27.1^103^, whether they are intersecting (bedtools intersect) or after providing a specific size window (bedtools window). Genome-wide 4mC/6mA visual representations were generated using Circos v0.69-6^104^ as follows: Av-ref reads were plotted from two genomic Illumina libraries (SRP020364) with different insert size (450 and 862 bp); AvL1 reads were plotted from Illumina (SRR8134454) and PacBio (SRX6639068); RNA-seq reads were plotted from SRP228822 (Av-ref and AvL1); and Av-ref small RNA reads from SRP070765. Additional visual representations for selected contigs were obtained with IGV viewer^105^.

### Collinearity analysis

Syntenic regions within and between genomes were identified using MCScanX v0.8^106^ after blastp all-versus-all (e-val = 1e−10, maximum number of target sequences = 5) of the protein annotations from both genomes (Av-ref and AvL1). We searched for collinear block regions with at least 3 homologous genes and 20 maximum gaps allowed. The Ks and Ka (synonymous and nonsynonymous substitution, respectively) values between pairs of collinear genes were calculated with the script add_kaks_to_MCScanX.pl (https://zenodo.org/badge/latestdoi/92963110). We also searched for collinearity breaks between adjacent homologous blocks, defined as regions where homologous blocks could not be aligned along scaffolds without some rearrangements.

### Phylogenetic analyses

MTase homologs in bdelloids were identified by tblastn searches of GenBank WGS databases at NCBI, checked for the presence of metazoan genes in the vicinity, translated with validation of exon–intron structure, and used in blastp searches of REBASE (http://rebase.neb.com/rebase/)^1^ to obtain MTases with known recognition sequences. Multiple sequence alignments were performed with MUSCLE v.3.8.31^107^ and manually adjusted when necessary. Amino acid sequences were clustered by neighbor-joining, as MTases are not amenable to conventional phylogenetic analysis due to hypervariability of the target recognition domain, and the tree was visualized in MEGA^108^. MBD-containing bdelloid proteins were identified by profile HMM search^109^ with the MBD query (PF01429). Av-ref SETDB1 homologs from the Genoscope annotation were manually re-annotated to improve quality, and full-length proteins were used as queries in blastp searches of refseq_protein database at NCBI to obtain additional orthologs from 10 bdelloid species and representative protostome taxa. Maximum likelihood phylogenetic analysis was done with IQTREE v1.6.11^110^ using best-fitting model selection and 1000 ultrafast bootstrap replicates. Ago/Piwi counts in AvL1 were done as in ref. ^51^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Datasets

Supplementary Movie

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. Sequences obtained in this study were deposited under BioProject PRJNA558051 (SRA accession Nos. SRR9886612, SRR9900832-45 for individual SMRT cells). Avaga_MBL_L1 genome assembly project was deposited at DDBJ/ENA/GenBank under the accession JAGENE000000000. The version described in this paper is version JAGENE010000000. Its accession number is GCA_021403095.1 in the NCBI Assembly database. ChIP-seq, MeDIP-seq and RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE140049, GSE140050, GSE140051, and GSE140052. All materials are freely available without restrictions. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Custom scripts are available through GitHub.

## References

[1] Roberts RJ, Vincze T, Posfai J, Macelis D (2015). REBASE—a database for DNA restriction and modification: enzymes, genes and genomes. Nucleic Acids Res..

[2] Beaulaurier J, Schadt EE, Fang G (2019). Deciphering bacterial epigenomes using modern sequencing technologies. Nat. Rev. Genet..

[3] Klose RJ, Bird AP (2006). Genomic DNA methylation: the mark and its mediators. Trends Biochem. Sci..

[4] Edwards JR, Yarychkivska O, Boulard M, Bestor TH (2017). DNA methylation and DNA methyltransferases. Epigenetics Chromatin.

[5] Greenberg MVC, Bourc’his D (2019). The diverse roles of DNA methylation in mammalian development and disease. Nat. Rev. Mol. Cell Biol..

[6] Iyer LM, Abhiman S, Aravind L (2011). Natural history of eukaryotic DNA methylation systems. Prog. Mol. Biol. Transl. Sci..

[7] Goll MG (2006). Methylation of tRNAAsp by the DNA methyltransferase homolog Dnmt2. Science.

[8] Raddatz G (2013). Dnmt2-dependent methylomes lack defined DNA methylation patterns. Proc. Natl Acad. Sci. USA.

[9] Heyn H, Esteller M (2015). An adenine code for DNA: a second life for N6-methyladenine. Cell.

[10] Luo GZ, He C (2017). DNA N(6)-methyladenine in metazoans: functional epigenetic mark or bystander?. Nat. Struct. Mol. Biol..

[11] Douvlataniotis K, Bensberg M, Lentini A, Gylemo B, Nestor CE (2020). No evidence for DNA N (6)-methyladenine in mammals. Sci. Adv..

[12] Iyer LM, Zhang D, Aravind L (2016). Adenine methylation in eukaryotes: apprehending the complex evolutionary history and functional potential of an epigenetic modification. Bioessays.

[13] Luo GZ, Blanco MA, Greer EL, He C, Shi Y (2015). DNA N(6)-methyladenine: a new epigenetic mark in eukaryotes?. Nat. Rev. Mol. Cell. Biol..

[14] O’Brown ZK (2019). Sources of artifact in measurements of 6mA and 4mC abundance in eukaryotic genomic DNA. BMC Genomics.

[15] Mark Welch DB, Mark Welch JL, Meselson M (2008). Evidence for degenerate tetraploidy in bdelloid rotifers. Proc. Natl Acad. Sci. USA.

[16] Gladyshev EA, Meselson M, Arkhipova IR (2008). Massive horizontal gene transfer in bdelloid rotifers. Science.

[17] Flot JF (2013). Genomic evidence for ameiotic evolution in the bdelloid rotifer *Adineta vaga*. Nature.

[18] Boschetti C (2012). Biochemical diversification through foreign gene expression in bdelloid rotifers. PLoS Genet..

[19] Nowell RW (2018). Comparative genomics of bdelloid rotifers: Insights from desiccating and nondesiccating species. PLOS Biol..

[20] Luo GZ (2018). N(6)-methyldeoxyadenosine directs nucleosome positioning in tetrahymena DNA. Genome Biol..

[21] Xiao C-L (2018). N6-methyladenine DNA modification in the human genome. Mol Cell.

[22] Greer EL (2015). DNA methylation on N6-adenine in *C. elegans*. Cell.

[23] Kweon S-M (2019). An adversarial DNA N6-methyladenine-sensor network preserves Polycomb silencing. Mol. Cell.

[24] Malone T, Blumenthal RM, Cheng X (1995). Structure-guided analysis reveals nine sequence motifs conserved among DNA amino-methyltransferases, and suggests a catalytic mechanism for these enzymes. J. Mol. Biol..

[25] Chen H (2018). Phytophthora methylomes are modulated by 6mA methyltransferases and associated with adaptive genome regions. Genome Biol..

[26] Li W, Shi Y, Zhang T, Ye J, Ding J (2019). Structural insight into human N6amt1-Trm112 complex functioning as a protein methyltransferase. Cell Discov..

[27] Woodcock CB, Yu D, Zhang X, Cheng X (2019). Human HemK2/KMT9/N6AMT1 is an active protein methyltransferase, but does not act on DNA in vitro, in the presence of Trm112. Cell Discov..

[28] Hamey JJ (2016). Novel N-terminal and lysine methyltransferases that target translation elongation factor 1A in yeast and human. Mol Cell Proteomics.

[29] Kusevic D, Kudithipudi S, Jeltsch A (2016). Substrate specificity of the HEMK2 protein glutamine methyltransferase and identification of novel substrates. J. Biol. Chem..

[30] Xie Q (2018). N6-methyladenine DNA modification in glioblastoma. Cell.

[31] Gu L (2020). CG14906 (mettl4) mediates m(6)A methylation of U2 snRNA in Drosophila. Cell Discov..

[32] Blow MJ (2016). The epigenomic landscape of prokaryotes. PLOS Genetics.

[33] Timinskas A, Butkus V, Janulaitis A (1995). Sequence motifs characteristic for DNA [cytosine-N4] and DNA [adenine-N6] methyltransferases. Classification of all DNA methyltransferases. Gene.

[34] Yap KL, Zhou MM (2011). Structure and mechanisms of lysine methylation recognition by the chromodomain in gene transcription. Biochemistry.

[35] Vakhrusheva OA (2020). Genomic signatures of recombination in a natural population of the bdelloid rotifer *Adineta vaga*. Nat. Commun..

[36] Sukackaite R, Grazulis S, Tamulaitis G, Siksnys V (2012). The recognition domain of the methyl-specific endonuclease McrBC flips out 5-methylcytosine. Nucleic Acids Res..

[37] Sutherland E, Coe L, Raleigh EA (1992). McrBC: a multisubunit GTP-dependent restriction endonuclease. J. Mol. Biol..

[38] Lentini A (2018). A reassessment of DNA-immunoprecipitation-based genomic profiling. Nat Methods.

[39] Clark TA (2012). Characterization of DNA methyltransferase specificities using single-molecule, real-time DNA sequencing. Nucleic Acids Res..

[40] Xu X (2019). Evolutionary transition between invertebrates and vertebrates via methylation reprogramming in embryogenesis. Natl Sci. Rev..

[41] Dominissini D (2012). Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. Nature.

[42] Arkhipova IR, Yushenova IA, Rodriguez F (2017). Giant reverse transcriptase-encoding transposable elements at telomeres. Mol. Biol. Evol..

[43] Hodges E (2009). High definition profiling of mammalian DNA methylation by array capture and single molecule bisulfite sequencing. Genome Res..

[44] Bujnicki JM, Radlinska M (1999). Molecular evolution of DNA-(cytosine-N4) methyltransferases: evidence for their polyphyletic origin. Nucleic Acids Res..

[45] Mozzetta C, Boyarchuk E, Pontis J, Ait-Si-Ali S (2015). Sound of silence: the properties and functions of repressive Lys methyltransferases. Nat. Rev. Mol. Cell Biol..

[46] Ahringer J, Gasser SM (2018). Repressive chromatin in *Caenorhabditis elegans*: establishment, composition, and function. Genetics.

[47] Frapporti A (2019). The Polycomb protein Ezl1 mediates H3K9 and H3K27 methylation to repress transposable elements in Paramecium. Nat Commun..

[48] Zhao X (2019). RNAi-dependent Polycomb repression controls transposable elements in Tetrahymena. Genes Dev..

[49] Howe FS, Fischl H, Murray SC, Mellor J (2017). Is H3K4me3 instructive for transcription activation?. Bioessays.

[50] Rodriguez F, Arkhipova IR (2016). Multitasking of the piRNA silencing machinery: targeting transposable elements and foreign genes in the bdelloid rotifer *Adineta vaga*. Genetics.

[51] Nowell RW (2021). Evolutionary dynamics of transposable elements in bdelloid rotifers. eLife.

[52] Arita K, Ariyoshi M, Tochio H, Nakamura Y, Shirakawa M (2008). Recognition of hemi-methylated DNA by the SRA protein UHRF1 by a base-flipping mechanism. Nature.

[53] Anosova I (2015). A novel RNA binding surface of the TAM domain of TIP5/BAZ2A mediates epigenetic regulation of rRNA genes. Nucleic Acids Res..

[54] Diagouraga B (2018). PRDM9 methyltransferase activity is essential for meiotic DNA double-strand break formation at its binding sites. Mol. Cell.

[55] Engert CG, Droste R, van Oudenaarden A, Horvitz HR (2018). A *Caenorhabditis elegans* protein with a PRDM9-like SET domain localizes to chromatin-associated foci and promotes spermatocyte gene expression, sperm production and fertility. PLoS Genet..

[56] Allis CD, Jenuwein T (2016). The molecular hallmarks of epigenetic control. Nat. Rev. Genet..

[57] Epsztejn-Litman S (2008). De novo DNA methylation promoted by G9a prevents reprogramming of embryonically silenced genes. Nat. Struct. Mol. Biol..

[58] Arkhipova I, Meselson M (2005). Deleterious transposable elements and the extinction of asexuals. Bioessays.

[59] Ohki I (2001). Solution structure of the methyl-CpG binding domain of human MBD1 in complex with methylated DNA. Cell.

[60] Chandler SP, Guschin D, Landsberger N, Wolffe AP (1999). The methyl-CpG binding transcriptional repressor MeCP2 stably associates with nucleosomal DNA. Biochemistry.

[61] Schiffers S (2017). Quantitative LC–MS provides no evidence for m6dA or m4dC in the genome of mouse embryonic stem cells and tissues. Angew. Chem. Int. Ed. Engl..

[62] Zhu S (2018). Mapping and characterizing N6-methyladenine in eukaryotic genomes using single-molecule real-time sequencing. Genome Res..

[63] Schubeler D (2015). Function and information content of DNA methylation. Nature.

[64] Du J, Johnson LM, Jacobsen SE, Patel DJ (2015). DNA methylation pathways and their crosstalk with histone methylation. Nat. Rev. Mol. Cell. Biol..

[65] Le Thomas A (2014). Transgenerationally inherited piRNAs trigger piRNA biogenesis by changing the chromatin of piRNA clusters and inducing precursor processing. Genes Dev..

[66] Jih G (2017). Unique roles for histone H3K9me states in RNAi and heritable silencing of transcription. Nature.

[67] Batki J (2019). The nascent RNA binding complex SFiNX licenses piRNA-guided heterochromatin formation. Nat. Struct. Mol. Biol..

[68] Zoch A (2020). SPOCD1 is an essential executor of piRNA-directed de novo DNA methylation. Nature.

[69] Yu R, Wang X, Moazed D (2018). Epigenetic inheritance mediated by coupling of RNAi and histone H3K9 methylation. Nature.

[70] Blommaert J, Riss S, Hecox-Lea B, Mark Welch DB, Stelzer CP (2019). Small, but surprisingly repetitive genomes: transposon expansion and not polyploidy has driven a doubling in genome size in a metazoan species complex. BMC Genomics.

[71] Park M, Patel N, Keung AJ, Khalil AS (2019). Engineering epigenetic regulation using synthetic read-write modules. Cell.

[72] Walker, J. et al. Extensive N4 cytosine methylation is essential for Marchantia sperm function. Preprint at *bioRxiv*10.1101/2021.02.12.428880 (2021).10.1016/j.cell.2025.03.01440209706

[73] Jain R, Rivera MC, Lake JA (1999). Horizontal gene transfer among genomes: the complexity hypothesis. Proc. Natl Acad. Sci. USA.

[74] Ku C (2015). Endosymbiotic origin and differential loss of eukaryotic genes. Nature.

[75] Yushenova IA, Arkhipova IR (2018). Biochemical properties of bacterial reverse transcriptase-related (rvt) gene products: multimerization, protein priming, and nucleotide preference. Curr. Genet..

[76] Sambrook, J. & Russell, D. W. *Molecular Cloning: A Laboratory Manual*. (Cold Spring Harbor Laboratory Press, Cold Spring Harbor, NY, 2001).

[77] Kong H (2000). Functional analysis of putative restriction-modification system genes in the *Helicobacter pylori* J99 genome. Nucleic Acids Res..

[78] Fu Y (2015). N6-methyldeoxyadenosine marks active transcription start sites in Chlamydomonas. Cell.

[79] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal.

[80] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[81] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[82] English AC (2012). Mind the gap: upgrading genomes with Pacific Biosciences RS long-read sequencing technology. PLoS ONE.

[83] Delmont TO, Eren AM (2016). Identifying contamination with advanced visualization and analysis practices: metagenomic approaches for eukaryotic genome assemblies. PeerJ.

[84] Simion P (2021). Chromosome-level genome assembly reveals homologous chromosomes and recombination in asexual rotifer *Adineta vaga*. Sci. Adv.

[85] Flusberg BA (2010). Direct detection of DNA methylation during single-molecule, real-time sequencing. Nat. Methods.

[86] Chaisson MJ, Tesler G (2012). Mapping single molecule sequencing reads using basic local alignment with successive refinement (BLASR): application and theory. BMC Bioinform..

[87] Usai G (2021). DNA modification patterns within the transposable elements of the fig (*Ficus carica* L.) genome. Plants (Basel).

[88] Ramirez F (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[89] Ma W, Noble WS, Bailey TL (2014). Motif-based analysis of large nucleotide data sets using MEME-ChIP. Nat. Protoc..

[90] Askjaer, P., Ercan, S. & Meister, P. Modern techniques for the analysis of chromatin and nuclear organization in *C. elegans*. *WormBook*, ed. The *C. elegans* Research Community, 10.1895/wormbook.1.169.1, http://www.wormbook.org (2014).10.1895/wormbook.1.169.1PMC478162624706462

[91] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[92] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[93] Anders S, Pyl PT, Huber W (2015). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics.

[94] Trapnell C (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[95] Hoff KJ, Lomsadze A, Borodovsky M, Stanke M (2019). Whole-genome annotation with BRAKER. Methods Mol. Biol..

[96] Lomsadze A, Burns PD, Borodovsky M (2014). Integration of mapped RNA-Seq reads into automatic training of eukaryotic gene finding algorithm. Nucleic Acids Res..

[97] Stanke M, Schoffmann O, Morgenstern B, Waack S (2006). Gene prediction in eukaryotes with a generalized hidden Markov model that uses hints from external sources. BMC Bioinform..

[98] Flutre T, Duprat E, Feuillet C, Quesneville H (2011). Considering transposable element diversification in de novo annotation approaches. PLoS ONE.

[99] Smit, A. F. A., Hubley, R. & Green, P. RepeatMasker Open-4.0. 2013–2015 http://www.repeatmasker.org (2015).

[100] Gelfand Y, Rodriguez A, Benson G (2007). TRDB—the Tandem Repeats Database. Nucleic Acids Res..

[101] Benson G (1999). Tandem repeats finder: a program to analyze DNA sequences. Nucleic Acids Res..

[102] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[103] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[104] Krzywinski M (2009). Circos: an information aesthetic for comparative genomics. Genome Res..

[105] Robinson JT (2011). Integrative Genomics Viewer. Nat. Biotechnol..

[106] Wang Y (2012). MCScanX: a toolkit for detection and evolutionary analysis of gene synteny and collinearity. Nucleic Acids Res..

[107] Edgar RC (2004). MUSCLE: a multiple sequence alignment method with reduced time and space complexity. BMC Bioinform..

[108] Kumar S, Stecher G, Tamura K (2016). MEGA7: Molecular Evolutionary Genetics Analysis version 7.0 for bigger datasets. Mol. Biol. Evol..

[109] Eddy SR (2011). Accelerated profile HMM searches. PLoS Comput. Biol..

[110] Trifinopoulos J, Nguyen L-T, von Haeseler A, Minh BQ (2016). W-IQ-TREE: a fast online phylogenetic tool for maximum likelihood analysis. Nucleic Acids Res..

# Supplementary material for: Bacterial N4-methylcytosine as an epigenetic mark in eukaryotic DNA
**Source:** Nat Commun. 2022 Feb 28;13:1072. doi: 10.1038/s41467-022-28471-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Bacterial N4-methylcytosine as an epigenetic mark in eukaryotic DNA

Fernando Rodriguez¹, Irina A. Yushenova¹, Daniel DiCorpo^{1,2}, Irina R. Arkhipova^{1*}

Table of Contents

**Supplementary Figures**	**2**
Supplementary Figures 1-17	2
**Supplementary Tables**	**26**
Supplementary Table 1. Comparison of N6A methylation in <i>A. vago</i> and other eukaryotes.....	26
Supplementary Table 2. Putative amino-MTase and demethylase orthologs in the phylum Rotifera	27
Supplementary Table 3. Properties of <i>E. coli</i> strains	27
Supplementary Table 4. Genometric correlations between DIP-seq methylation marks and gene and TE annotations in Av-ref and AvL1 assemblies	28
Supplementary Table 5. Genome assembly and gene annotation metrics	29
Supplementary Table 6. SMRT-seq base modification detection.....	30
Supplementary Table 7. Primers and oligonucleotides	31
Supplementary Table 8. N4CMT recombinant proteins	32
Supplementary Table 9. Summary of N4CMT action on <i>E. coli</i> genomic DNA in vitro	32
Supplementary Table 10. Summary of ChIP-seq peaks identified by MACS2 and overlap of peaks within Av-ref and AvL1 assemblies.....	32
Supplementary Table 11. Methylation analysis in under-annotated regions	33
**Supplementary Notes**	**34**
Supplementary Note 1: Genometric correlation analysis of DIP-seq datasets	34
Supplementary Note 2: In vitro activity and substrate specificity of N4CMT.....	35
Supplementary Note 3: Gene transcription and DNA modifications	37
Supplementary Note 4: Methylomes and small RNAs	39
**Supplementary Discussion**	**40**
**Supplementary References**	**42**

SUPPLEMENTARY FIGURES

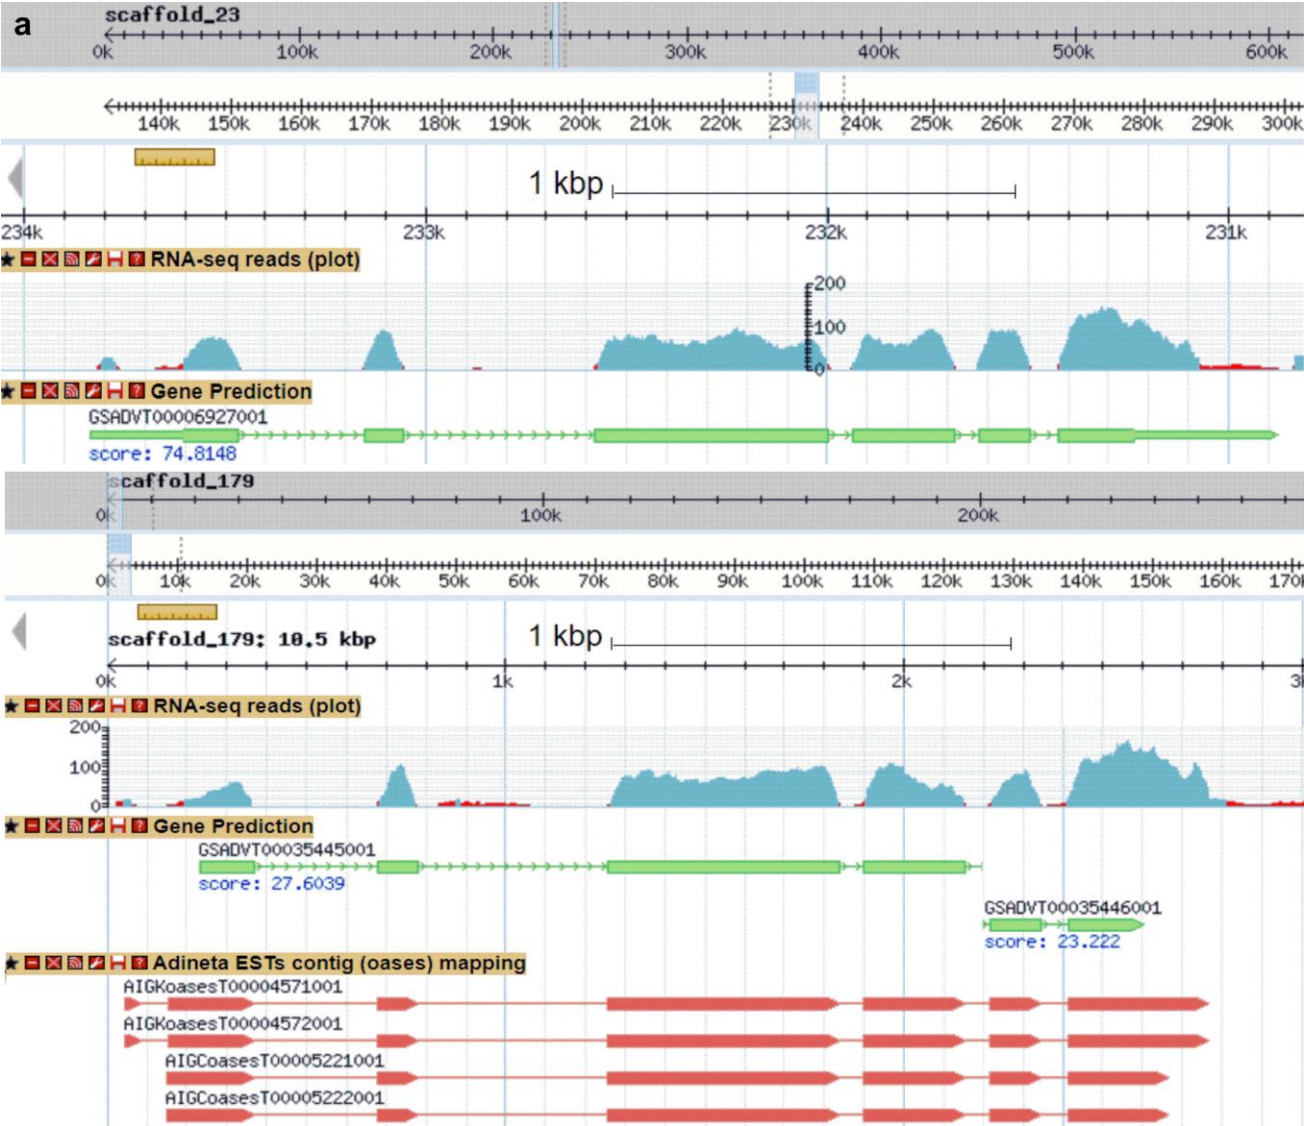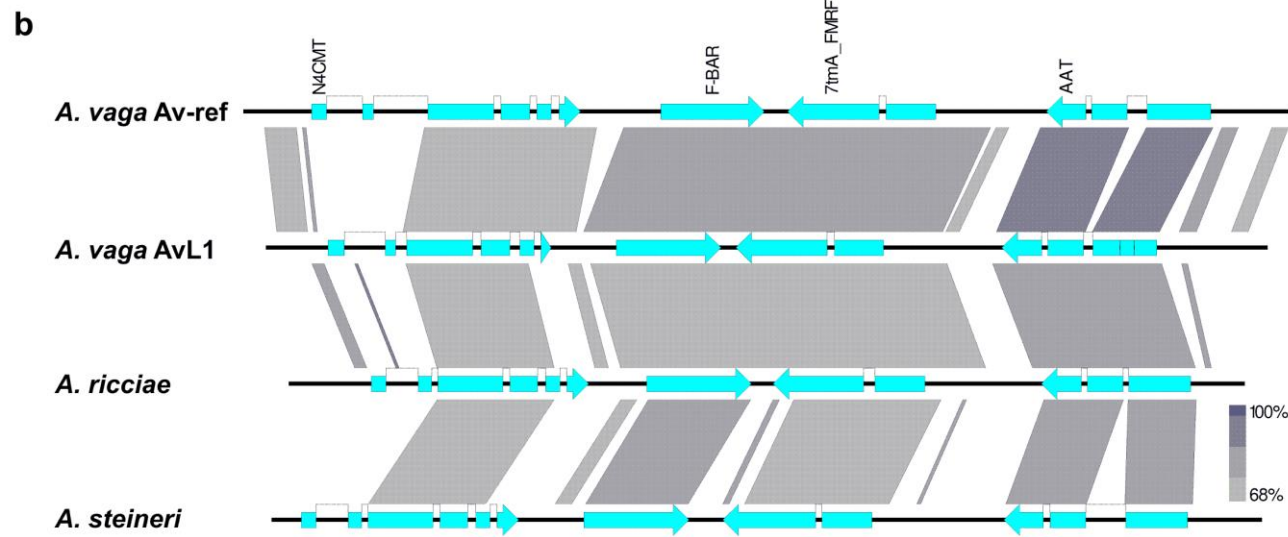

Supplementary Fig. 1. Genomic organization of the *N4CMT* gene in *A. vaga*.

a, Screenshots from the *A. vaga* genome browser (<https://www.genoscope.cns.fr/adineta/cgi-bin/gbrowse/adineta>) showing the RNA-seq reads, exon-intron structure, and EST contig mapping for two allelic scaffolds 23 and 179. The red color in RNA-seq plots denotes read coverage lower than 15.

b, Synteny in *N4CMT* genomic environments in four species from the genus *Adineta*. Predicted metazoan genes on genomic scaffolds are shown by blue arrows. Regions of homology are gray-shaded, and the intensity of shading corresponds to nucleotide sequence identity (%) as indicated. BLASTN output was used for pairwise comparison of scaffolds, plotting similarities with e-values < 0.001. The figure was generated with Easyfig 2.2.2¹. Genbank accession numbers: HG380780.1 [<https://www.ncbi.nlm.nih.gov/nuccore/HG380780.1>] (*A. vaga*), OE0B01004975.1 [<https://www.ncbi.nlm.nih.gov/nuccore/OE0B01004975.1>] (*A. ricciae*), CAJNOE010000885.1 [<https://www.ncbi.nlm.nih.gov/nuccore/CAJNOE010000885.1>] (*A. steineri*).

A_vaga_GSADVT00006927001 1 ----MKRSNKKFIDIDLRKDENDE-EKCATVQOCNGP-CRIVIRIVINA SSATVQOPIRPP---NVH-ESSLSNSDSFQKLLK-SFTNKYVWIDSL
A_vaga_AvL1_c14612 1 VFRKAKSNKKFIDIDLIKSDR-KECSMKHGV-SKYTKRIRIVIRNE PLDPST-TVTT---VE-STYPSNRDDLKHKH-LKRYEMVWIDGLE
A_ricciae_c00005 1 --MCNEIOE-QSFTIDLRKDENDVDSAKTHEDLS-YCCSRIVASLDTV-SERTSQLHALQPDH-T-SLLDKKETIKR-KSRNKYVWIDSL
A_steineri_CAF3885482.1 1 --DKAAQNFEN-ETIDLRNVDKFE-EPAAPVDYHEFS-CRCONVIVIRIKSLSRIP--RPPTVHTSIT-Q-SLSLNNNGIKR-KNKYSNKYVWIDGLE
R_macrura_c03821 1 --NSASKRN-TETVTLAVD-STSNKGKRVRTSECO-CIA-C-CRIIINKISSITHE---RRSTASTNI-Q-SSTSKVNNRKNLTS-KNKYVWIDGLE
R_sordida_CAF3664960.1 1 MRRNTKSN-TETVTLAVD-KNDADKQEFFTHNHRO-S-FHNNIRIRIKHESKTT-----RTNTNIN-ELSL-SNDHYIN-KKLNLS-KNKYVWIDGLE
R_silwood-1_CAF4877480.1 1 --HRMTTSK-NETIDLRK-ENIQEKSIMVNCQ-----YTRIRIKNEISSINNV---PKVTHTSIN-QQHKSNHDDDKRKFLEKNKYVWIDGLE
R_silwood-2_CAF2346124.1 1 ----WAK-FFQISSA-----WVPRSRIVIRIVIL-----KK-S-HICKATHSI-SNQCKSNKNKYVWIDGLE
R_magnacalcarata_c01930 1 --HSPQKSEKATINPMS-ANNQERTTTNQC-SAY-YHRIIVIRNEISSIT-----TTSKPGGIE-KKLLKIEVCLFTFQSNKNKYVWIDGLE
R_socialis_CAF3234088.1 1 --HSVTKSNEKA-SUNSPANN-KERSMSNQC-S-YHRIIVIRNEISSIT-----TASKPGGIE-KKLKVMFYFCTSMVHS-KNKYVWIDGLE
Bdelloid_West_bioreactor 1 ----NRPF-IKRKKHKPYVDR-KVKDDY-C-VKIRIVIRIQOFFSPK-----S-KN-RIDQLN-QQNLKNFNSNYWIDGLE
LR756501.1 uncult phage meta 1 ---------MPEFNKYVWIDGLE
LR796878.1 uncult Caudovirales 1 ---------MESNFKICCGDALE
AOV61092.1 Synechococc S-CAM22 1 ---------MI-NKDCGLE
AO015326.1 Cyanophage S-RIM12 1 ---------MS-IDLR-CDGCIQ
YP_009213669.1 Prochlo P-TIM68 1 ---------MDEIIFN-KNKIKCGDALE
M.TbafT10RF110P_N4N6_TCGA 1 ---------MEGLEKFN-NOV-CDGDALE
M.Trul2173ORF8030P_N4N6_TCGA 1 ---------ML-CDGDTLS
M.HciORF741P_N4N6_TCGA 1 ---------Motif III

A_vaga_GSADVT00006927001 92 GLSLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
A_vaga_AvL1_c14612 94 GLKRLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
A_ricciae_c00005 98 GLKRLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
A_steineri_CAF3885482.1 97 GLKRLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
R_macrura_c03821 96 GLKRLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
R_sordida_CAF3664960.1 93 GLKRLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
R_silwood-1_CAF4877480.1 91 GLKRLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
R_silwood-2_CAF2346124.1 61 GLKRLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
R_magnacalcarata_c01930 93 GLKRLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
R_socialis_CAF3234088.1 93 GLKRLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
Bdelloid_West_bioreactor 73 GLKRLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
LR756501.1 uncult phage meta 15 GLSLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
LR796878.1 uncult Caudovirales 14 GLSLPDSNVOCVTSPPYKLGRLR-----EGRPYNG-QIYDYTDYNNMDEYKQWOC-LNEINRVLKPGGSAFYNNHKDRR-CRDYPPPEFTISD
AOV61092.1 Synechococc S-CAM22 10 KRE-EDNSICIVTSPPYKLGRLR-GKVKCQNOIWKGFQIDNTYQDMDEDOYCAAMI-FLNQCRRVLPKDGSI-FNNHRRKRN-KNCKYVWIDGLE
AO015326.1 Cyanophage S-RIM12 1 --KRE-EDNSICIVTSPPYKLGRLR-GKVKCQNOIWKGFQIDNTYQDMDEDOYCAAMI-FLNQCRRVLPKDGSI-FNNHRRKRN-KNCKYVWIDGLE
YP_009213669.1 Prochlo P-TIM68 14 LSKELPDSNVOCVTSPPYKLGRLR-GKVKCQNOIWKGFQIDNTYQDMDEDOYCAAMI-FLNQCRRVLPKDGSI-FNNHRRKRN-KNCKYVWIDGLE
M.TbafT10RF110P_N4N6_TCGA 20 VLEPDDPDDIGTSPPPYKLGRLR-GKVKCQNOIWKGFQIDNTYQDMDEDOYCAAMI-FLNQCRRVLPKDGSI-FNNHRRKRN-KNCKYVWIDGLE
M.Trul2173ORF8030P_N4N6_TCGA 19 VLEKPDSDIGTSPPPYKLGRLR-GKVKCQNOIWKGFQIDNTYQDMDEDOYCAAMI-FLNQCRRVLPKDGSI-FNNHRRKRN-KNCKYVWIDGLE
M.HciORF741P_N4N6_TCGA 10 ELQKLEPDSNVOCVTSPPYKLGRLR-GKVKCQNOIWKGFQIDNTYQDMDEDOYCAAMI-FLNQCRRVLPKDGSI-FNNHRRKRN-KNCKYVWIDGLE
Motif IV Motif V Motif VI

A_vaga_GSADVT00006927001 185 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
A_vaga_AvL1_c14612 187 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
A_ricciae_c00005 191 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
A_steineri_CAF3885482.1 190 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
R_macrura_c03821 189 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
R_sordida_CAF3664960.1 186 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
R_silwood-1_CAF4877480.1 184 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
R_silwood-2_CAF2346124.1 154 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
R_magnacalcarata_c01930 186 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
R_socialis_CAF3234088.1 186 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
Bdelloid_West_bioreactor 166 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
LR756501.1 uncult phage meta 113 LELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
LR796878.1 uncult Caudovirales 114 AELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
AOV61092.1 Synechococc S-CAM22 109 VELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
AO015326.1 Cyanophage S-RIM12 99 AELYQTIWDRGCTVNONAAYFRPNVEKIFWLTKSSGSTTTPKFRDRLPEMFKGIWRIWPPKRN-KHPAPFFPA-LAEICILATTD-EDVLDPFAG
YP_009213669.1 Prochlo P-TIM68 105 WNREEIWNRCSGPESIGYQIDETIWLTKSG-----EKHPRLERSAN--GS-WFGPEMSN-PHPAPFPA-LAEICILATTD-EDVLDPFAG
M.TbafT10RF110P_N4N6_TCGA 112 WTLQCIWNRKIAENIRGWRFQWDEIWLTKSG-----PELKP-HAKLT--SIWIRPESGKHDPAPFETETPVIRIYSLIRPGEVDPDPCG
M.Trul2173ORF8030P_N4N6_TCGA 111 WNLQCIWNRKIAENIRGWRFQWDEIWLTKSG-----PELKP-HAKLT--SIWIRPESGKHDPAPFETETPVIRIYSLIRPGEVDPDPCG
M.HciORF741P_N4N6_TCGA 102 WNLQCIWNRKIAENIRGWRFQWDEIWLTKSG-----PELKP-HAKLT--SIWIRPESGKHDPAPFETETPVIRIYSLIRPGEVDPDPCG
Motif VII Motif VIII Motif VIII' Motif IX Motif X Motif I

A_vaga_GSADVT00006927001 283 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
A_vaga_AvL1_c14612 285 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
A_ricciae_c00005 286 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
A_steineri_CAF3885482.1 287 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
R_macrura_c03821 288 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
R_sordida_CAF3664960.1 284 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
R_silwood-1_CAF4877480.1 282 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
R_silwood-2_CAF2346124.1 252 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
R_magnacalcarata_c01930 284 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
R_socialis_CAF3234088.1 284 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
Bdelloid_West_bioreactor 264 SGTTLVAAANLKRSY-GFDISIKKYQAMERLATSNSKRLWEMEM-VVEITDNR-RNGG-EYLLKWKVG-DAKONTWDEBNNCNLLERFASIKKRT
LR756501.1 uncult phage meta 206 IGTATVVASRIGKYGIGFDSABYVKTATDN-VAGVRKKKDYSEES-SDTG-----
LR796878.1 uncult Caudovirales 206 IGTATVVASRIGKYGIGFDSABYVKTATDN-VAGVRKKKDYSEES-SDTG-----
AOV61092.1 Synechococc S-CAM22 201 SGTTA-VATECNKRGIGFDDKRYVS-TNEETNAGLTS-F-----
AO015326.1 Cyanophage S-RIM12 191 SGTTA-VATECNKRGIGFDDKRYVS-TNEETNAGLTS-F-----
YP_009213669.1 Prochlo P-TIM68 196 SGTTA-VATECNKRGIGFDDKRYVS-TNEETNAGLTS-F-----
M.TbafT10RF110P_N4N6_TCGA 204 TCTTCAAKLLG-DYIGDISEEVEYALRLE-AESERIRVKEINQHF-GLTFQERKL-GLAKDR-KQ-----
M.Trul2173ORF8030P_N4N6_TCGA 193 TCTTCAAKLLG-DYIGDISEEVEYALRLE-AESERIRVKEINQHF-GLTFQERKL-GLAKDR-KQ-----
M.HciORF741P_N4N6_TCGA 208 SGTTA-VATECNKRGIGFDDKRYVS-TNEETNAGLTS-F-----
Motif II

A_vaga_GSADVT00006927001 383 KQRRSFRKPVIFAS-DQ--S-D-RT-SS-DSTETEEDENSTK-HCQS-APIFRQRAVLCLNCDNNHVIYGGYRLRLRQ
A_vaga_AvL1_c14612 385 KQRRMLLSK-NV-LTS-IP-SCK-RT-PP-NSIDTEENEMTT-HCQ-----
A_ricciae_c00005 385 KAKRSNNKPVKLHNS--SCD-RS-SS-SSSSSDQSDSEMK-RCRGKASAKTSVYS-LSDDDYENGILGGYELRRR
A_steineri_CAF3885482.1 388 RNSIELADNDS-STAP-PS--I-ICESG-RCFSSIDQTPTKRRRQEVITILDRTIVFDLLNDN-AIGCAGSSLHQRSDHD--
R_macrura_c03821 387 RNSQFVSLNQNY-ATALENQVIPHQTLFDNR-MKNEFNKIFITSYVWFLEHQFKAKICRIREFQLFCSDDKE-
R_sordida_CAF3664960.1 384 KKKYSNNK-SLVKMS-PS--S-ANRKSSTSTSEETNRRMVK-HCQY--MVTSSNNND-
R_silwood-1_CAF4877480.1 382 KKKYASSKVSCHY-HYTL--S-V-RKR-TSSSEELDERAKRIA-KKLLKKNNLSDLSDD-D-----
R_silwood-2_CAF2346124.1 352 TKHHSNNK-SS-IMT-SKV-IVKLNQ-R-TSSLTVIDFYVHE-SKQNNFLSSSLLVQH-IRVDYGAAMRNLFM-----
R_magnacalcarata_c01930 384 KKKYTESN-SS-MLHLNK--S-V-LLKKPR-LRCTKKKVNKM-
R_socialis_CAF3234088.1 384 NTCTSSNE-FS-RLHLNK--S-V-LLKKPR-LRCTKKKSAK-
Bdelloid_West_bioreactor 364 TTSHEK-SLLKKK-----

Supplementary Fig. 2. Amino acid sequence alignment of N4CMT from ten bdelloid species.

Shown are the full-length predicted N4-MTases from 9 bdelloid species (Supplementary Table 2) and a member of the family Habrotrochidae assembled from metagenomic data²; phages with GenBank accession numbers; and bacteria with REBASE ID's. Shading of conserved residues was done with Boxshade 3.21. Conserved MTase motifs (green) are shown on the bottom. Conserved intron positions in bdelloids (▼), secondary structure elements in AvCMT predicted by AlphaFold2³, MTase catalytic residues (*) and the chromodomain moiety (purple) are marked on the top.

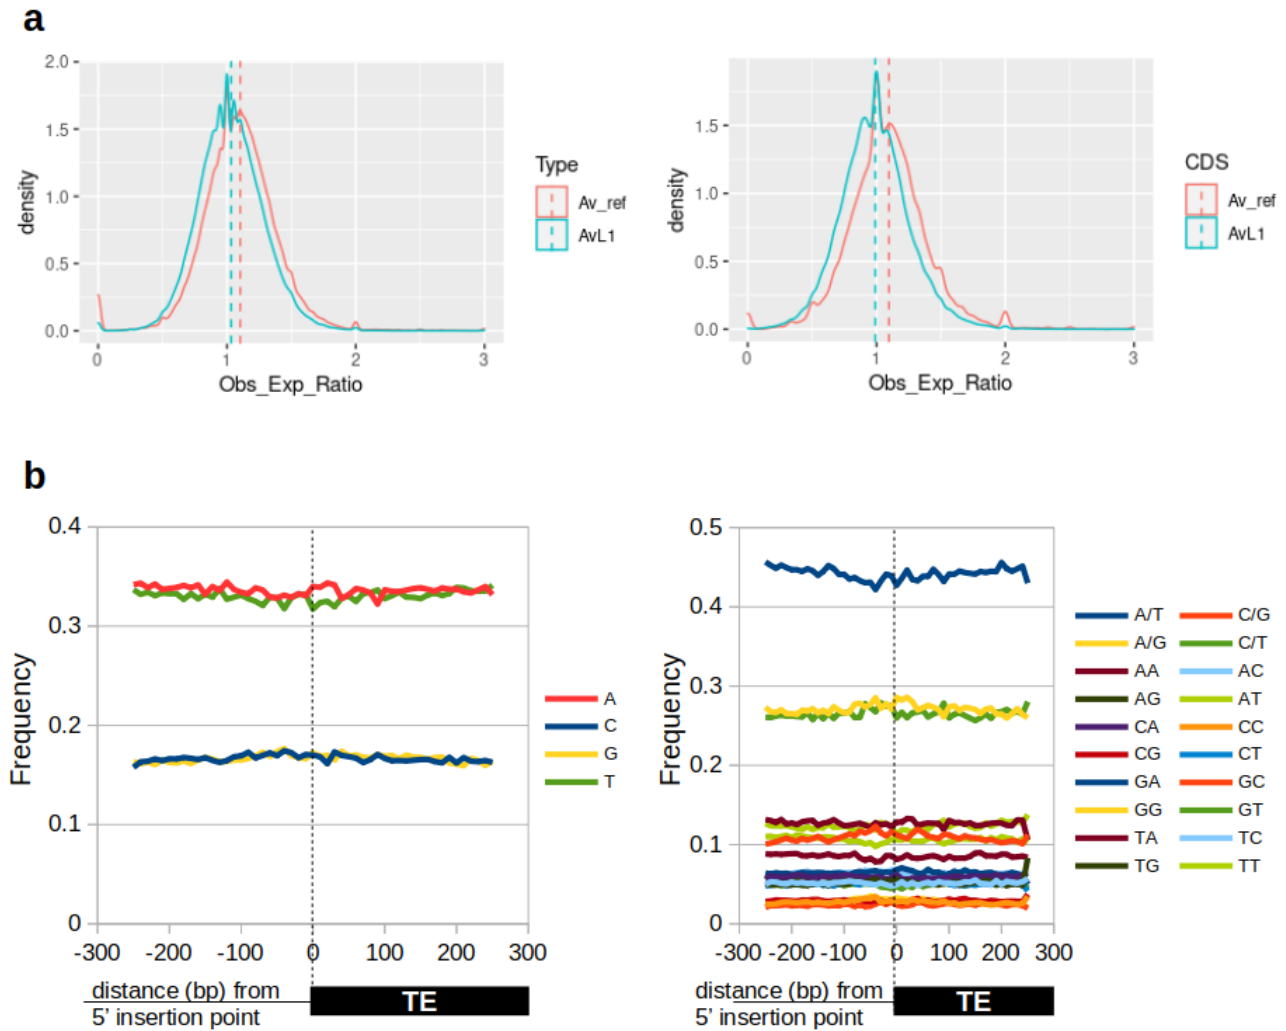

Supplementary Fig. 3. Base and dinucleotide composition features in *A. vaga*.

a, Distribution of the observed/expected ratio of CpG dinucleotide frequency in Av-ref and AvL1 assemblies in a 1-kb sliding window (left panel) and in CDS regions (right panel). Its mean value, 1.103 and 1.032 for Av-ref and AvL1, respectively, indicates the lack of pronounced 5mC deamination signatures in gDNA. CDS ratio was calculated per gene, with 1.096 and 0.990 as mean CpG obs/exp values for Av-ref and AvL1, respectively.

b, Nucleotide and dinucleotide composition frequencies across AvL1 TE annotations and 5' upstream regions.

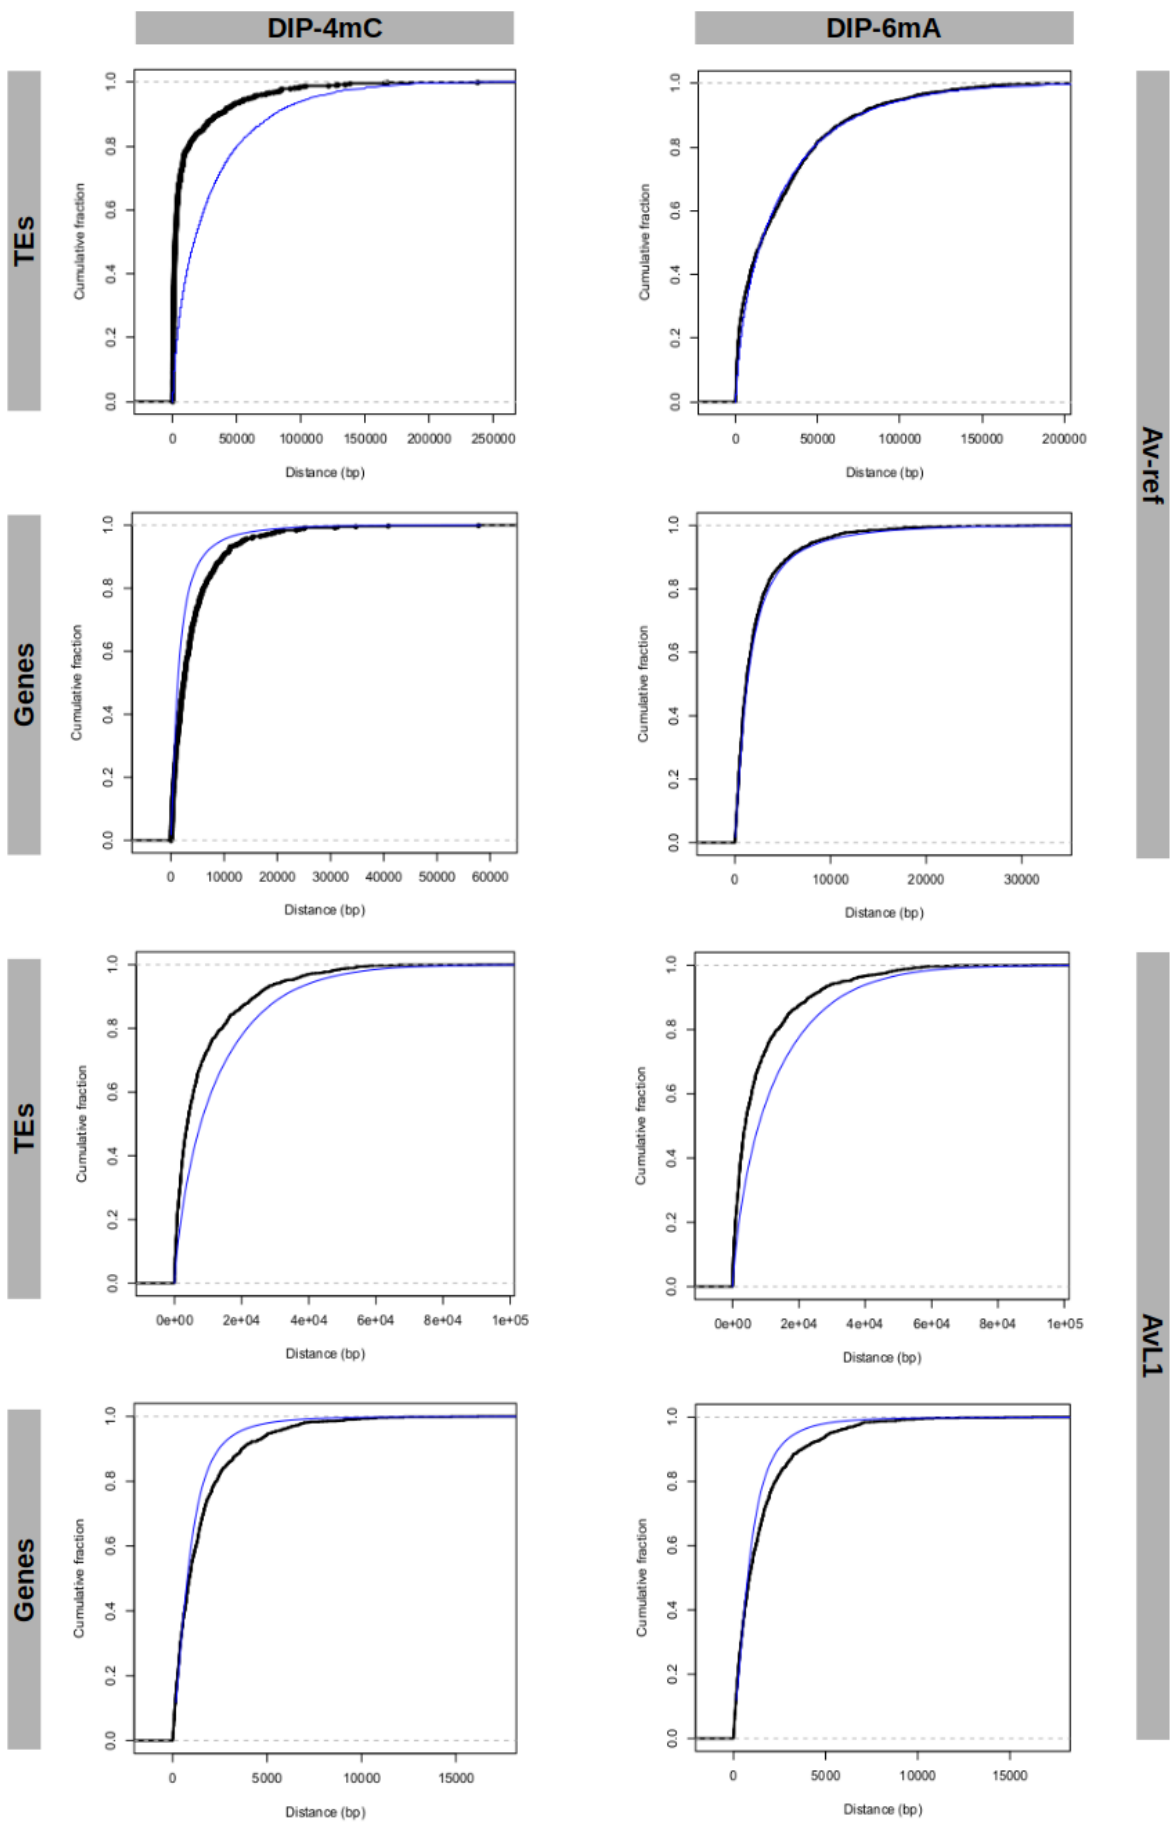

Supplementary Fig. 4. Genometric correlations in *A. vago* (Av-ref and AvL1 strains).

Graphical output for the absolute distances between TE and gene annotations with DIP-seq methylation peaks detected across the genomes. For each assembly, summary results for all contigs together are displayed in four panels. Observed distributions are shown by black lines, while expected (distribution if there is no association) are blue. The output shows an absolute/relative positive (i.e., small distance between) correlation (black line over blue line) for DIP-seq 4mC and transposon annotations in both genomes (Av-ref and AvL1), while, for instance, 4mC and genes showed a negative (black line under blue line) correlation (i.e., spatial separation).

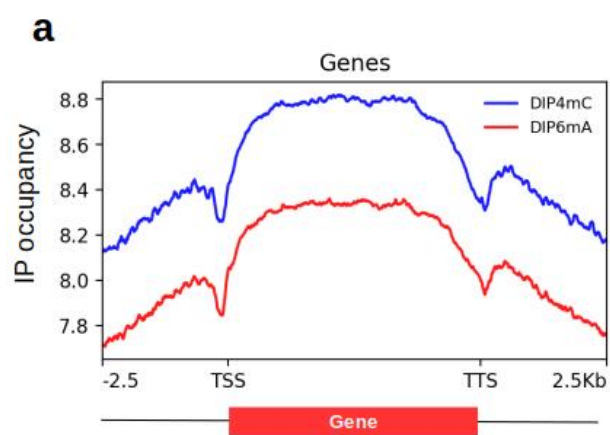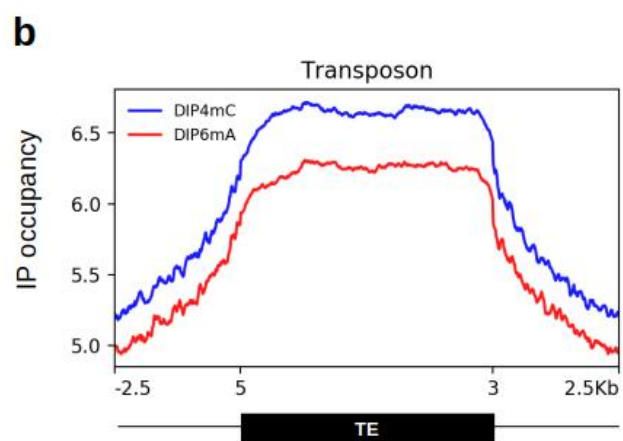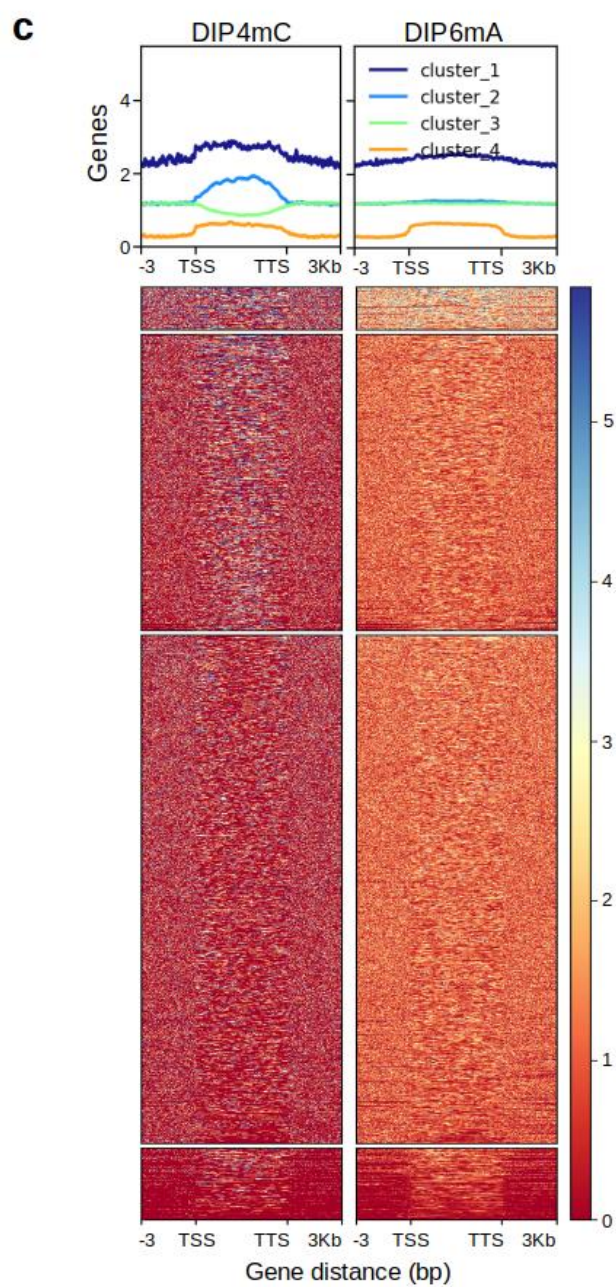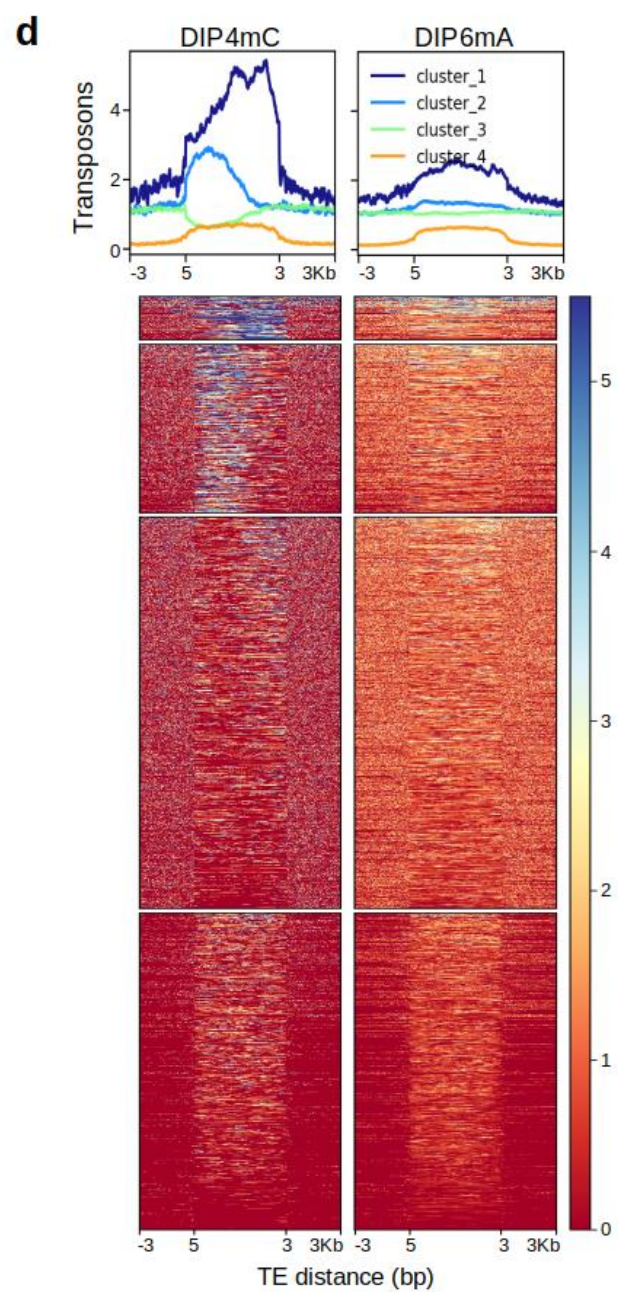

Supplementary Fig. 5. DIP-seq profiles near genes and transposons in AvL1.

a-b, Distribution of 4mC and 6mA DIP-seq reads around gene (**a**) and transposon (TE) (**b**) annotations in AvL1 using meta-profile plots, with coverage shown within and in the proximity of annotated features. IP occupancy is represented in 25-bp bins within 2.5 kb upstream and downstream. The body size feature, representing genes or TEs, is automated and normalized as meta-profile.

c-d, Profiles (top) and heat maps (bottom) in AvL1 showing DIP-seq reads for 4mC and 6mA over features divided into four clusters (deepTools2--kmer 4). (**c**), Gene regions with TSS (transcription start site) and TTS (transcription termination site) and their vicinity (± 2.5 kb). (**d**), TE annotations within 5' (5) and 3' (3) sites and near insertion points (± 2.5 kb). Heatmap color bars represent H3K enrichment (RPGC normalized read density).

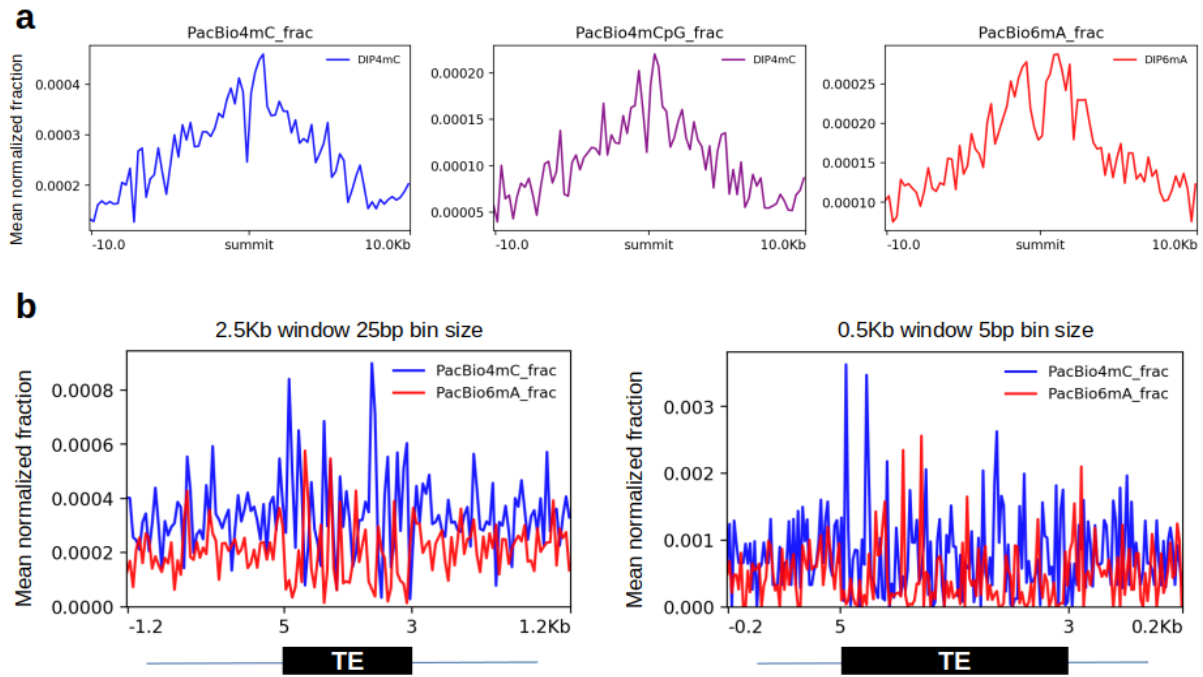

Supplementary Fig. 6. Fractional methylation profiles in *A. vaga*.

a, Distribution profiles of 4mC, 4mCpG and 6mA SMRT-seq methylation marks normalized by fraction values around DIP-seq 4mC (left and center) and 6mA (right) peak summits in AvL1.

b, Distribution profile of 4mC and 6mA SMRT-seq methylation marks normalized by fraction values across TE annotations (metaprofiles) for two different window and bin sizes in AvL1.

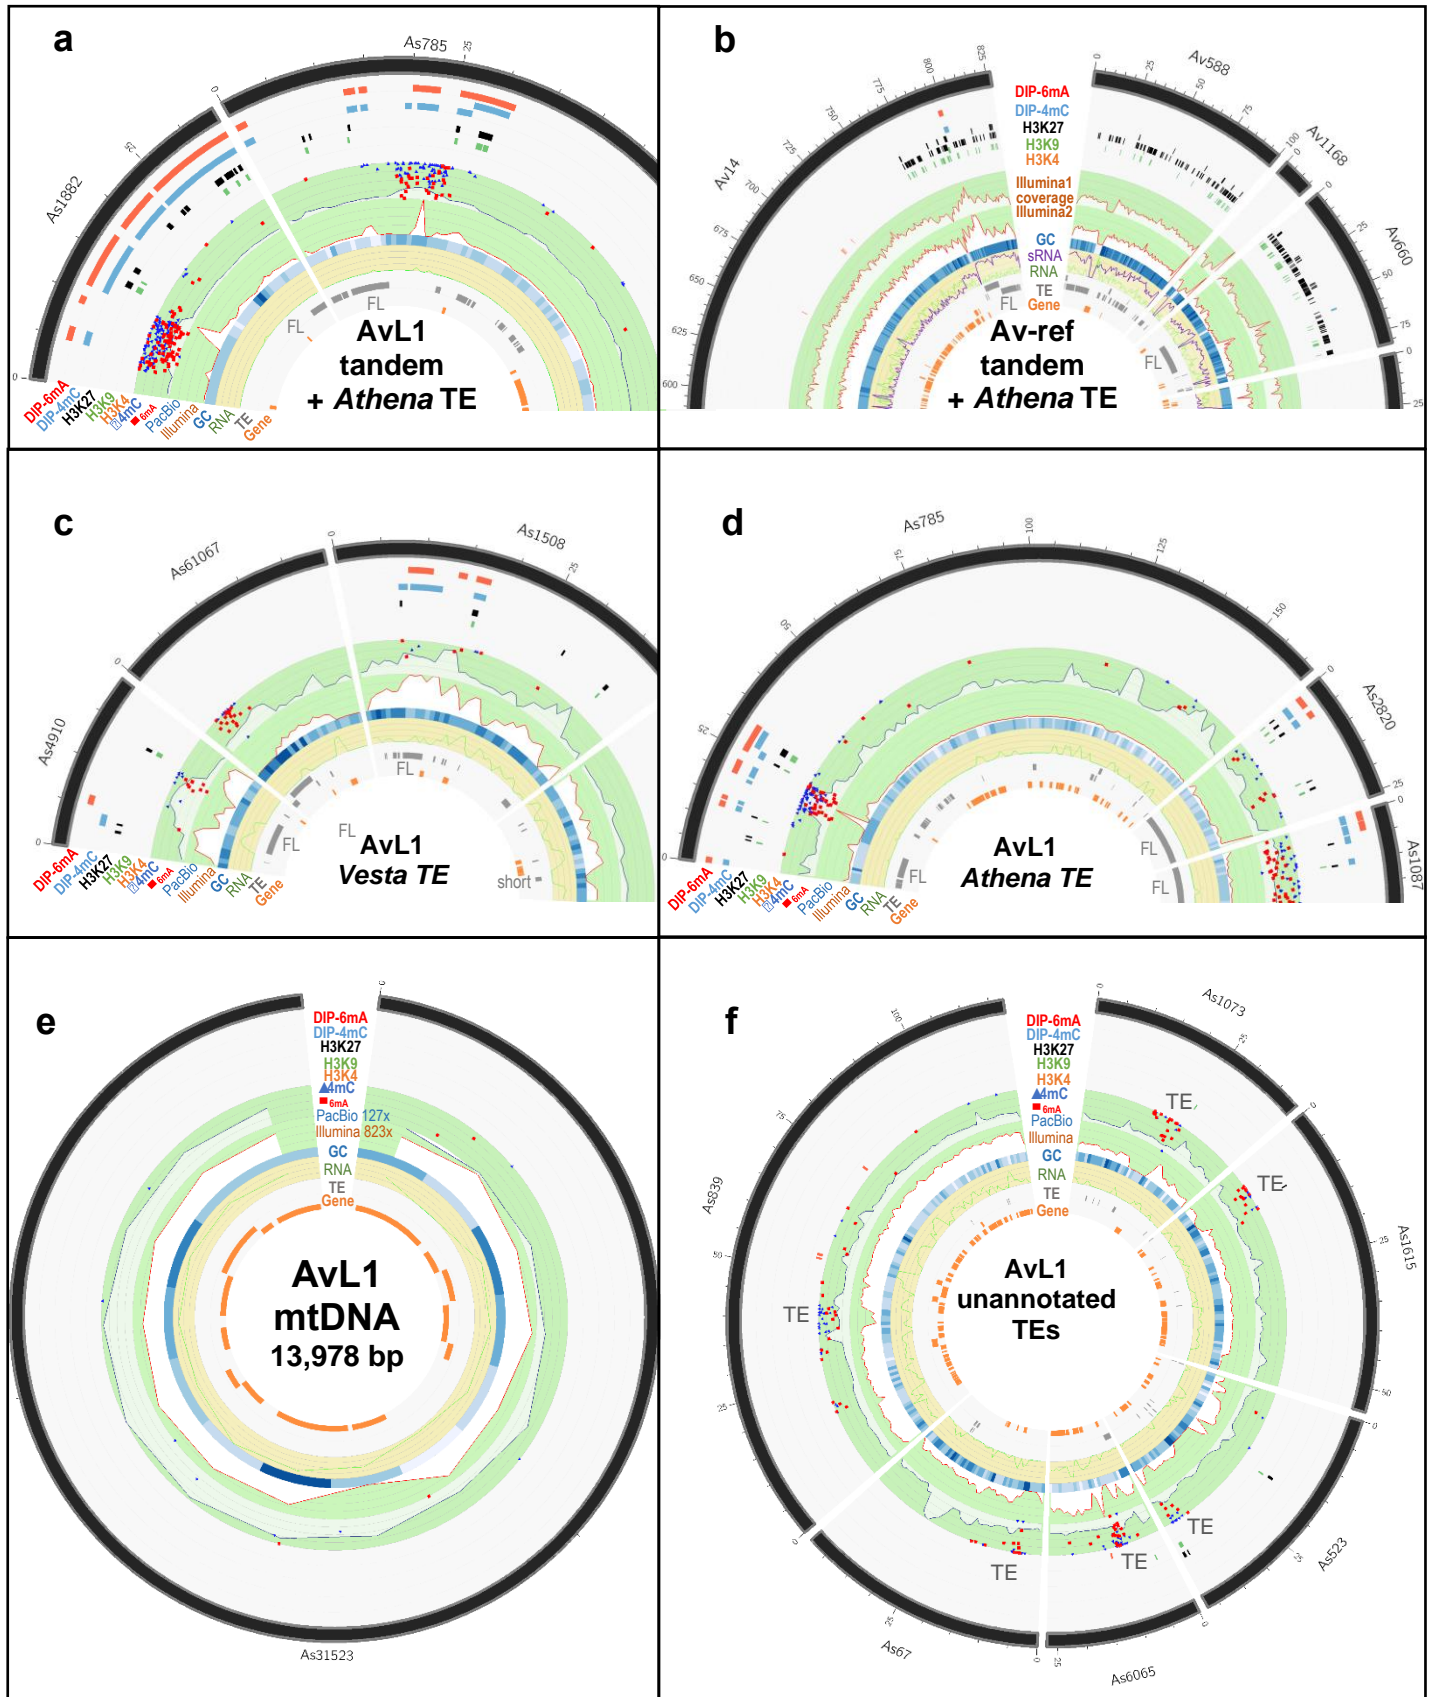

Supplementary Fig. 7. DNA and histone modifications on selected contigs.

a,b, contigs containing tandem repeats; **c,d**, contigs containing retrotransposable elements; **e**, mtDNA contig; **f**, contigs with unannotated TE copies. Circos plots of Av-ref (Av) and AvL1 (As) profiles show seven layers with annotations, sequencing coverage, methylation sites, and DIP/ChIP peaks. Inside to outside: grey bars, TEs; orange bars, genes; green line, RNA-seq coverage for Av-ref and AvL1 transcriptomes; purple line, small RNA coverage in Av-ref. Blue histogram, % G+C (light-blue, low GC; dark-blue, high GC). In DNA sequencing coverage plots, red and blue represent coverage by Illumina and PacBio reads, respectively; in (b), Illumina 1 and Illumina 2 tracks denote two Av-ref Illumina libraries, with 862 bp and 450 bp insert sizes, respectively. AvL1 PacBio layer shows DNA methylation sites for 4mC (blue triangles) and 6mA (red squares), with height in the ring showing methylation fraction (on a scale from 0 to 1). 

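Of the AvL1 contigs with retroelements drawn in Supplementary Fig. 7c and 7d, contigs As4910, As1508, As2820 and As1087 each carried H3K9me3 and H3K27me3 peaks and no H3K4me3 peak, and contig As61067 had no called peak of any mark. On contig As1508, both H3K9me3 peaks overlapped H3K27me3, and on contig As1087 all 3 did. On contig As2820, 4 of the 5 H3K9me3 peaks overlapped H3K27me3, and the peaks of both marks ran from 782 to 19914. Among the contigs of Supplementary Fig. 7f, contig As523 carried 2 H3K9me3 and 3 H3K27me3 peaks from 16960 to 41360, contig As1615 carried 1 H3K27me3 peak from 9113 to 9352, contig As839 carried 3 H3K4me3 peaks only, and contig As67 had no peak. Contig As6065 carried 1 H3K9me3 peak from 2951 to 3159 and 1 H3K4me3 peak from 12094 to 12414. Supplementary Table 11 lists methylated regions from 38935 to 43045 on contig As839 and from 3941 to 10974 on contig As6065. The peaks of these contigs lay outside those regions. The mitochondrial contig As31523 held 1 H3K27me3 peak from 11817 to 12030. Since mitochondrial DNA carries no histone H3, this call is not read as a mark on it, and its source was not tested.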

Histone methylation ChIP-seq peaks for H3K4me3, H3K9me3 and H3K27me3 are shown by orange, green and black bars, respectively. Blue and red bars, DIP-seq 4mC and 6mA peaks. Contig/scaffold ideograms are plotted as black bars, with labels for AvL1 (As) and Av-ref (Av) showing contig/scaffold numbers from source assemblies AvL1 (this study) and GCA_000513175, respectively. Label ticks are distanced at 5 kb. Coverage layers were calculated with 1-kb sliding window.

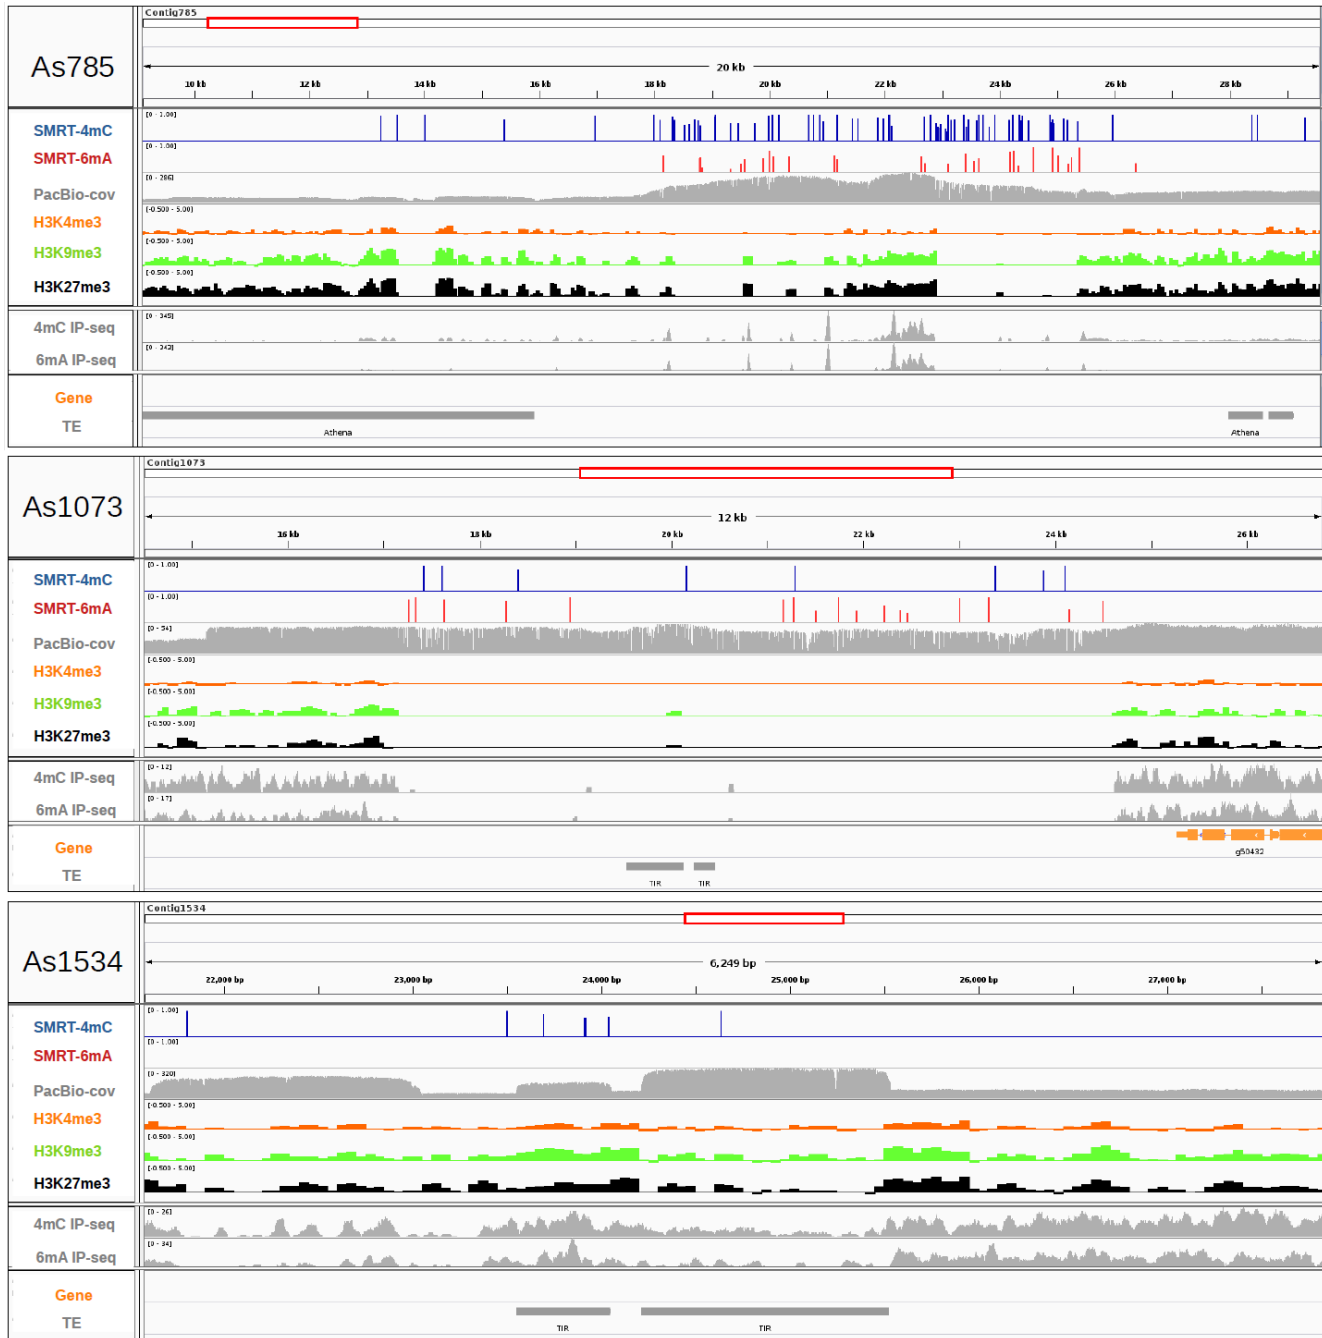

Supplementary Fig. 8. IGV browser views of DNA and histone methylation on selected AvL1 contigs.

IGV browser tracks are shown as follows: SMRT-seq methylation fraction (from 0 to 1) for 4mC (blue) and 6mA (red); PacBio read coverage (gray); ChIP-seq ratios (log2) for H3K4me3 (orange), H3K9me3 (green) and H3K27me3 (black); IP-seq coverage signal for 4mC and 6mA (gray). Gene and transposon (TE) annotations are represented in orange and grey, respectively. 

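Contig As785 carried 5 H3K9me3 and 5 H3K27me3 peaks in 2 groups, and no H3K4me3 peak. The first group ran from 6465 to 12532 and the second from 25493 to 30001, with no called peak of either mark over the 12960 bp between them. The second group held the widest peak of the contig, an H3K27me3 peak from 28311 to 30001, and an H3K9me3 peak from 25556 to 25919 with a score of 244. Of the 5 H3K9me3 peaks, 4 overlapped H3K27me3. Positions of the tandem repeats and of the *Athena* elements were not used here.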

In contig As785, the highest methylation density is observed over tandem repeats shown in Supplementary Fig. 7a, which are located between *Athena* retroelements. 

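The only called peak on contig As1073 was an H3K9me3 peak of 209 bp, from 24701 to 24909. No H3K27me3 or H3K4me3 peak was called on this contig in AvL1. Coverage of the contig by ChIP-seq reads was not examined here, so a lack of called peaks does not show a lack of marks. Supplementary Table 11 lists this contig from 1 to 25272 as a *Chapaev* region, which holds the peak.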

Contig As1073 contains a polymorphic insertion of active *Chapaev* DNA TE present only in PacBio, but not Illumina, reads, which show methylation over TE in SMRT-seq tracks. Contig As1534 shows an unannotated DNA TE displaying 4mC but not 6mA marks (Supplementary Table 11).

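Contig As1534 carried 4 H3K9me3 and 9 H3K27me3 peaks, and no H3K4me3 peak. The H3K27me3 peaks ran from 8720 to 44254 and the H3K9me3 peaks from 19355 to 44467. Overlap of the marks was found for 2 H3K9me3 peaks, from 43346 to 43861 and from 44051 to 44467. The widest peak was an H3K27me3 peak of 790 bp from 42614 to 43403. Together the peaks of both marks covered 4794 bp.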

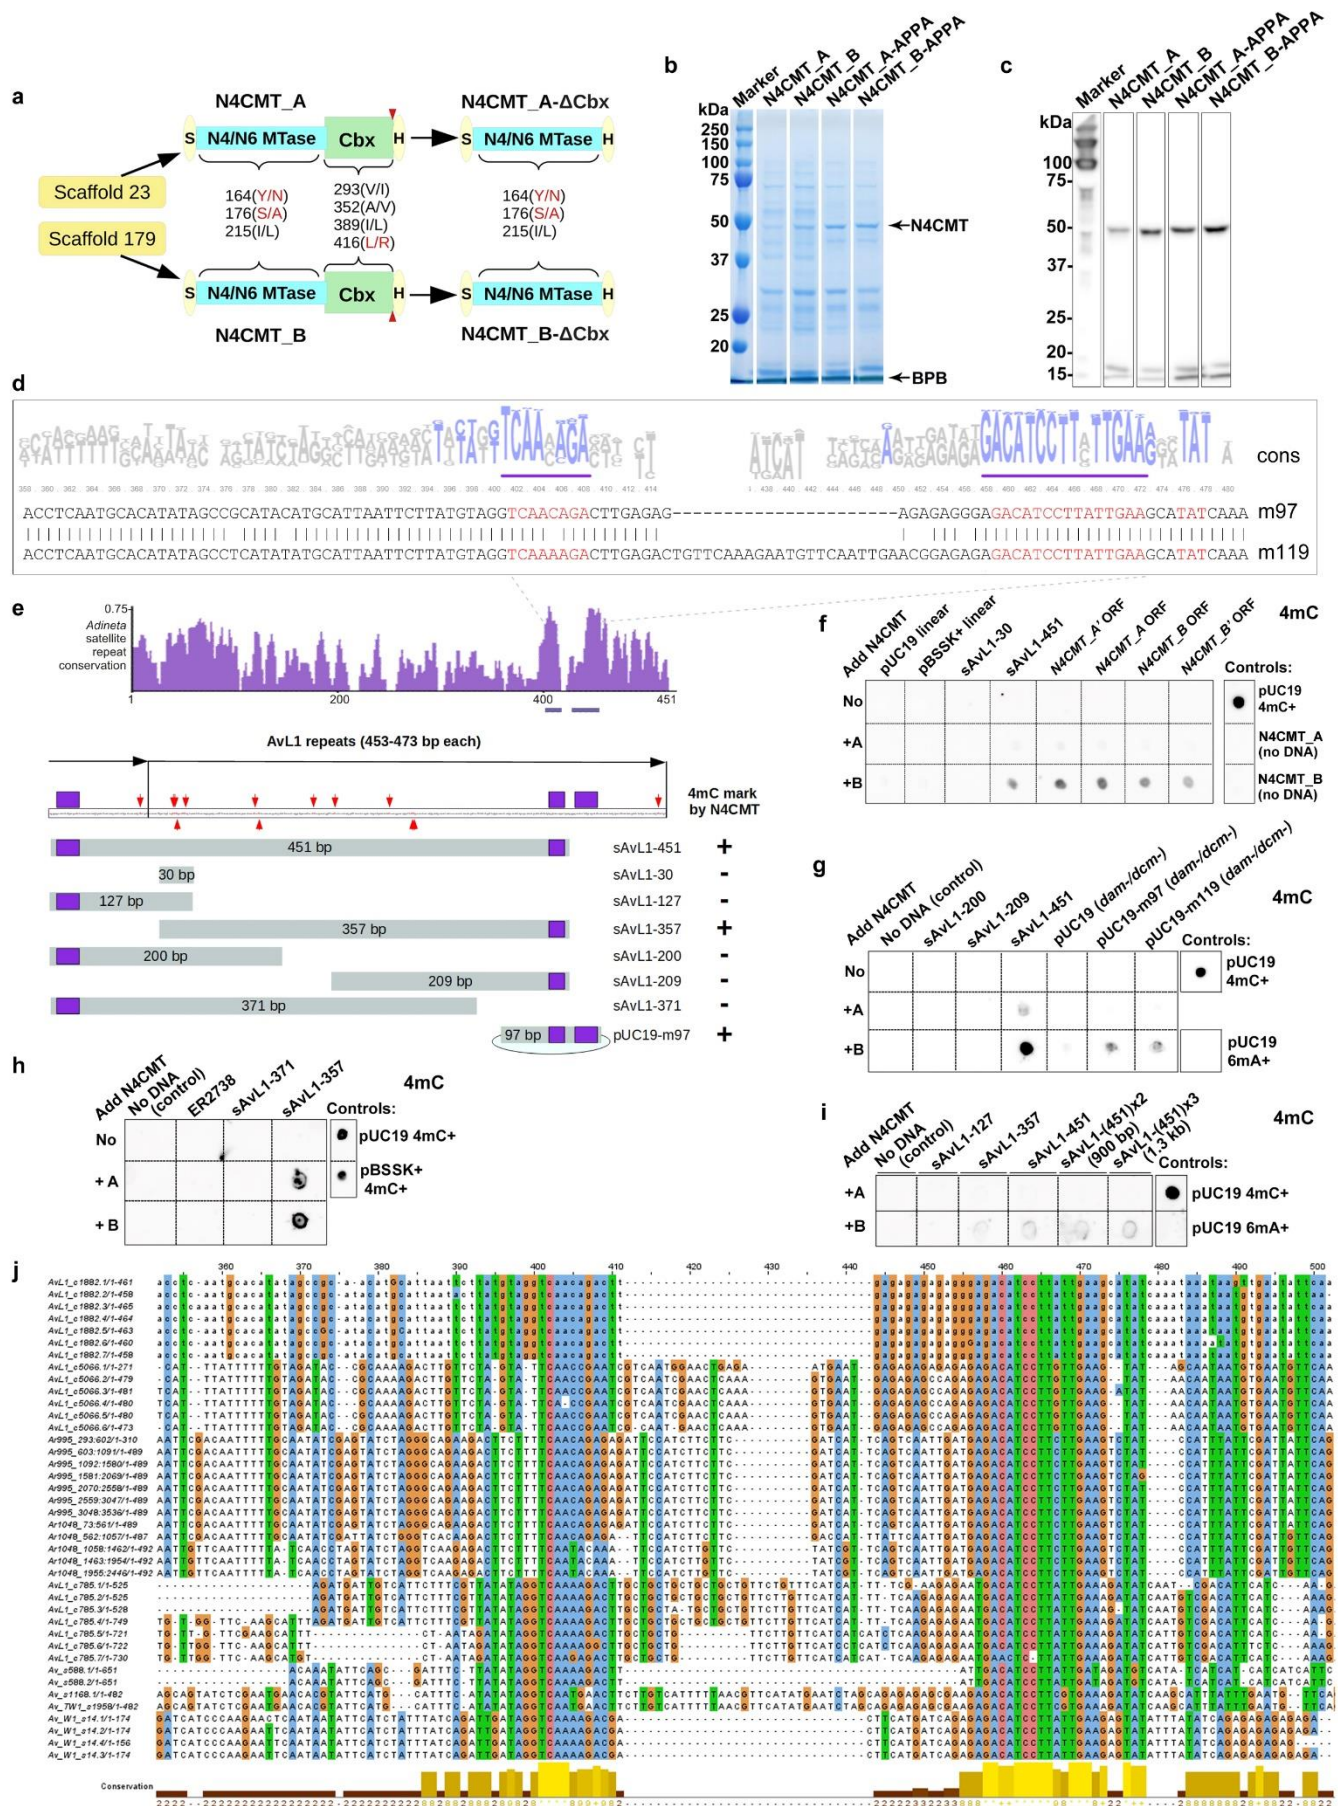

Supplementary Fig. 9. N4CMT expression, purification, and activity on different substrates.

a, Diagram of recombinant N4CMTs used in this study. Amino acids differing between two variants amplified from scaffold_23 and scaffold_179 are shown. S, S tag; H, His tag. Vertical red arrows indicate C-terminal Leu or Arg substitutions giving rise to additional recombinant protein variants. Non-conservative amino acid substitutions are in red.

b, SDS-PAGE of purified N4CMTs. Arrows indicate positions of recombinant N4CMT proteins and the electrophoresis migration front dye bromophenol blue (BPB).

c, Western blotting of the gel identical to **(b)** with anti-His tag antibody, showing the presence of recombinant proteins with the expected molecular mass. SDS-PAGE and Western blotting were performed every time when fresh N4CMT proteins were purified, and after freezing to monitor protein quality. Representative gels demonstrating protein integrity are presented.

d, Nucleotide sequence conservation in tandem repeats with high density of 4mC modifications in *A. vaga*. Interspecific conservation was determined from two *A. vaga* isolates plus the sibling species *A. ricciae*. Two bottom sequences show the inserts m97 and m119 which confer N4CMT substrate properties to the pUC vector; conserved motifs are highlighted in red.

e, Diagram of the *A. vaga* 4mC-rich 460-bp tandem repeat region and its derivatives. Red arrows, modified cytosines. Conserved motifs are in purple. The dsDNA fragments used in activity assays are depicted on the bottom, with pluses and minuses summarizing N4CMT activity on the corresponding substrates, as determined by immuno-dot blots with anti-4mC antibody.

f-i, Immuno-dot blots with anti-4mC antibody for different substrates treated with recombinant N4CMT allozymes in vitro. Positive control, 100 ng *M.Bam*HI-treated pUC19. In **(f)**, 500 ng of each DNA was loaded per dot, except for sAvL1-30 (6 µg). In **(g)**, 1 µg of pUC19 plasmids (grown in *dam-/dcm-* *E. coli* strain) was loaded per dot. Linear dsDNA fragments (sAvL1-200, sAvL1-209, sAvL1-451) were equalized to 600 ng. In **(h)**, 500 ng of each linear dsDNA (sAvL1-371, sAvL1-357) was loaded per dot and 400 ng of ER2738 gDNA was used. 100 ng of *M.Bam*HI-treated pBluescript SK+ (pBSSK+4mC+) was used as an additional positive control. In **(i)**, sAvL1-451 repeats (1, 2 and 3 repeat units as labeled) were loaded at 600 ng per dot. sAvL1-127 and sAvL1-357 DNA amount was equalized to 2 pmol, which is equal to 600 ng used for sAvL1-451, to neutralize the amount of cytosines available for methylation.

j, Alignment of conserved regions in tandem repeat units from *A. vaga* (Av, AvL1) and *A. ricciae* (Ar) used to build the consensus in **(e)**, visualized in Jalview 2.11.1.3. Not more than seven repeat units from each contig are shown. The yellow color on the bottom shows the high degree of conservation.

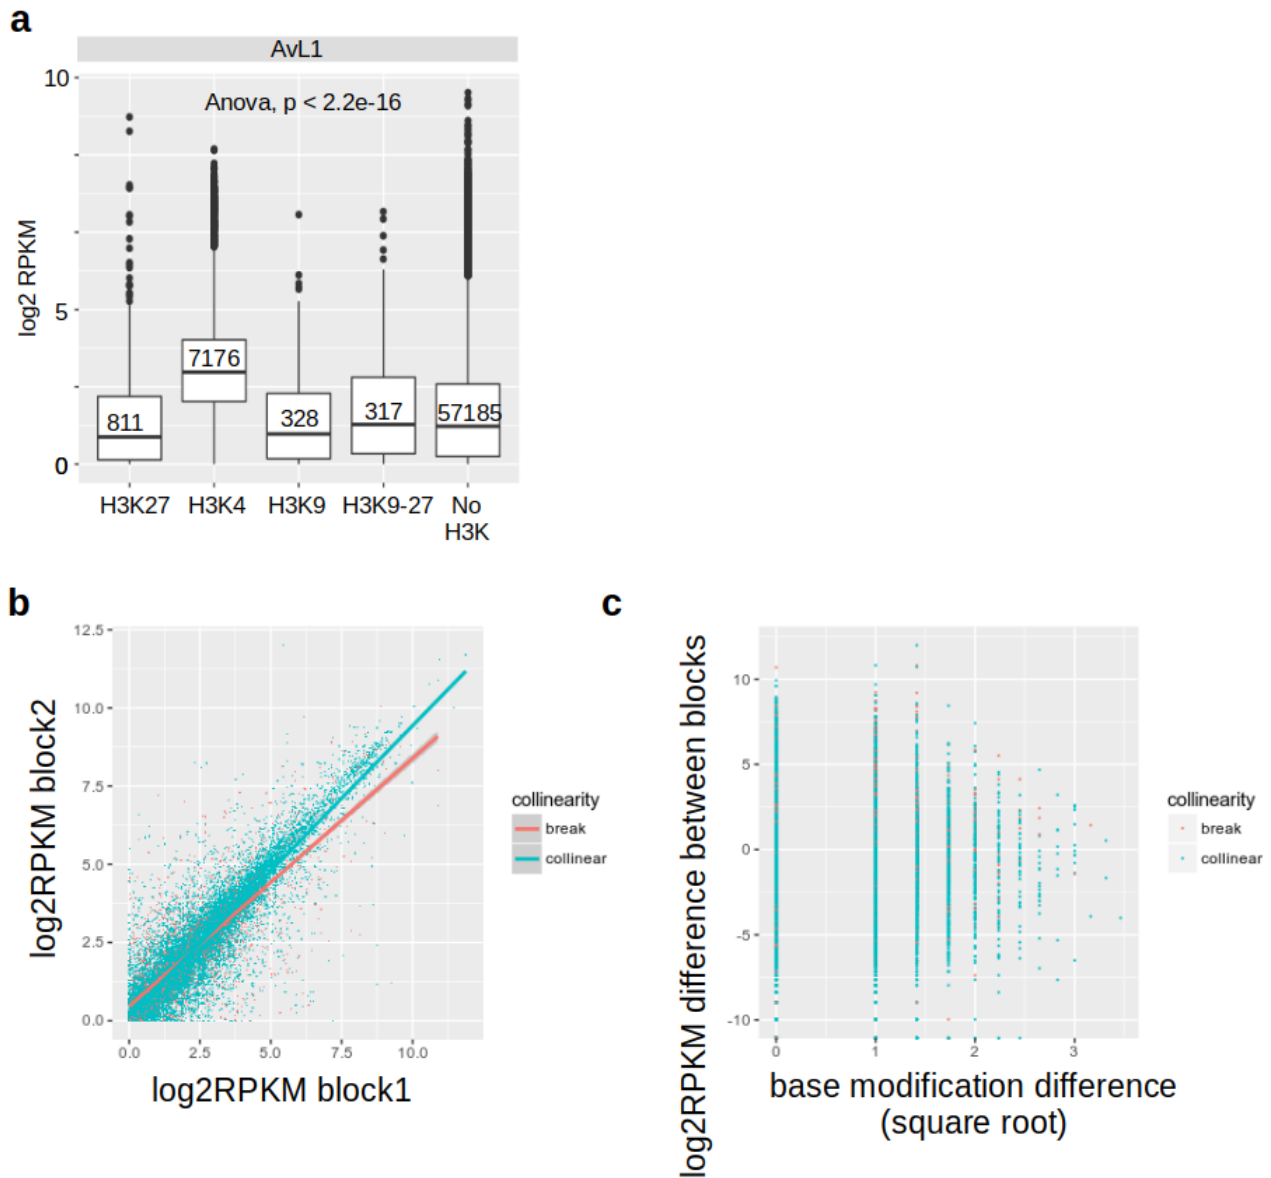

Supplementary Fig. 10. Comparisons of AvL1 gene transcription in ChIP-seq peaks and in collinear blocks.

a, Box plot showing AvL1 gene expression levels (log₂RPKM) associated with co-localized H3K4me3, H3K9me3, H3K27me3, and H3K9-27me3 marks or without histone marks. ANOVA analysis shows significant differences in expression (one-sided ANOVA, Df = 4, F = 1331), with genes associated with the H3K4me3 mark displaying the highest RPKM (reads per kilobase per million mapped reads). Box plots indicate the first and third quartiles; line, the median; single points as outliers. Error bars are calculated as the standard deviation of two technical replicates.

b, Transcription in collinear blocks. Points represent collinear blocks of genes, plotted based on the transcription values (log₂RPKM) on block1 (X-axis) and transcription on block2. Syntenic blocks are differentiated between two groups: collinear (homologous genes with low Ks values) and blocks in which collinearity has been broken (homeologous genes with high Ks values).

c, Base modification versus transcription differences. X-axis represents the difference between blocks in the number of detected SMRT base modifications (square root), and Y-axis represents the absolute difference in log₂RPKM between them.

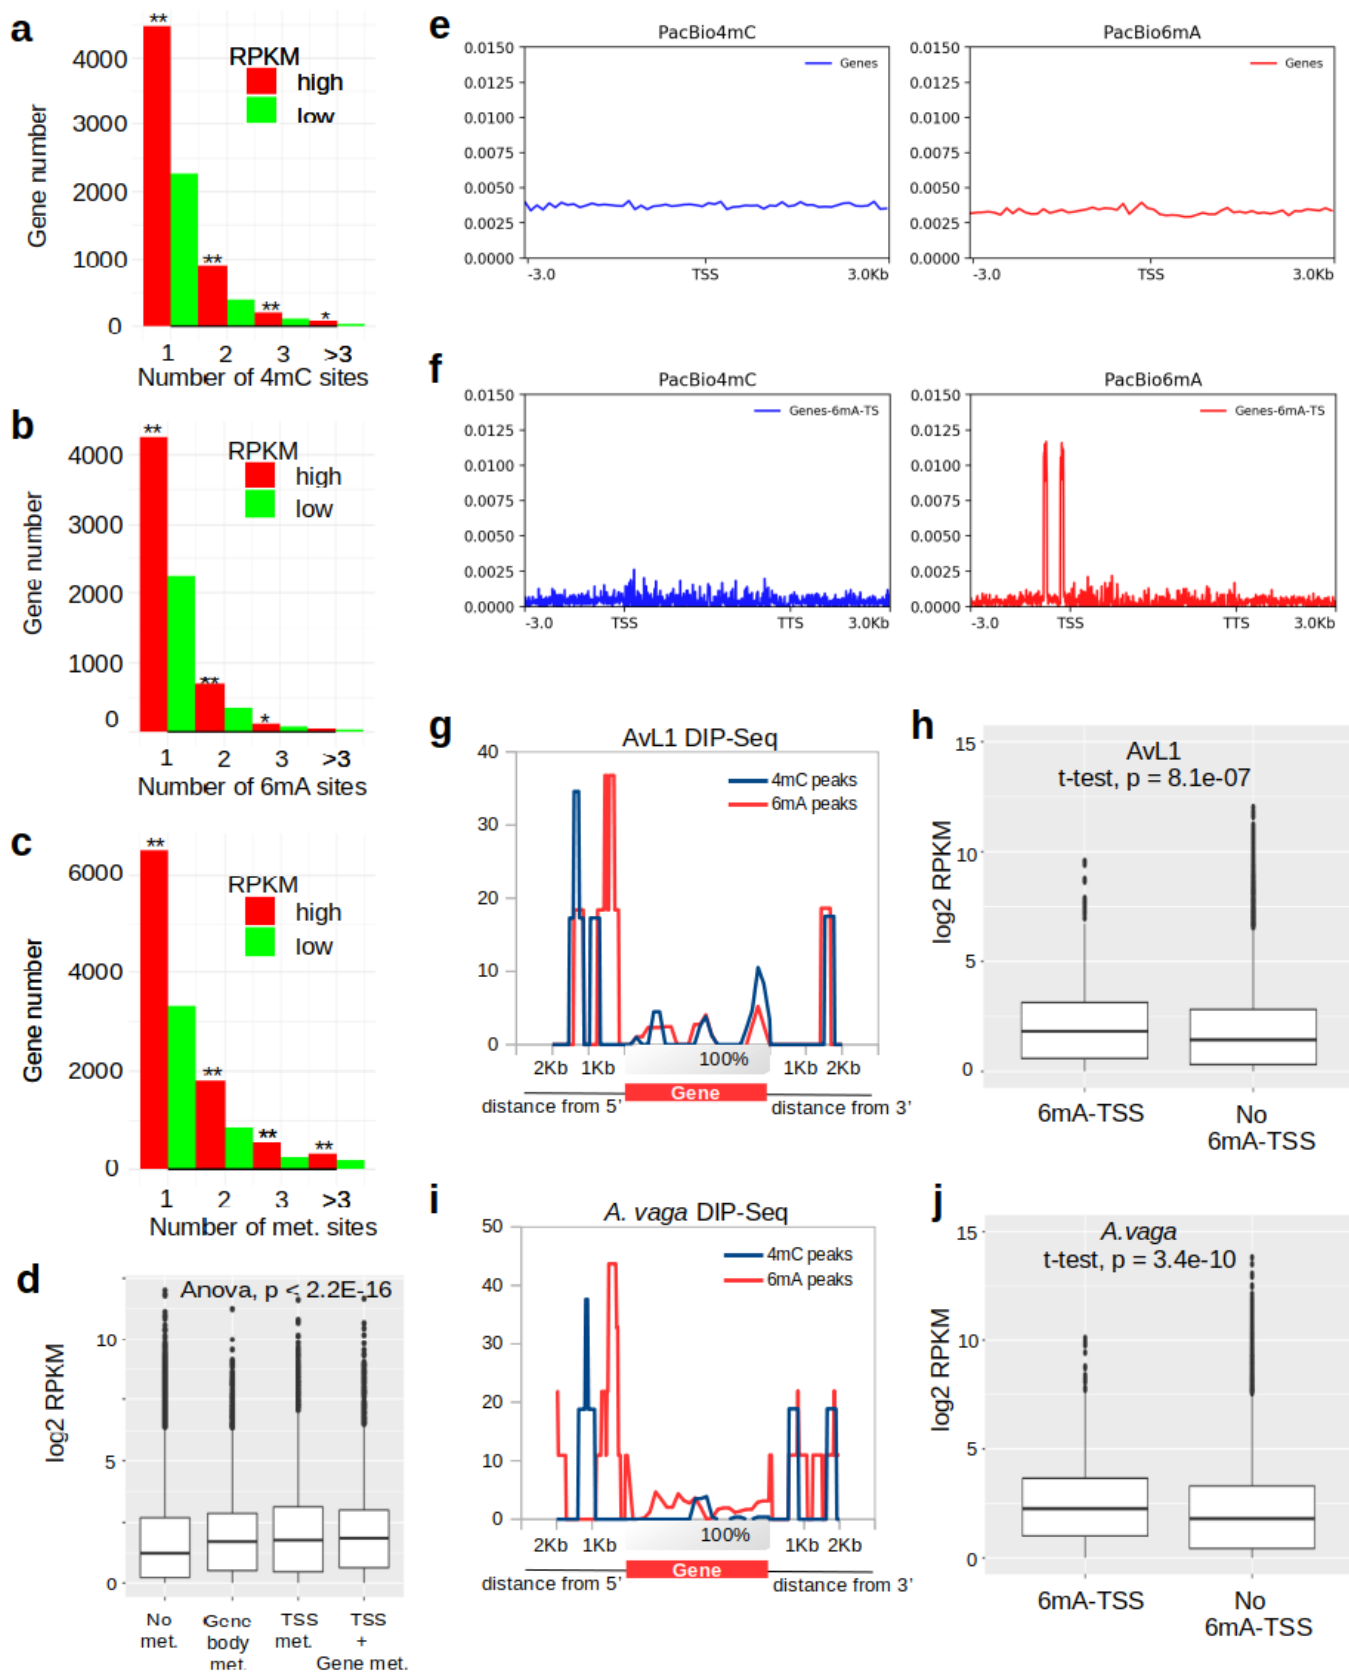

Supplementary Fig. 11. Correlation between gene transcription and SMRT modification marks.

a-c, Numbers of methylated genes with 1, 2, 3 or more (>3) marks for 4mC (**a**), 6mA (**b**) and both combined (**c**) are plotted with the RNA-seq transcription profiles (high for RPKM $\geq$ 1, low for RPKM<1). Asterisks show statistically significant differences in the numbers of methylated genes between high and low RPKM levels (χ^2 test, **p<10⁻⁴, *p<0.05). Exact p-values: (a) 1, 4.538E-56; 2, 2.171E-18; 3, 1.332E-03; >3, 4.059E-02; (b) 1, 4.111E-40; 2, 4.720E-08; 3, 1.339E-02; >3, 7.049E-01; (c) 1, 8.980E-80; 2, 6.809E-31; 3, 1.152E-10; >3, 3.022E-05.

d, Boxplot comparing expression (log₂RPKM) of genes with no methylation; methylation in the gene body; around TSS (2 kb upstream); and both methylated regions combined (TSS plus body). ANOVA analysis shows differences in expression of 4mC (ANOVA one-sided with Tukey's *post hoc*; p-val < 2.2E-16).

e, f, 4mC and 6mA SMRT-seq methylation in the final gene set (n=65,934) (**e**) and clusterized for 6mA signal in the TSS region (n=1212) (**f**).

g-h, Distribution of 4mC and 6mA DIP-seq peaks (**g**) and RPKM (**h**) around AvL1 genes with 6mA modification (n=1212) showing coverage of peak deposition within and near genes. In (**h,j**), genes marked with 6mA around TSS exhibit higher expression than genes without it.

i-j, Distribution of 4mC and 6mA DIP-seq peaks (**i**) and RPKM (**j**) in Av-ref genes homologous to AvL1 genes in (**e-h**). In (**g, i**), peak coverage is shown in 25-bp bins within $\pm$ 2 kb. The body size feature, representing genes, is automated and normalized as a meta-profile (0-100% of body length). In (**h, j**), boxplot compares the median and interquartile range of RPKM expression levels. The p-values were calculated by a two-tailed Student's t-test.

In (**d, h, j**), box represents the first and third quartiles; line, the median; single points as outliers. Error bars are calculated as the standard deviation of three biological replicates (Av-ref) or two technical replicates (Av-L1). RPKM, reads per kb per million mapped reads.

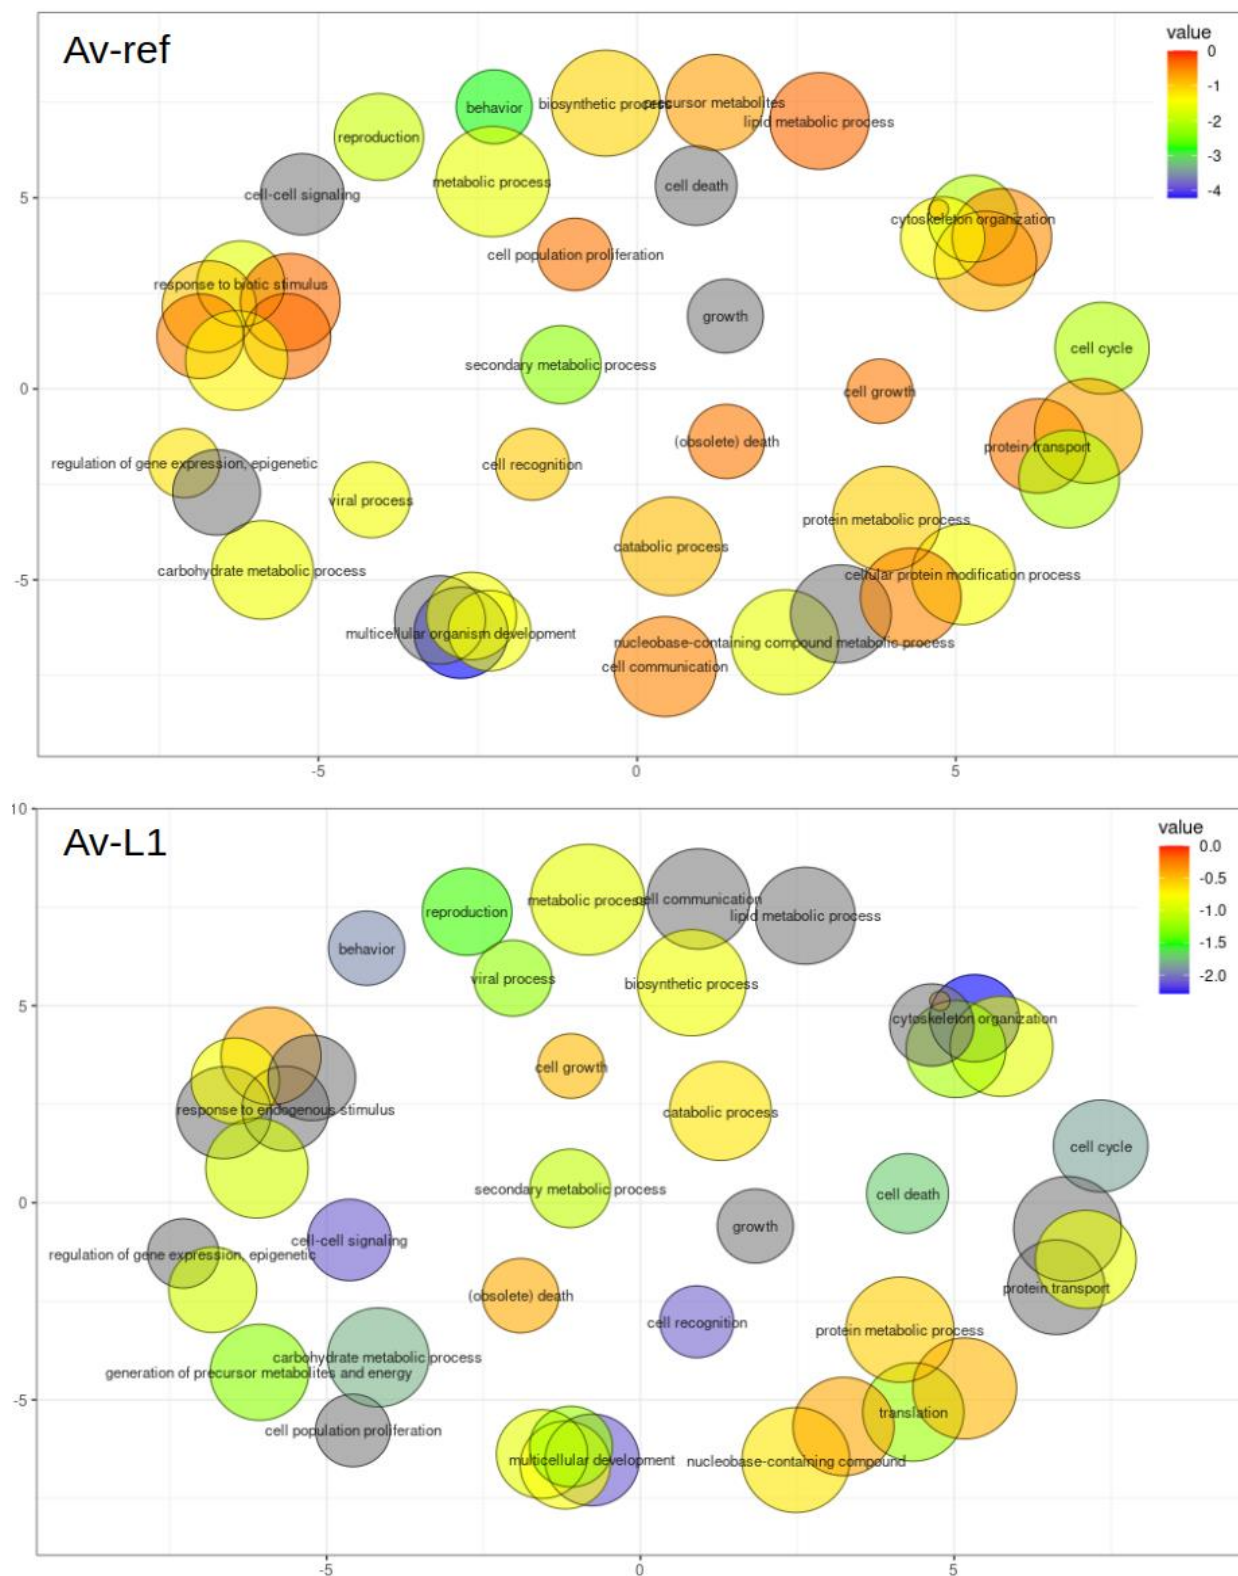

Supplementary Fig. 12. Gene ontology (GO) enrichment of biological processes in 6mA-methylated orthologs from Av-ref and AvL1 strains. In the scatterplots, each bubble represents a significantly enriched term in a two-dimensional space derived by applying multidimensional scaling to a matrix of the GO terms' semantic similarities (Methods). Bubble color is calculated as $|\log_{10} p\text{-value}|$ of two-sided Fisher's exact test, as indicated in the color bar. Bubble size indicates the frequency of the GO term in the underlying GOA (GO annotation) database (bubbles of more general terms are larger). Source data are provided in Source Data 1.

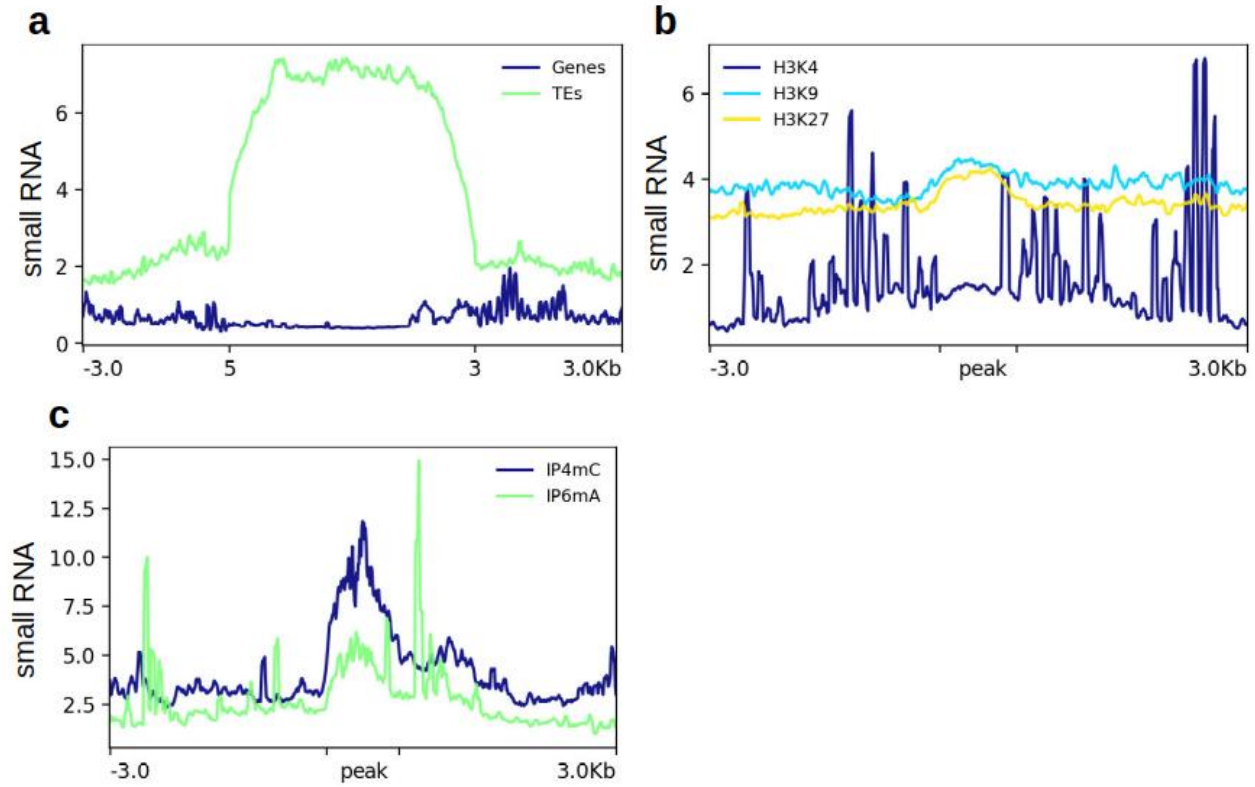

Supplementary Fig. 13. Association of small RNAs with histone and DNA methylation.

a-c, Distribution of sRNA with respect to genes and TEs (**a**), H3K4, H3K9, H3K27 ChIP-seq peaks (**b**), and IP4mC, IP6mA DIP-seq peaks (**c**). Relative fold enrichment is shown as reads per genomic context (RPGC normalization). In gene and TE profiles, regions in the map comprise gene bodies (5 for TSS and 3 for TTS) or TE bodies (5 for the 5'-boundary and 3 for the 3'-boundary) with ± 3 kb flanks. Peak profiles are represented by peak body flanked by ± 3 kb.

**a cd01395 HMT_MBD**		# # #	# #	# # #	
Avaga314	394	PFLLPf-DCRWSIVDSKPRg-----YRTPCC-RTLYSLDDIEQYLyr-----qskLSIKYFVD	445	Adineta vaga	
Avaga19b	394	PFLLPf-KCQWSIVDSKPRg-----YRTPCH-RTLYSLDDIEKYLfrt-----dskLSIKFFID	445	Adineta vaga	
Avaga150	247	FLLIPl-NYGWKRQIRNDLg-----TIVYISPCG-QMFTDGERLHAFlyqt-----eslLSIRQFTF	301	Adineta vaga	
Avaga176	245	FLLIPl-NQGWKRQIRNDLg-----TIVYISPCG-QMFTDADRLQSHLfqm-----nslLNIRQFSF	299	Adineta vaga	
Avaga19a	351	PYTLPl-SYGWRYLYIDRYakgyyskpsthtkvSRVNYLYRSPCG-RSLTLTDEVENYlfet-----nslLTIKFFID	422	Adineta vaga	
Avaga135	550	PYLKPi-ACQWTILETIRIkkandv-----rvknIRAILIYRAPCG-RKLSNEAQVDNYLhet-----qsrLSIELFVF	616	Adineta vaga	
Avaga90	540	PFLKPi-ACHWTMLDNVRVrkagdv-----rlklARSTFIYCSPCG-RKLSQSGOLDNYLhet-----kskLTIEFLV	606	Adineta vaga	
RNA32532	827	PLLIPl-LHGWRHRHGNISknp-----ttmTKKPIRYVTPCG-RMLNSTAIDHYLlylt-----nslLTIIDMTT	889	B. plicatilis	
Q96T68	164	PLQLPi-KCHFQRHAKTNsh-----sSALHVSYPKPCG-RSLANVEEVFRYllete-----cnfLFTDNFSF	224	human SETDB2	
AAN61106	183	PLQLPi-SCDFQRCHLKNsp-----dDLSHILYKAPCG-RSLNDYDEVHSYLtetg-----chfLAVDNFSF	243	X. laevis CLLD8	
CAF97873	621	PLLMPl-LYEFRRMTGRRKvn-----rkMSFHVYKAPCG-LCLANMSEIQHYLfqtn-----cdfIYLEMFCL	682	T. nigroviridis	
Q15047	599	PLLVPl-LYDFRRMTARRRvn-----rkMGFHVYKTPCG-LCLRTMQEIERYLfctg-----cdfLFLEMFCL	660	human SETDB1	
AAN71064	446	PLAKPl-LSGWERLVMROK-----TKKSVVYKPCG-KSLSLAEVHRYLrat-----envLNVDNFDF	502	D. melanogaster	
P34544	829	PIHTPl-LCGWRRIMYTMStgkk-----rgaVKKNIYFSPCG-AALQISDVSEYIhvt-----rsLITIDCFSF	892	C. elegans met-2	
CAE71274	782	PLHTPl-LCGWKRLLKYMhsqkk-----rasVKKVLIYRAPCG-KPLEKTSSEIADYlrst-----rsqLITIDCFSF	845	C. briggsae	
XP_317488	318	LLARPl-ITGWERHKTAAArg-----qKKSIVLYRAPCG-RRLNMAELHQYLrvt-----dspLNVDFDF	376	A. gambiae str. PEST	
		eeeeee	eeeeee	ee	hhhhhhhhhh
					1QK9
**b cd01396 MeCP2_MBD**		# # #	# #	# # #	
1QK9 MeCP2	18	MYDDPl-LEPGWTRRLKQKksgr-----sAGYDYVYLINPQG-KAFRSKVELIAYFekvg-----dtsLDPNDFDFtv-----tGRSGSGC	92	human	
AAM63666	29	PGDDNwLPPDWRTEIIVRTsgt-----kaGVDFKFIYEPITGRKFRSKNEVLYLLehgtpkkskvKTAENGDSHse--hseGRGSARRQ	110	Arath	
CAE05215	27	KIEPA3LPHGWLREYRPNKngs-----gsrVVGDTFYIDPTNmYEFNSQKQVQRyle-----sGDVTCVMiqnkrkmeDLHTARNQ	105	rice	
NP_200746	76	PGDNW-LPPGWRVEDKIRTSga-----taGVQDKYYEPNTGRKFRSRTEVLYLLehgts-krgtKKAENTYFnpd--hfeGQGSNRVT	155	Arath	
1IG4 MBD1	5	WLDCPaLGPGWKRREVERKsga-----tcGSDSTYYQSPGT-DRIRSKVELTRYLgpp-----aCDLTLDFDKg-----gILCYPAK	75	human	
AAK40309	135	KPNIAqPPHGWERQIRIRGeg-----gtKKAADVYTSPTG-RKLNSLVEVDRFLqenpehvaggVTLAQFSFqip--rplRQDYVKKK	214	maize	
NP_974851	57	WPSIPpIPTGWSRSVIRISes-----tkKADVYFPPSG-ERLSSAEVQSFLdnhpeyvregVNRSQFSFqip--kplDDNVKKR	135	Arath	
BAB11480	120	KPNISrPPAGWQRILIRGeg-----gtrPADVYVAPSG-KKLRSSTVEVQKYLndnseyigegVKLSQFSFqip--kplQDDYVRKR	199	Arath	
T04569	108	KPGLPlTPRGFKRLILKkd-----ysLMDAYITPTG-KKLKSRNEIAAFdanq--dykyALLGDFNFftvp--kvmEETVPSGI	183	Arath	
AAK40305	84	KPNIP-KPPPEERLVRgd-----ysLMDTYVMFNG-SRASCAGVDKFLeanpe-ykdrISASDFSfapp--kvvEETVSHNP	160	maize	
		ee	eeeeee	ee	hhhhhhhh
					1IG4
**c cd01397 HAT_MBD**		# # #	# #	# # #	
Q9UIF8	548	ELRIPi-EYGWQRSTIRNfg-----grLOGEVAYYAPCG-KKLQYFPEVIKYLsrng---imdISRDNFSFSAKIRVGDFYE	620	HomoBAZ2B	
XP_317442	303	ELRVPl-EKGWRRRTVIRgltr-----nghINGDVYYPQGS-VNKKMGMIQIQLyldqf--kpkdLSRDNFSFSAKAIVGTFLO	378	A. gambiae	
AAK00302	953	ELRVPl-ELGWKRRTVIRgltk-----qqqIRGEVYIYAPGS-TTPIKSNQVQFalleqg---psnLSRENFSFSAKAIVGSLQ	1027	D. mel TOU	
Q9DE13	692	ELRVPl-EYGWQRSTIRNfg-----grLOGEVAYFAPCG-KKLQYFPEVVKVgq-----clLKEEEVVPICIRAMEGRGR	761	chicken	
5AGQ_BAZ2	524	EVRLPl-QHGWRREVRIRKgs-----hrWQGETWYYPGCG-KRMQFPEVIKYLsrnl---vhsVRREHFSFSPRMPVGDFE	596	HomoBAZ2A	
AAN61105	423	QVCFPi-QHGWRREVRIRKgs-----hrWQGETWYYPGCG-KRMQFPEVIKYLskna---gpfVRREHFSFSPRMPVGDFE	495	X. laevis	
CAG04063	16	QVQFPi-QHGWRREVRIRKle-----nrmKASTWYIYTPCG-KRMQFPEI IKYLkht---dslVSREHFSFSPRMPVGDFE	88	Tetraodon	
CAF99785	176	ESGVGi-PGVAERNKNONGgg-----rPQGEVAYYAPCG-KKLQYFPEVMKYLsrng---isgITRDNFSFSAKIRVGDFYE	247	Tetraodon	
NP_498673	328	MLRLPl-QLGWRRRTVIRsias-----agVRGDSVSYFAPCG-KKLSTYSEVRYLtkns---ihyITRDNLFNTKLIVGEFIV	401	C. elegans	
RNA26940	163	KLRPl-KIGYRRRTVIREltn-----sgVKGDIYIYSPCG-RKLRFQEIERYLYkfy4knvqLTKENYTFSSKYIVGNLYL	143	B. plicati	
Avaga76	77	LVRIPi-SRGWKRRTVIRaitr-----tgVRGDSVSYAPCG-KKLRSFQIDRYLskkn---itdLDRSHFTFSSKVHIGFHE	150	A. vaga	
Avaga413	38	LVRIPi-NRGWKRRTVIRaitr-----tgVRGDSVSYAPCG-KKLRSFQIDRYLskkn---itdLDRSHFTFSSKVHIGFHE	111	A. vaga	
		hhhhh-h	eeeeee	eee	hhhhhhhh
		β1	β2	β3	α1
					310
					RBD

Supplementary Fig. 14. Alignment of DNA binding domains in MBD proteins.

Shown are the matches between *A. vaga* query proteins and the seed alignments in the cd00122 sequence cluster for (a) SETDB1-like proteins in cd01395 (HMT_MBD), (b) MeCP2-like proteins in cd01396 (MeCP2_MBD), and (c) BAZ2A-like proteins in cd01397 (HAT_MBD) in the hypertext format used by the NCBI Conserved Domains Database (CDD) (hyperlinked). Positions of DNA-binding residues are denoted by #; residues contacting with methyl groups are in boldface; secondary structure elements are denoted according to PDB entries at the bottom of each seed alignment.

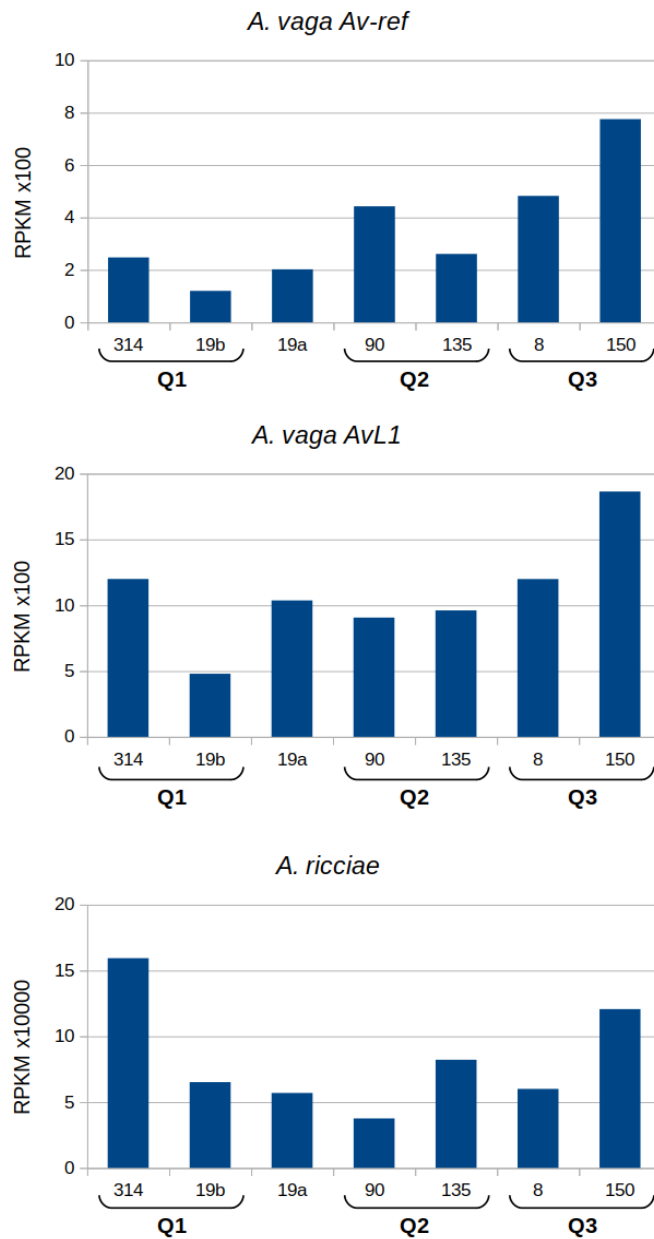

Supplementary Fig. 15. Transcription profiles of *Adineta* MBD-SETDB1-like genes.

Histograms show RNA profiles (RPKM) of (a) *Adineta vaga* reference (Av-ref), (b) *Adineta vaga* L1 strain and (c) *Adineta ricciae*. The initial Av-ref SETDB1 gene set (Supplementary Data 2) was used as queries in tblastn searches of AvL1 and *A. ricciae* assemblies (see Methods) to obtain the corresponding orthologs. After manual re-annotation, flanking regions were inspected for synteny to identify allelic and ohnologous pairs from the same quartet (Q). After annotation, RNA-seq counts were extracted using bedtools (multicov) and normalized with Reads Per Kilobase of transcript, per Million mapped reads (RPKM).

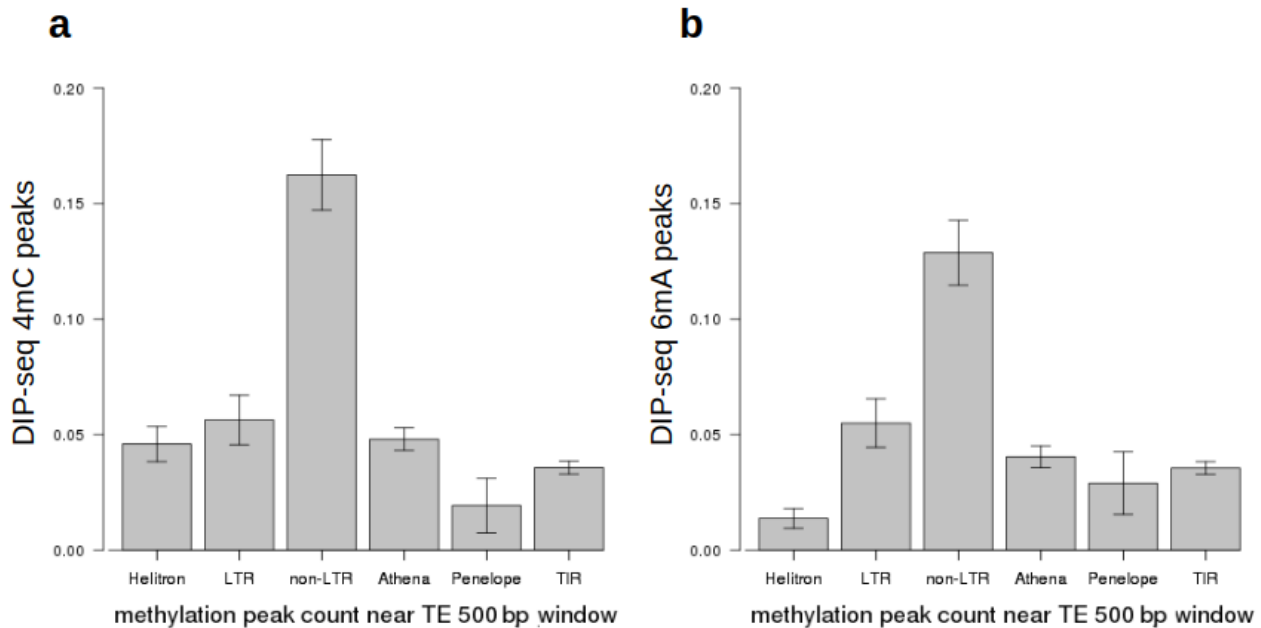

Supplementary Fig. 16. Distribution of 4mC and 6mA peak counts between different transposon types.

Shown are the mean peak counts (bar height) from DIP-seq data for 4mC (**a**) and 6mA (**b**) near each type of annotated TEs, classified as Helitron, LTR, non-LTR (LINE), Athena, Penelope or TIR, extending the 5' and 3' transposon ends by 500 bp window size. Error bars represent standard deviation for Helitron (n = 425), LTR (n = 315), non-LTR (n = 669), Athena (n = 522), Penelope (n = 161) and TIR (n = 4532). ANOVA analysis shows differences in distribution of 4mC (one-sided ANOVA, Df = 5, F = 39.871, p-val < 2.2 E-16) and 6mA peaks (one-sided ANOVA, Df = 5, F = 27.753, p-val < 2.2 E-16) near specific TE families. Crypton DNA TE copies (n = 13) are not included.

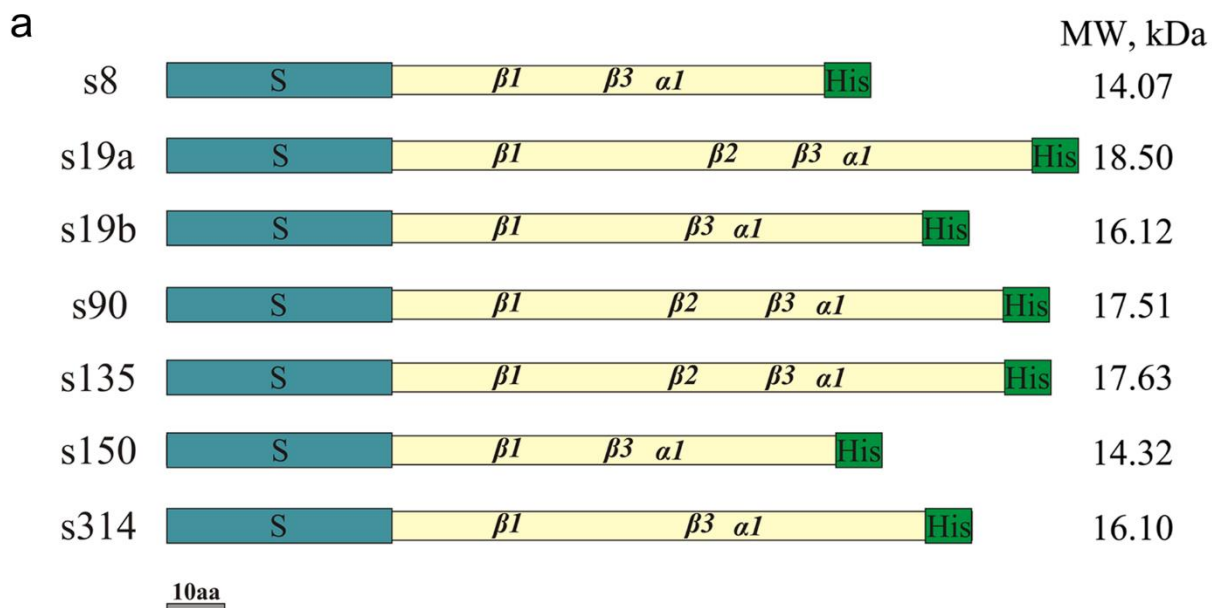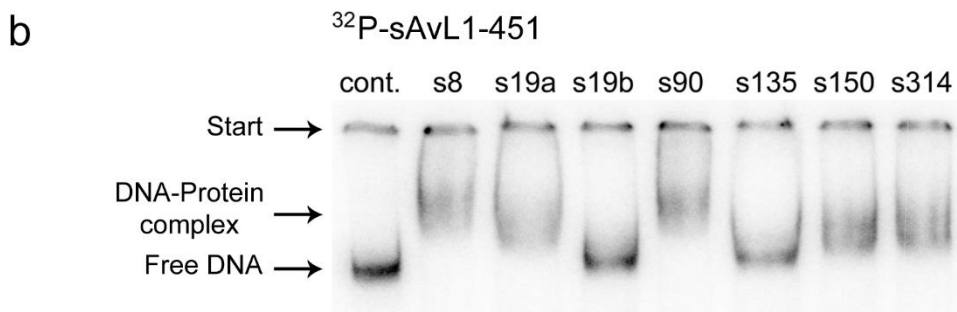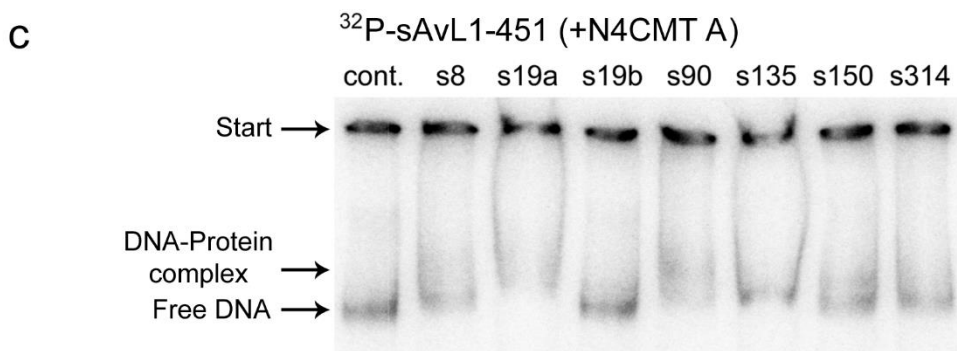

Supplementary Fig. 17. MBD proteins from the *A. vago* genome.

a, Diagram of recombinant MBDs used in this study. S, S tag; His, His tag; MW, Molecular weight of protein in kDa. $\alpha 1$, $\beta 1$, $\beta 2$, $\beta 3$, secondary structure elements outlined in Supplementary Fig. 14a.

b-c, Screening of recombinant AvMBD proteins for binding to unmethylated (**b**) and 4mC-methylated by N4CMT_A (**c**) DNA. For electrophoretic mobility shift assays, 2 ng of ³²P-sAvL1-451 were used with 50-100 ng of purified AvMBD proteins. Confirmation of the data from pilot screening was obtained in subsequent experiments, which are presented in Fig. 6 and Source Data 2.

SUPPLEMENTARY TABLES

Supplementary Table 1. Comparison of N6A methylation in *A. vaga* and other eukaryotes.

Phylum	Species	% 6mA/A	Symmetry	Motifs	Enzymes	Features	Transcripts	Methods	Reference
Rotifera	<i>Adineta vaga</i>	0.024	no	AGG,GAA	METTTL4?	genes, TE	active	SMRT,IP	This study
Ciliates	<i>Tetrahymena thermophila</i>	0.4-0.8	yes (part)<br>ss, ds	AT<br>GATC	TAMT1<br>(MTA5)	Gene body,<br>linker+1+2	Activate,<br>weak corr.	SMRT	⁴
	<i>Oxytricha nova</i>	0.71-1.04		AT	MTA1	linker	mix up/dwn	MS,SMRT	⁵<br>⁶
Plants	<i>Chlamydomonas</i>	0.3-0.5		AT		TSS	Activate	IP,RE,exo	⁷
	<i>Arabidopsis</i>	.006-0.138	no	AGA,ACC		Genes, TE	gen ↑, TE ↓	MS,SMRT,IP	⁸
	<i>Oryza sativa</i>	0.2	no	GAGG	Ddm1<br>AlkB	Low at TSS<br>up at TTS	prom silent<br>body active	IP,MS,SMRT	⁹<br>¹⁰
Oomycetes	<i>Phytophthora</i>	0.04-0.05		AT	DAMT2 ^a	TSS bi, TE	Lowly expr.	IP,MS	¹¹
Fungi	Early-DF	0.2-2.8	yes	AT	PF02384 ^b	genes	active	SMRT,IP,MS	¹²
	Dikarya	0.048-0.21	no	AV				SMRT	¹²
Ctenophora	<i>Mnemiopsis</i>	0.01-0.025	n/a		METTTL4			ELISA	¹³
Ecdysozoa	<i>Caenorhabditis elegans</i>	0.01-0.4	no	AGAA<br>GAGG	DAMT1<br>AlkB			SMRT,MS,IP	¹⁴
	<i>Drosophila</i>	0.001-0.07	n/a		Tet/AlkB	TE	silence	MS,IP	¹⁵
	<i>Aedes aegypti</i>	0.00001	n/a		METTTL4<br>Tet				¹⁶
	<i>Bombyx mori</i>		no	ACAA	METTTL4	Low at TSS,<br>TTS	silence	IP-seq	¹⁷
Vertebrata ^d	Zebrafish	.002-.1 emb	no	AG		TE	activate	MS,IP	¹⁸
	<i>Xenopus laevis</i>	0.00009	no	AG		Low at TSS			¹⁹
	<i>Sus scrofa</i>	.05-.17 emb	n/a	-				MS	¹⁸
	Mouse ES	.0006-.007	no	AAGA<br>AGGA			silence		²⁰<br>²¹
	Brain<br>ESC				METTTL4	noncoding		MS,IP	²²
	Rat	0.00001	n/a					MS,IP	²³
	Human<br>Glioblastoma<br>2n/1n cells	.023-.064<br>0.004	no<br>H3K9me3	AGG<br>AG,GA	N6AMT1 ^c<br>AlkBH1	exons, TTS<br>Low at X,Y<br>Allele-spec.	activate		²⁴<br>²⁵<br>²⁶

^a Related to N6AMT2; ^b Related to MT type IC; ^c Related to N6AMT1; ^d 6mA presence in mammals is disputed²⁷. Abbreviations: MS, mass-spectrometry; IP, MeDIP-seq; SMRT, SMRT-seq; TSS and TTS, transcription start and transcription termination sites; TE, transposable elements; emb, embryos; Early-DF, early-diverging fungi.

Supplementary Table 2. Putative amino-MTase and demethylase orthologs in the phylum Rotifera.

Species	N4CMT<br>(N6_N4_Mtase)<br>PF01555<br>SPPY	METTL4<br>(MT-A70)<br>PF05063<br>DPPW	N6AMT1<br>PF05175<br>NPPY	N6AMT2<br>(N6aMlase)<br>PF10237<br>DPPF/Y	MT<br>type IC<br>PF02384<br>NPPF/Y	AlkBH1	AlkBH4	TET	WGS<br>assembly<br>(source)
<i>Adineta vaga</i> (Av-ref)	+	+	+	+	-	+	+	-	28
<i>Adineta vaga</i> (AvL1)	+	+	+	+	-	+	+	-	29
<i>Adineta ricciae</i>	+	+	+	+	-	+	+	-	30
<i>Adineta steineri</i>	+	+	+	+	-	+	+	-	31
<i>Rotaria magnacalcarata</i>	+	+	+	+	-	+	+	-	30
<i>Rotaria macrura</i>	+	+	+	+	-	+	+	-	30
<i>Rotaria sordida</i>	+	+	+	+	-	+	+	-	31
<i>Rotaria socialis</i>	+	+	+	+	-	+	+	-	31
<i>Rotaria</i> sp. 'Silwood-1'	+	+	+	+	-	+	+	-	31
<i>Rotaria</i> sp. 'Silwood-2'	+	+	+	+	-	+	+	-	31
<i>Didymodactylos carnosus</i>	-	+	+	+	-	+	+	-	31
<i>Brachionus plicatilis</i>	-	-	+	+	-	+	+	-	32
<i>Brachionus calyciflorus</i>	-	-	+	+	-	+	+	-	33
<i>Brachionus koreanus</i>	-	-	+	+	-	+	+	-	34
<i>Brachionus rotundiformis</i>	-	-	+	+	-	+	+	-	35
<i>Brachionus asplanchnoidis</i>	-	-	+	+	-	+	+	-	36
<i>Brachionus</i> sp. 'Tiscar'	-	-	+	+	-	+	+	-	36

Supplementary Table 3. Properties of *E. coli* strains.

Strain name	Genotype	Methylation<br>marks	Strain<br>source
ER2925<br>(<i>dam</i> -/ <i>dcm</i> -)	<i>ara-14 leuB6 fhuA31 lacY1 tsx78 glnV44 galK2 galT22 mcrA dcm-6 hisG4 R(zgb210::Tn10)TetS endA1 rspL136 (StrR) dam13::Tn9 (CamR) rfbD1 xylA-5 mtl-1 thi-1 mcrB1 hsdR2</i>	None<br>(except rare<br><i>EcoKI</i><br>methylation)	NEB
ER2738<br>(methyl-free)	<i>F' proA⁺B⁺ lacI^f Δ(lacZ)M15 zsf::Tn10(Tet^R)/ fhuA2 glnV Δ(lac-proAB) thi-1 Δ(hsdS-mcrB)5</i>	None	NEB
M28	<i>F⁻ galK2(Oc) IN(rrnD-rrnE)1 rpsL200(strR) rph-1</i>	6mA, 5mC	M. Meselson
DH5α ^{TM}	<i>F⁻ Φ80lacZΔM15 Δ(lacZYA-argF) U169 recA1 endA1 hsdR17(rk-, mk+) phoA supE44 thi-1 gyrA96 relA1 λ-</i>	6mA, 5mC	Invitrogen
NEB® 5-<br>alpha	<i>fhuA2 Δ(argF-lacZ)U169 phoA glnV44 Φ80Δ (lacZ)M15 gyrA96 recA1 relA1 endA1 thi-1 hsdR17</i>	6mA, 5mC	NEB
Top10	<i>F⁻ mcrA Δ(mrr-hsdRMS-mcrBC) Φ80lacZΔM15 ΔlacX74 recA1 araD139 Δ(ara,leu)7697 galJ galK rpsL (StrR) endA1 nupG</i>	6mA, 5mC	Invitrogen
BL21-AI ^{TM}	<i>F⁻ ompT hsdSB_B (r_B⁻ m_B⁻) gal dcm araB::T7RNAP-tetA</i>	6mA	Invitrogen
Rosetta ^{TM}<br>2(DE3)	<i>F⁻ ompT hsdSB(r_B⁻ m_B⁻) gal dcm (DE3) pRARE2 (CamR)</i>	6mA	Novagen

Supplementary Table 4. Genometric correlations between DIP-seq methylation marks and TE annotations in Av-ref and AvL1 assemblies ³⁷.

Genometric Correlation	Assembly	Av-ref		AvL1	
IP-seq to TE annotations	Test	IP 4mC-TEs	IP 6mA-TEs	IP 4mC-TEs	IP 6mA-TEs
Relative Ks p-value ^a	Kolmogorov-Smirnov test	1.2897e-13	0.0357944	0.00833478	0.00483626
Relative ecdf deviation area ^b	Permutation test	0.0459	0.0070	0.0125	0.0137
Relative ecdf area correlation ^b		0.1842	0.0285	0.0502	0.0540
Relative ecdf deviation area p-value ^b		<0.01	0.01	<0.01	<0.01
Jaccard Measure p-value ^c	Jaccard test	<0.01	<0.01	<0.01	<0.01
Jaccard Measure lower tail ^c		FALSE	FALSE	FALSE	FALSE
Projection test p-value ^d	Projection test	0	0	0	0
Projection test lower tail ^d		FALSE	FALSE	FALSE	FALSE

^aRelative Ks (Kolmogorov-Smirnov one-sided test) p-value: relative distance test measures whether two sets of positions are closer together or further apart than expected. P-value close to zero: non-uniform distribution (query locations are non-independent of the references).

^bRelative ecdf deviation area p-value: compares the two cumulative distribution functions using the area of the region in which they differ as the test statistic. We performed a permutation test (two-sided) for significance. P-value close to zero: query features are closer than expected to the reference features.

^cJaccard Measure lower tail: measures overlaps between two interval sets by measuring the extent of intersection between two interval sets, divided by the length of their union. FALSE: Overlap is more frequent than expected (two-sided Jaccard test p-val <0.01).

^dProjection test lower tail: query intervals are represented as midpoints, but the reference should be a set of intervals. Features are closer to (TRUE) or away from the reference (FALSE, two-sided Projection test p-val <0.01).

Supplementary Table 5. Genome assembly and gene annotation metrics.

Species	<i>A. vaga</i> Av-ref ^a	<i>A. vaga</i> AvL1	
Accession (assembly name)	GCA_000513175.1 ('2013')	AvL1 initial assembly ^b	AvL1 hybrid assembly ^c
Coverage ^d (mean)	Not calculated	40.74 (Illumina), 29.82 (PacBio)	33.88 (Illumina), 33.33 (PacBio)
Span (Mb)	217.9	197.1	217.1
No. contigs	36,335	19,202	9,859
Contig N50 (kb)	96.7	22.1	87.4
No. scaffolds	36,167	19,202	9,859
Scaffold N50 (kb)	260.3	19.2	87.4
Scaffold N90 (kb)	7.8	5.3	15.8
Scaffold longest (kb)	1,087.3	167368	747.8
Gaps (Ns) span (kb) (% genome)	4,136.3 (1.9%)	None	None
% GC	30.8	29.9	30.4
BUSCO EUK (n = 429)	C: 89%; F: 3%; D: 8%	C: 84%; F: 8%; D: 8%	C: 88%; F: 6%; D: 6%
BUSCO MET (n = 843)	C: 84%; F: 3%; D: 13%	C: 79%; F: 6%; D: 15%	C: 81%; F: 5%; D: 14%
Annotation			
Method	Augustus	Augustus/GeneMark.ES	Braker/Augustus
No. genes	49,300	61,531	65,934

^a*A. vaga* assembly CGA_00513175.1 ²⁸.

^bAvL1 initial assembly (no contaminants) GCA_013411005.1 ²⁹.

^cAvL1 curated hybrid assembly (Illumina + PacBio) GCA_021403095.1 from this study.

^dAverage read coverage based on trimmed and filtered data.

Abbreviations: GC, guanine-cytosine; BUSCO, Benchmarking Universal Single-Copy Orthologs; EUK, Eukaryota; MET, Metazoa; C, Complete; F, Fragmented; D, Duplicated.

Supplementary Table 6. SMRT-seq base modification detection.

PacBio base modification: total nucleotides		4mC		6mA	
bases	total N's Assembly	4mC-10x ^a	4mC-20x ^b	6mA-10x ^c	6mA-20x ^d
	32676087 C's + 75836765 A's	21016	10369	17886	6926
PacBio base modification: total bins with modification					
bins ^e	total bins	4mC-10x	4mC-20x	6mA-10x	6mA-20x
1kb	221401	15965	6536	15078	5364
5kb	49278	11611	4473	11371	3918
10Kb	28432	9001	3503	8937	3131
Bins-TEs ^f	total bins	4mC-10x	4mC-20x	6mA-10x	6mA-20x
1kb	13552	679	235	601	204
5kb	9973	1577	505	1471	420
10Kb	9542	2326	694	2262	604
Bins-Genes ^g	total bins	4mC-10x	4mC-20x	6mA-10x	6mA-20x
1kb	181469	15118	6270	14144	5036
5kb	88412	26892	10518	26346	9161
10Kb	76640	35659	14197	35209	12537

^aSMRT-seq 4mC modified bases with minimum 10x PacBio read coverage

^bSMRT-seq 4mC modified bases with minimum 20x PacBio read coverage

^cSMRT-seq 6mA modified bases with minimum 10x PacBio read coverage

^dSMRT-seq 6mA modified bases with minimum 20x PacBio read coverage

^eGenome binning into different bin sizes (1, 5 and 10 kb)

^fBins containing TE annotations

^gBins containing gene annotations

Supplementary Table 7. Primers and oligonucleotides.

Name	Sequence (5'→3')	Purpose
N4CMT-F	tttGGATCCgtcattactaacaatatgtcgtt	N4CMT ORF amplification
N4CMT-R	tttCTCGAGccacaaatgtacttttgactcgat	
N4CMT-Cbx-R	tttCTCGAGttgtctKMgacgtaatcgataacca	
N4CMT_Seq1	atcgcggttcgacagtcaat	Sequencing
IAY21-SP-F	aattcgaacgccagcacatg	Site-directed mutagenesis to obtain catalytic mutants
IAY21-SP-R	gatctcagtggtggtggtg	
IAY21-OP-F	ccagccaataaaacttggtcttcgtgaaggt	
IAY21-OP-R	tggagctgtaacaacacattgaacgga	
IAY22-OP-F	ccagccaataaaacttggccttcgtga	
IAY21-Y65A-F	ttgttacagctccaccagc	
		Substrates for in vitro assays:
MTase_subst-1a	ttgaatagttccgCCGgaattttCagtcaa	4mC 30-bp from <i>A. vago</i> AvL1 c1882
MTase_subst-1b	ttgactGaaaattcCGGcggaactattcaa	
Av11_tel_GGGTGTGT	gggtgtgtgggtgtgtggg	<i>A. vago</i> AvL1 19-bp telomeric-like repeat
Av11_tel_CCCACACA	cccacacacccacacaccc	<i>A. vago</i> Av-ref 18-bp telomeric repeat
Av_tel_TGTGGG	tgtgggtgtgggtgtggg	
Av_tel_ACACCC	acacccacacccacaccc	
Av11_c2350-F1	aggagacatccttattgaagca	4mC ~460-bp repeat unit from <i>A. vago</i> AvL1 c1882
Av11_c2350-R1	tcaagtctgttgacctacataagaa	
Av11_4mC/6mA_F1	tgtaccctgcagatgtttgtg	4mC/6mA 580-bp from AvL1 c785 (<i>Athena</i> retroelement)
Av11_4mC/6mA_R1	tctcagacgggctacatgat	
Av11_6mA_F1	tccgcccattccataactgt	6mA, 405-bp from <i>A. vago</i> AvL1 c699 (hnRNP-A)
Av11_6mA_R1	catcatgttgtcaaaggaaatcc	
A11motif-HindIII-F	tttAAGGTTacctcaatgcacatatagcc	Contains putative N4CMT recognition motif from <i>A. vago</i> AvL1 c1882 repeat
A11motif-BamHI-R	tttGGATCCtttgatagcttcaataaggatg	
A11motif-3'209-F1	tcaCcctaccctcatggatt	4mC 209-bp part of repeat unit from <i>A. vago</i> L1 c2350. Used with Av11_c1882-R1 primer.
A11motif-5'200-R1	aatcgatgcttggttgagc	4mC 200-bp part of repeat unit from <i>A. vago</i> L1 c1882. Used with Av11_c2350-F1 primer.
AvL1c2350-364-R	ggatctatgttgagtgtgtg	4mC 371-bp part of repeat unit from <i>A. vago</i> L1 c1882. Used with Av11_c2350-F1 primer.

Supplementary Table 8. N4CMT recombinant proteins.

Protein_ID	Protein_variant	Length, aa	MW, kDa	pI
N4CMT A'	N6_N4_MTase+Cbx (s23)	426	49.73	8.98
N4CMT A	N6_N4_MTase+Cbx (s23) p.L416R	426	49.78	9.05
N4CMT B	N6_N4_MTase+Cbx (s179)	426	49.75	9.06
N4CMT B'	N6_N4_MTase+Cbx (s179) p.R416L	426	49.71	8.99
N4CMT A-ΔCbx	N6_N4_MTase (s23)	287	33.20	8.60
N4CMT B-ΔCbx	N6_N4_MTase (s179)	287	33.13	8.60
N4CMT A-APPA	N6_N4_MTase+Cbx (s23) p.S62A;Y65A;L416R	426	49.63	8.99
N4CMT B-APPA	N6_N4_MTase+Cbx (s179) p.S62A;Y65A	426	49.65	9.07

Supplementary Table 9. Summary of N4CMT action on *E. coli* genomic DNA in vitro.

<i>E. coli</i> strain	Acquisition of 4mC mark after N4CMT treatment	<i>E. coli</i> genetic background	
		6mA	5mC
Rosetta 2(DE3) (n=2)	++	Dam+ / EcoK1+	Dcm-
BL21-AI	++	Dam+ / EcoK1+	Dcm-
M28	+	Dam+ / EcoK1+	Dcm+
ER2925 (n=2)	+	Dam- / EcoK1+	Dcm-
ER2738	-	Dam- / EcoK1-	Dcm-

Supplementary Table 10. Summary of ChIP-seq peaks identified by MACS2 (diagonal values) and overlap of peaks within Av-ref and AvL1 assemblies.

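By length, most of the H3K9me3 signal that was called in Av-ref was also called for H3K27me3. The marks shared 530353 bp in Av-ref, or 78.5% of the bp under H3K9me3 peaks, and 134767 bp in AvL1, or 38.6%. In AvL1, 77.7% of H3K9me3 peaks lay on a contig with any H3K27me3 peak, and 61.1% of those overlapped one (Wilson 95% interval 57.9 to 64.2). In Av-ref these shares were 99.0% and 89.0% (87.5 to 90.3). H3K9me3 peaks that overlapped H3K27me3 had median widths of 291 bp in Av-ref and 288 bp in AvL1, and those that did not of 230 and 229 bp. The narrowest H3K9me3 peaks were 208 and 209 bp wide. H3K4me3 peaks that overlapped H3K9me3, H3K27me3 or both numbered 23 in Av-ref (0.445%, 0.297 to 0.668) and 40 in AvL1 (0.692%, 0.508 to 0.940), of which 8 and 10 overlapped both. With marks within 500 bp of each other counted as shared, 1811 H3K9me3 peaks met H3K27me3 in Av-ref and 681 in AvL1, and H3K4me3 peaks met H3K9me3 and H3K27me3 in 16 and 28 cases in Av-ref and in 43 and 48 cases in AvL1.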

Av-ref	H3K4me3	H3K9me3	H3K27me3
H3K4me3	5163	13	27
H3K9me3	-	1902	1811
H3K27me3	-	-	4630
AvL1	H3K4me3	H3K9me3	H3K27me3
H3K4me3	5789	43	48
H3K9me3	-	1205	681
H3K27me3	-	-	2378

Supplementary Table 11. Methylation analysis in under-annotated regions.

contig	start	stop	4mC-10x	6mA-10x	annotations
Contig1073 ^a	0	25272	10	17	Chapaev
Contig1204 ^e	66205	74905	4	10	
Contig1251 ^a	29664	39261	11	10	Polinton-9
Contig126 ^b	34974	38796	2	10	Hebe
Contig1397 ^b	24097	31635	9	10	Juno/AthenaJN
Contig1606 ^e	50662	52438	10	5	
Contig1615 ^e	4175	10552	9	12	
Contig1743 ^e	0	5188	10	10	
Contig18953 ^e	26550	30514	7	14	
Contig2220 ^a	29384	35415	10	6	Ginger
Contig2425 ^b	43254	59525	1	11	CACTA1
Contig2467 ^b	0	19427	13	2	Helitron
Contig286 ^c	0	7155	1	12	ITS
Contig2879 ^e	2234	4406	19	17	
Contig2948 ^a	0	8375	7	10	Helitron
Contig3423 ^e	1154	6396	13	16	
Contig3571 ^d	0	10942	24	14	TR
Contig3784 ^e	0	9651	8	20	
Contig3893 ^b	4644	35659	14	4	Athena-P
Contig4128 ^c	0	5620	24	16	ITS
Contig4313 ^a	8885	19081	10	4	DNA-N26B
Contig4665 ^e	840	5755	34	10	
Contig480 ^b	0	13847	11	5	Athena-I
Contig523 ^e	36990	42099	12	5	
Contig5325 ^b	8714	25663	15	22	Athena-M
Contig6065 ^b	3940	10974	22	18	TelKA1a
Contig61067 ^b	0	10836	12	18	Vesta1
Contig67 ^e	0	10315	11	10	
Contig805 ^e	3363	6455	3	13	
Contig8145 ^e	15264	20597	4	11	
Contig839 ^e	38934	43045	11	5	
Contig865 ^e	0	11998	11	13	
Contig882 ^b	6424	20046	11	4	MuDR/Mariner
Contig89 ^b	14890	25375	7	11	Vesta1
Contig925 ^e	105036	112889	13	9	
Contig991 ^b	2840	24886	10	2	TR/Sola3/Pen

^aRebase-TE (5); ^bAdineta-TE (12); ^cITS (2); ^dtandem repeat (1); ^eunknown (16).

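Among the 36 under-annotated AvL1 regions, 16 held at least 1 H3K9me3 or H3K27me3 peak and 1 held an H3K4me3 peak. H3K27me3 was found in 14 regions and H3K9me3 in 8. When 36 regions of the same lengths were placed at random on the contigs with peaks, a mean of 3.23 regions held an H3K9me3 or H3K27me3 peak (range 0 to 9), and a mean of 9.77 held an H3K4me3 peak (1 to 19). The paper chose the regions for methyl marks outside gene models and annotated TEs, and reports no transcript coverage there. The placements did not exclude genes, so few H3K4me3 peaks could follow from that choice alone. The same choice may account for part of the excess of H3K9me3 and H3K27me3 peaks, and how large a part was not tested. Some of the regions also lie on contigs without any peak, which the placements never reached. Peaks of H3K9me3 or H3K27me3 were present in 11 of 17 regions classed as TE and in 5 of 16 classed as unknown, a difference that did not pass a two-sided Fisher's exact test (p = 0.0844, and 0.338 after Benjamini-Hochberg adjustment over 4 tests, 1 for each mark and 1 for either mark). The TE regions were longer, with a median of 10836 bp against 5215 bp, and the test does not allow for length. With the 50% of each list with the highest score, the same counts were 10 and 3 (Fisher's exact p = 0.0324, adjusted 0.0647). None of the 3 regions classed as ITS or tandem repeat held a peak. The TR/Sola3/Pen region on contig 991 from 2841 to 24886 held 3 H3K9me3 and 2 H3K27me3 peaks. The Ginger region on contig 2220 from 29385 to 35415 held 1 and 3, the *Athena*-I region on contig 480 from 1 to 13847 held 1 and 2, and the *Athena*-M region on contig 5325 from 8715 to 25663 held 1 and 2. The H3K4me3 peak was in the unknown region on contig 2879 from 2235 to 4406. Of the unknown regions, contig 1204 from 66206 to 74905 and contig As523 from 36991 to 42099 each held 1 H3K9me3 and 2 H3K27me3 peaks.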

SUPPLEMENTARY NOTES

Supplementary Note 1: Genometric correlation analysis of DIP-seq datasets

To find out whether peaks are distributed non-randomly, we examined the statistical significance of genomic correlations between peak distribution and annotated genomic features. Since functional interactions often depend on spatial proximity between the reference feature and the density of query features relative to it, we used spatial correlations as a proxy for functional analysis ³⁷ (Supplementary Table 4, Supplementary Fig. 4). Genometric correlation analysis on annotated Av-ref scaffolds shows that 4mC peaks and TEs are non-uniformly distributed (p-value: 1.29E-13, Kolmogorov-Smirnov test), and that the query features (4mC peaks) are closer than expected to the reference features (TEs) (Jaccard and permutation test). In contrast, we find that 6mA peaks and TEs are more uniformly (randomly) distributed (p-value: 0.036, Kolmogorov-Smirnov test), and that 6mA peaks tend to be further away from TEs (permutation test). When gene annotations are used as reference points, both 4mC and 6mA modifications are uniformly distributed, but for 6mA peaks the distance from genes is consistently small, while for 4mC peaks the distance from genes tends to be larger (Jaccard and permutation test).

The distribution of 4mC and 6mA DIP-seq was similarly correlated in the AvL1 strain for its annotations (genes and TEs). Genometric correlation analysis on AvL1 showed that both modification peaks, 4mC and 6mA, have a small absolute positive correlation (p-value: 0.0083 and 0.0048, Kolmogorov-Smirnov test, respectively) (Supplementary Table 4, Supplementary Fig. 4) and are also closer than expected to TEs as reference features than to gene models (Jaccard and permutation test). Overall, correlation analyses on DIP-seq data in both Av-ref and Av-L1 suggest that DIP-seq 4mC marks are not uniformly distributed and have a preferential localization near TEs in both genomes.

Supplementary Note 2: In vitro activity and substrate specificity of N4CMT

We sought to find out whether recombinant N4CMT displays the expected in vitro activity, to evaluate its preference for different substrates. To this end, N4CMT was expressed in *E. coli*, partially purified by immobilized metal-affinity chromatography (Supplementary Fig. 9b,c), and used to methylate *E. coli* gDNA in 1x *M.Bam*HI buffer (NEB) supplemented with S-adenosylmethionine as a donor of methyl groups (Methods). Further, to check if pre-existing N6A- and C5-methyl groups could modulate the efficiency of N4C methylation, we used as substrates gDNA from five *E. coli* strains differing by genetic backgrounds with regard to methylation: Rosetta 2(DE3) and BL21(DE3) (both *dam*⁺ *dcm*⁻), derived from *E. coli* B, and three *E. coli* K12 derivatives (methyl-positive M28 (*dam*⁺ *dcm*⁺) and methyl-negative ER2738 (*dam*⁻ *dcm*⁻ *EcoK1*⁻) and ER2925 (*dam*⁻ *dcm*⁻)) (Supplementary Table 3). After incubation, samples and control DNAs were spotted on two identical membranes and probed with anti-4mC and anti-6mA antibodies, respectively; the latter served as an internal control and agreed with expectations from the genetic background of each strain (Fig. 3d; Supplementary Fig. 9h). Interestingly, *dam*⁺ *dcm*⁻ *E. coli* B derivatives displayed stronger signal than *dam*⁻ *dcm*⁻ and *dam*⁺ *dcm*⁺ strains, suggesting that pre-existing 6mA marks might facilitate 4mC addition, and that the presence of 5mC in the carbon ring of the cytosine may interfere with 4mC addition at the neighboring amino group. Activity in *E. coli* strains is summarized in Supplementary Table 9.

We also checked N4CMT for in vitro activity on dsDNA substrates (Supplementary Fig. 9f). The positive control (*M.Bam*HI-methylated pUC19) was readily detected with anti-N4mC antibodies. However, unmethylated pUC19 and pBluescript SK⁺, grown in the *dam*⁻ *dcm*⁻ background, acquired only barely detectable 4mC marks upon N4CMT treatment. A more favorable in vitro substrate was N4CMT itself, as inspection of AvL1 PacBio data revealed 4mC marks over its ORF, indicating that it serves as its own substrate in vivo. Indeed, PCR-amplified N4CMT_A and B fragments yielded 4mC signal in vitro, hinting at the possibility of self-regulation in vivo.

The inability of empty plasmids to serve as efficient substrates may be explained by the lack of cytosines in a rotifer sequence context favored by N4CMT. We performed in vitro assays on the ~460-bp tandem repeat from AvL1 DNA with high density of DNA modifications (see above; Supplementary Fig. 9d,e), reasoning that it would serve as an efficient substrate in vitro. The PCR primers, spanning 451 bp of the repeat, amplified 1, 2 and 3 repeat units, which were separately used as substrates. We also annealed two complementary oligonucleotides to form a 30-bp dsDNA fragment containing the cytosines modified with 100% efficiency in SMRT-seq data (Supplementary Fig. 9f; Supplementary Table 7). The 451-bp fragment indeed served as an efficient substrate in vitro (Supplementary Fig. 9f,g), although increasing the number of repeat units did not improve methylation efficiency (Supplementary Fig. 9i). However, the short 30-bp fragment failed to yield detectable signal, even when used in large amounts (Supplementary Fig. 9f). Another short G-rich substrate, made of annealed GT-rich repeat-containing complementary oligonucleotides (Supplementary Table 7), also

failed to acquire 4mC (not shown). In agreement with in vivo results, the SPPY→APPA catalytic mutants were unable to add 4mC to the 451-bp fragment, reconfirming the identity of catalytic residues in vitro and ruling out any co-purifying MTases (Fig. 3e). To test for 6mA addition, we used PCR-generated 405- and 589-bp fragments marked by 6mA in AvL1 SMRT-seq data (Supplementary Table 7). No 6mA was acquired upon incubation with N4CMT, suggesting that it lacks 6mA MTase activity (not shown).

We further dissected the 451-bp fragment into sub-fragments of 127 bp and 357 bp, to check whether they would serve as substrates (Supplementary Fig. 9e). While the 357-bp fragment was readily modified by N4CMT, the 127-bp fragment was not, perhaps due to minimal length requirements (Supplementary Fig. 9h,i). Alternatively, it may be that N4CMT, which underwent horizontal transfer from a prokaryote relatively recently on an evolutionary time scale in comparison with METTL4- or DNMT-like MTases, retains target specificity in its TRD and prefers one fragment over the other. In support of this idea, we identified a partially homologous 750-bp AvL1 tandem repeat, similarly associated with an *Athena* retroelement. Aligning it with a 481-bp tandem repeat from another AvL1 contig with high density of modifications, we defined a bipartite motif common to these repeat units (Supplementary Fig. 9d,e). We searched Av-ref and the sibling species *A. ricciae* for sequences homologous to the AvL1 460-bp repeat. In Av-ref, we identified 5 contigs with 174-, 482- and 660-bp tandem repeat units partially homologous to AvL1 repeat, all adjacent to *Athena-W1*; in *A. ricciae*, two contigs carried 6 and 11 units of a 490-bp tandem repeat 74% identical to AvL1, with the bipartite motif (Supplementary Fig. 9j).

Dividing the 451-bp fragment into two approximately equal parts (200 and 209 bp) yielded no detectable signals (Supplementary Fig. 9g), possibly due to insufficient fragment size. Since the positive sAvL1-357 bp fragment contains only one part of the bipartite motif, we tested a similarly sized PCR fragment (sAvL1-371 on Supplementary Fig. 9e) containing the other part of the motif. However, it was not methylated by N4CMT, suggesting that this part is not essential in vitro (Supplementary Fig. 9h), although it may play a role in vivo. Most importantly, insertion of short 97-bp or 119-bp fragments with the bipartite motif (Supplementary Fig. 9d,e) into pUC19, initially unable to act as a substrate, converted it into an efficient in vitro substrate (Supplementary Fig. 9g). Thus, an MTase of bacterial origin shows preference for certain recognition sequences, which might have served as its targets in the distant evolutionary past.

Supplementary Note 3: Gene transcription and DNA modifications

According to SMRT-seq, repetitive regions such as TEs or TRs attract the highest base modification density (Fig. 2g). Still, nearly one-half of tag counts originate from genic loci: a total of 10,928 4mC and 9,596 6mA methylation marks, representing ca. 52% and 54% of total 4mC and 6mA, respectively, lie within gene annotations. To examine the links between gene transcription and DNA methylation at base-level resolution, we compared AvL1 transcriptomic data for genes carrying one or more methylation marks in the SMRT-seq dataset (Supplementary Fig. 11a-c), distinguishing those with 1, 2, 3 or more marks (with 4mC and 6mA separately and combined). We used RPKM values to divide genes into subsets with higher ($\text{RPKM} \geq 1$) and lower ($\text{RPKM} < 1$) transcription levels, and to examine correlations with the number of methylation marks. In general, numbers of genes with methylated sites (4mC, 6mA or both combined) and higher RPKM (≥ 1) were significantly higher than those with equal methylation levels but lower RPKM (< 1). Further, although genes with > 3 6mA sites did not show significant differences ($p\text{-val} = 0.71$, χ^2 test for 40 and 33 genes for high and low RPKM respectively), the combined numbers for 4mC and 6mA were significant ($p\text{-val} = 3.02\text{e-}5$) (Supplementary Fig. 11c). Even though some of the methyl marks may be false positives, the observed difference between two gene categories suggested association between methyl marks and genes with higher transcription levels.

To uncover connections between gene methylation and transcription, we explored the occupancy of 4mC and 6mA near the TSS in genes. Regardless of the number of modified bases in gene body or in a 2-kb window upstream of TSS, methylated genes are consistently expressed at higher levels than unmethylated genes (Supplementary Fig. 11d). Notably, the 6mA occupancy shows a characteristic profile, i.e. a double peak, upstream of TSS, while 4mC does not (Supplementary Fig. 11e, right panel). Inspection of these patterns with cluster analysis (deepTools2 option `--kmeans` with `--outFileSortedRegions`) shows that they mainly originate from 1212 gene models carrying the double 6mA mark (ca. 260 bp and 750 bp upstream of TSS) and no significant accumulation of 4mC sites (Supplementary Fig. 11f). The increased 6mA deposition was corroborated by DIP-seq data, with a significant peak observed upstream of TSS for these 1212 genes (Supplementary Fig. 11g); a smaller 4mC DIP-seq peak was also visible further upstream. Comparison of expression levels for these 1212 genes shows that their transcription levels are higher than average (Supplementary Fig. 11h). We then checked their Av-ref homologs for similarity of methylation and expression profiles. After blastp search with 1212 AvL1 genes as queries, we obtained 929 *A. vago* homolog gene models, which not only show a similar DIP-seq peak profile (Supplementary Fig. 11i), but also had significantly higher than average expression levels (Supplementary Fig. 11j). Overall, SMRT-seq modification data agree well with DIP-seq profiles of homologous gene sets in two strains. These observations minimize the possibility of RNA-derived m⁶A signal and support the view that genic 6mA modifications, particularly near the TSS, are positively correlated with higher expression levels of the corresponding genes.

We also performed gene ontology (GO) analysis to find out whether specific gene categories are subject to modification. In AvL1, 66% of genes with 6mA SMRT-seq signature at TSS had annotated functions, which is comparable with 63% for all gene models (41,340 genes with GO annotations out of 65,934) (Source Data 1). Several GO categories showed significant differences between 6mA-methylated and unmethylated genes (two-sided Fisher's exact test), and the groups shared between Av-ref and AvL1 methylated genes were broad (metabolism, development, catalytic activity, biogenesis). Results were visualized in scatterplots generated with REVIGO ³⁸ (Supplementary Fig. 12). These findings are consistent with designation of 6mA as a developmentally dynamic mark ^{15,19,39}.

Haplotype-specific 6mA patterns were suggested to affect allele-specific transcription ²⁶. Since the AvL1 genome displays the same degenerate tetraploid structure as Av-ref, with 40% of the genome organized in quartets ^{28,29}, we searched for allele-specific DNA methylation patterns affecting homologs and/or ohnologs (homeologs). We defined collinear block regions in AvL1 (see Methods) and searched for inter-block differences in base modifications (SMRT-seq) and in transcription levels ($\log_2$ RPKM). Initial inspection suggested that any inter-block transcription differences (Supplementary Fig. 10b) originated from blocks with broken collinearity (i.e., when blocks could not be aligned without rearrangements). Upon comparing the number of base modifications between homologous blocks, only a few cases showed disparity in modified bases (Supplementary Fig. 10c). Out of 28705 pairs in AvL1, with 25619 defined as collinear and 3086 with broken collinearity, 615 and 59 show difference in SMRT-seq methylation of two or more marks (square root of base modification difference) for collinear and broken pairs, respectively. To establish if collinearity (collinear or broken) and difference in methylation between blocks are independent, χ^2 test was performed using the categories of pairs without base modification difference (value 0 for 16000 collinear pairs vs. 1743 broken pairs) and pairs with any difference (value ≥ 1 in 17611 collinear pairs vs. 1343 broken pairs). The test showed that proportions between both categories are not fully independent, with some association between collinearity and methylation level difference between pairs (χ^2 test, p-val = 3.57E-21).

Finally, we analyzed the remaining AvL1 genomic regions lacking *ab initio* annotations but still displaying significant methylation density. Genomic regions without gene models or annotated TEs/TRs were extracted, and each region was examined for the presence of 4mC and/or 6mA detected by SMRT analysis. Contigs with methyl marks were inspected for coverage with Illumina, PacBio and RNA-seq reads, and showed a lack of transcriptomic coverage, indicating transcriptionally silent regions (Supplementary Fig. 7f; Supplementary Table 11). Regions covered by methyl marks were extracted and used in BLAST searches to detect homology to known genes or TEs. From a final set of 36 AvL1 loci with significant numbers of 4mC and/or 6mA sites (>10 tags), the analysis revealed one under-annotated tandem repeat, two ITS regions and 17 regions with homology to TEs (12 from combined *Adineta* TE libraries and 5 from Repbase), indicating that one-half of the extensively methylated, transcriptionally silenced regions represents under-annotated TEs.

Supplementary Note 4: Methylomes and small RNAs

The exceptionally low TE content and diversified small RNA (sRNA) silencing machinery in bdelloids, averaging 20 Piwi/Ago and 30 RdRP variants, implies tight controls on TE proliferation via efficient silencing^{28,31}. In *A. vaga*, virtually every active TE family displays coverage by pi-like RNAs, which is correlated with low transcriptional activity⁴⁰. Indeed, we find that the significant overlap between TEs and heterochromatin, as defined by H3K9me3 and H3K27me3 depositions shown in Fig. 4b,d, is paralleled by an overlap between TEs and sRNAs aligned to Av-ref (Supplementary Fig. 13a; Methods). We thus analyzed sRNA association with histone marks and with 4mC/6mA DIP-seq peaks. Relative fold excess of sRNA is evident at heterochromatic H3K9me3 and H3K27me3 peaks and extends into nearby regions; in contrast, sRNA enrichment is low within H3K4me3 peaks, which mark active genes (Supplementary Fig. 13b). Comparison of sRNA vs DIP-seq peaks for 4mC/6mA shows enrichment within DIP-seq peaks, with 4mC peaks having higher relative fold enrichment than 6mA (Supplementary Fig. 13c). To estimate the proportion of DIP-seq peaks contributing to each sRNA profile, we clusterized the peaks with the k-means algorithm, sorting by sRNA coverage (deepTools2 option --kmeans --outFileSortedRegions), which showed that ~25% and ~15% of 4mC and 6mA peaks, respectively, display small RNA enrichment. The overlap between sRNA and DIP-seq peaks is localized to the peak area, while sRNA enrichment at heterochromatic ChIP-seq peaks extends further into adjacent sequences, which may indicate spreading. Although the exact pathways linking piRNAs to histone and DNA methylation layers remain to be defined, the highly diversified set of PIWI proteins may serve as connectors to both epigenetic layers.

SUPPLEMENTARY DISCUSSION

Base modification, primarily in the form of methylation, constitutes an important facet of epigenetics due to the covalent nature of its linkage to DNA. In eukaryotes, the archetypal 5mC modification dominates the epigenetic landscape, and its distribution patterns are established by concerted action of writers, readers and erasers of epigenetic marks. Eukaryotic maintenance and *de novo* MTases *Dnmt1* and *Dnmt3* act together with demethylases to set the levels of CpG methylation^{41,42}, and may have been doing so since the divergence of plants and animals⁴³ (but see⁴⁴). In bacteria, the most widespread DNA modifications added by amino-MTases of R-M systems modify the exocyclic amino groups of adenines and cytosines, with 5mC constituting a distant third⁴⁵ because of high incidence of 5mC→T transitions prone to deamination. The 6mA modification is widespread in eukaryotes, although its role is still controversial, especially when its levels are close to detection limits⁴⁶⁻⁴⁹, and may eventually be settled only upon unambiguous identification of the underlying enzymatic machinery. Our initial assessment of the *A. vanga* methylome broadly agrees with the view of 6mA as a dynamic context-dependent mark, which is associated with higher expression in a subset of genes but is also found over repressed TEs.

The overall level of 4mC in *A. vanga*, as revealed by SMRT-seq, amounted to 0.065% of cytosines, while the somewhat lower 6mA content (0.024% of adenines) is much higher than the reported 6mA levels in *X. laevis* or mouse, which are close to background values²⁷, and is comparable to values reported for *C. elegans*, *Drosophila*, and plants (Supplementary Table 1). Lower 6mA levels are not surprising, as this mark is dynamic and can be modulated in a tissue- and stage-specific fashion by balancing activities of N6A-MTases and AlkB-like demethylases, with several candidates present in bdelloids. Indeed, a higher fraction of 4mC may be due to the lack of enzymes responsible for active cytosine demethylation, such as TET or potential homologs of bacterial R-M enzymes recognizing 4mC (Supplementary Table 2). Notably, both 4mC and 6mA sites show an asymmetric pattern, in contrast to symmetrical MTases, such as *Dnmt1* in mammals or N6A-MTases of ciliates and early-diverging fungi, which act on hemi-methylated DNA^{6,12,50}. The lack of maintenance MTases acting on symmetric motifs implies that methyl marks should be added *de novo* after DNA replication in order to be maintained at specific sites.

Interestingly, the preferred symmetrical dinucleotide for 4mC addition (CpG) coincides with that of canonical C5-MTases, although the asymmetric CpA is also frequently utilized. This agrees with higher similarity of N4CMT to bacterial MTases with a CG doublet in their recognition motif, suggesting that recognition by TRD may contribute to target choices. For 6mA addition, the asymmetric ApG or GpA are the preferred sites, as in other metazoans with similar 6mA content

(Supplementary Table 1). Symmetrical 6mA addition to ApT dinucleotides occurs in green algae, ciliates, and early-diverging fungi, where it is associated with actively transcribed genes and with linker DNA between nucleosomes^{4,6,7,12}. The sequence context of methylation sites may further contribute to recognition of methyl marks by various readers, often resulting in opposite transcriptional effects, as shown for 5mC or 6mA²².

It is hardly a coincidence that N4CMT is most closely related to MTases of cyanophages rather than bacteria. Indeed, phage-borne orphan MTases, in addition to being prone to horizontal spread, may be under evolutionary pressure to broaden their sequence specificity to protect the phage from multiple bacterial R-M systems⁵¹. An MTase with strict target specificity is unlikely to cover a broad range of epigenetic targets, limiting its regulatory potential, and would benefit from reduced sequence specificity while acquiring chromatin-based targeting. The intrinsic N4CMT target preference adds an intriguing twist to this view. 

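On the AvL1 contigs with tandem repeats drawn in Supplementary Fig. 7a, H3K9me3 and H3K27me3 peaks were present, with stretches between them that held no peak of either mark. On contig As1882 the longest such stretch ran over 6168 bp from 15498 to 21665, and the contig held 5 H3K9me3 and 9 H3K27me3 peaks outside it. On contig As785 it ran from 12533 to 25492. Among the Av-ref scaffolds of Supplementary Fig. 7b, scaffold Av588 held 23 H3K9me3 and 71 H3K27me3 peaks and scaffold Av660 held 28 and 71, with longest stretches without a peak of 7539 and 6315 bp. Stretches of this kind were not particular to contigs drawn for tandem repeats, since the longest had 12047 bp on contig As2820, 11894 bp on contig As1508 and 22398 bp on contig As523. Scaffold Av14 held 25 H3K9me3 peaks, all from 766753 to 824655, and 42 H3K27me3 peaks, of which 1 lay from 106556 to 106865 and the others from 766802 to 824737. Its 23 H3K4me3 peaks lay from 29883 to 713554. No peak of any mark was called on scaffold Av1168. The positions of the repeats were not joined to the peaks here.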

While this preference is seen in our in vitro assays and is manifested in vivo as high-density SMRT modification regions, these regions do not show an increased density of H3K9/27me3 histone marks over modified TRs (Supplementary Fig. 7a). In *C. elegans*, a SETDB1 homolog met-2 adds H3K9me2 marks to suppress transcription of satellite repeats, which in *met-2* null worms yield DNA-RNA hybrids and trigger DNA damage-induced germline lethality⁵². Although investigations of DNA damage are outside the scope of the present work, future studies may uncover additional pathways involving chromodomain-independent N4CMT activity targeting 4mC to silence satellite repeats. Indeed, the 460-bp repeat in AvL1 is fully silenced, as our qRT-PCR experiments failed to yield PCR products. It is possible that N4CMT was initially recruited by the bdelloid ancestor through its ability to recognize specific sequence motifs, and entered the epigenetic system only later, upon acquisition of the chromodomain and evolution of 4mC preference by a subset of SETDB1 paralogs.

It also remains to be seen whether H3K9me and H3K27me exhibit spatial and functional overlap in bdelloids, as in ciliates^{53,54}, or are separated in space/time, with such studies being impeded by syncytial organization. Although in *Drosophila* and mammals H3K9 denotes constitutive and H3K27 - facultative heterochromatin, and the relevant enzymatic machinery is represented by SUV39H, G9a and SETDB1 homologs for H3K9 and the EZH-containing Polycomb repressive complex 2 for H3K27, the lack of SUV39H-like and G9a-like proteins in bdelloids may indicate their replacement with diversified SETDB1 paralogs for H3K9 methylation, and supports a facultative, bivalent nature of their heterochromatin, as indicated by triple Tudor domains in SETDB1 which recognize a combination of active and repressive histone marks to ensure silencing⁵⁵.

SUPPLEMENTARY REFERENCES

1. Sullivan, M.J., Petty, N.K. & Beatson, S.A. Easyfig: a genome comparison visualizer. *Bioinformatics* **27**, 1009-1010 (2011).
2. West, P.T., Probst, A.J., Grigoriev, I.V., Thomas, B.C. & Banfield, J.F. Genome-reconstruction for eukaryotes from complex natural microbial communities. *Genome Res* **28**, 569-580 (2018).
3. Jumper, J. *et al.* Highly accurate protein structure prediction with AlphaFold. *Nature* **596**, 583-589 (2021).
4. Wang, Y., Chen, X., Sheng, Y., Liu, Y. & Gao, S. N6-adenine DNA methylation is associated with the linker DNA of H2A.Z-containing well-positioned nucleosomes in Pol II-transcribed genes in *Tetrahymena*. *Nucleic Acids Res* **45**, 11594-606 (2017).
5. Luo, G.Z. *et al.* N(6)-methyldeoxyadenosine directs nucleosome positioning in *Tetrahymena* DNA. *Genome Biol* **19**, 200 (2018).
6. Beh, L.Y. *et al.* Identification of a DNA N6-adenine methyltransferase complex and its impact on chromatin organization. *Cell* **177**, 1781-96 (2019).
7. Fu, Y. *et al.* N6-methyldeoxyadenosine marks active transcription start sites in *Chlamydomonas*. *Cell* **161**, 879-92 (2015).
8. Liang, Z. *et al.* DNA N(6)-adenine methylation in *Arabidopsis thaliana*. *Dev Cell* **45**, 406-416.e3 (2018).
9. Zhou, C. *et al.* Identification and analysis of adenine N(6)-methylation sites in the rice genome. *Nat Plants* **4**, 554-563 (2018).
10. Zhang, Q. *et al.* N(6)-methyladenine DNA methylation in japonica and indica rice genomes and its association with gene expression, plant development, and stress responses. *Mol Plant* **11**, 1492-1508 (2018).
11. Chen, H. *et al.* Phytophthora methylomes are modulated by 6mA methyltransferases and associated with adaptive genome regions. *Genome Biol* **19**, 181 (2018).
12. Mondo, S.J. *et al.* Widespread adenine N6-methylation of active genes in fungi. *Nat Genet* **49**, 964-8 (2017).
13. Dabe, E.C., Sanford, R.S., Kohn, A.B., Bobkova, Y. & Moroz, L.L. DNA methylation in basal metazoans: Insights from ctenophores. *Integr Comp Biol* **55**, 1096-110 (2015).
14. Greer, E.L. *et al.* DNA methylation on N6-adenine in *C. elegans*. *Cell* **161**, 868-78 (2015).
15. Zhang, G. *et al.* N6-methyladenine DNA modification in *Drosophila*. *Cell* **161**, 893-906 (2015).
16. Falckenhayn, C. *et al.* Comprehensive DNA methylation analysis of the *Aedes aegypti* genome. *Sci Rep* **6**, 36444 (2016).
17. Wang, X. *et al.* DNA methylation on N6-adenine in lepidopteran *Bombyx mori*. *Biochim Biophys Acta Gene Regul Mech* **1861**, 815-25 (2018).
18. Liu, J. *et al.* Abundant DNA 6mA methylation during early embryogenesis of zebrafish and pig. *Nat Commun* **7**, 13052 (2016).
19. Koziol, M.J. *et al.* Identification of methylated deoxyadenosines in vertebrates reveals diversity in DNA modifications. *Nat Struct Mol Biol* **23**, 24-30 (2016).
20. Wu, T.P. *et al.* DNA methylation on N(6)-adenine in mammalian embryonic stem cells. *Nature* **532**, 329-33 (2016).
21. Yao, B. *et al.* DNA N6-methyladenine is dynamically regulated in the mouse brain following environmental stress. *Nat Commun* **8**, 1122 (2017).
22. Kweon, S.-M. *et al.* An adversarial DNA N6-methyladenine-sensor network preserves Polycomb silencing. *Mol Cell* **74**, 1138-47 (2019).
23. Kigar, S.L. *et al.* N(6)-methyladenine is an epigenetic marker of mammalian early life stress. *Sci Rep* **7**, 18078 (2017).
24. Xiao, C.-L. *et al.* N6-methyladenine DNA modification in the human genome. *Mol Cell* **71**, 306-18 (2018).
25. Xie, Q. *et al.* N6-methyladenine DNA modification in glioblastoma. *Cell* **175**, 1228-1243.e20 (2018).
26. Pacini, C.E., Bradshaw, C.R., Garrett, N.J. & Koziol, M.J. Characteristics and homogeneity of N6-methylation in human genomes. *Sci Rep* **9**, 5185 (2019).
27. Douvlataniotis, K., Bensberg, M., Lentini, A., Gylemo, B. & Nestor, C.E. No evidence for DNA N (6)-methyladenine in mammals. *Sci Adv* **6**, eaay3335 (2020).
28. Flot, J.F. *et al.* Genomic evidence for ameiotic evolution in the bdelloid rotifer *Adineta vaga*. *Nature* **500**, 453-7 (2013).
29. Vakhrusheva, O.A. *et al.* Genomic signatures of recombination in a natural population of the bdelloid rotifer *Adineta vaga*. *Nat Commun* **11**, 6421 (2020).

30. Nowell, R.W. *et al.* Comparative genomics of bdelloid rotifers: Insights from desiccating and nondesiccating species. *PLOS Biology* **16**, e2004830 (2018).
31. Nowell, R.W. *et al.* Evolutionary dynamics of transposable elements in bdelloid rotifers. *eLife* **10**, e63194 (2021).
32. Franch-Gras, L. *et al.* Genomic signatures of local adaptation to the degree of environmental predictability in rotifers. *Sci Rep* **8**, 16051 (2018).
33. Kim, H.S. *et al.* The genome of the freshwater monogonont rotifer *Brachionus calyciflorus*. *Mol Ecol Resour* **18**, 646-55 (2018).
34. Park, J.C. *et al.* The genome of the marine rotifer *Brachionus koreanus* sheds light on the antioxidative defense system in response to 2-ethyl-phenanthrene and piperonyl butoxide. *Aquat Toxicol* **221**, 105443 (2020).
35. Kang, H.M. *et al.* The genome of the marine monogonont rotifer *Brachionus rotundiformis* and insight into species-specific detoxification components in *Brachionus* spp. *Comp Biochem Physiol Part D Genomics Proteomics* **36**, 100714 (2020).
36. Blommaert, J., Riss, S., Hecox-Lea, B., Mark Welch, D.B. & Stelzer, C.P. Small, but surprisingly repetitive genomes: transposon expansion and not polyploidy has driven a doubling in genome size in a metazoan species complex. *BMC Genomics* **20**, 466 (2019).
37. Favorov, A. *et al.* Exploring massive, genome scale datasets with the GenometriCorr package. *PLoS Comput Biol* **8**, e1002529 (2012).
38. Supek, F., Bošnjak, M., Škunca, N. & Šmuc, T. REVIGO summarizes and visualizes long lists of gene ontology terms. *PLoS One* **6**, e21800 (2011).
39. Li, Z. *et al.* N6-methyladenine in DNA antagonizes SATB1 in early development. *Nature* **583**, 625-630 (2020).
40. Rodriguez, F. & Arkhipova, I.R. Multitasking of the piRNA silencing machinery: Targeting transposable elements and foreign genes in the bdelloid rotifer *Adineta vaga*. *Genetics* **203**, 255-68 (2016).
41. Williams, B.P. & Gehring, M. Stable transgenerational epigenetic inheritance requires a DNA methylation-sensing circuit. *Nat Commun* **8**, 2124 (2017).
42. Greenberg, M.V.C. & Bourc'his, D. The diverse roles of DNA methylation in mammalian development and disease. *Nat Rev Mol Cell Biol* **20**, 590-607 (2019).
43. Jurkowski, T.P. & Jeltsch, A. On the evolutionary origin of eukaryotic DNA methyltransferases and Dnmt2. *PLoS One* **6**, e28104 (2011).
44. Bewick, A.J. *et al.* Diversity of cytosine methylation across the fungal tree of life. *Nat Ecol Evol* **3**, 479-490 (2019).
45. Blow, M.J. *et al.* The epigenomic landscape of prokaryotes. *PLOS Genetics* **12**, e1005854 (2016).
46. Heyn, H. & Esteller, M. An adenine code for DNA: A second life for N6-methyladenine. *Cell* **161**, 710-3 (2015).
47. Luo, G.Z. & He, C. DNA N(6)-methyladenine in metazoans: functional epigenetic mark or bystander? *Nat Struct Mol Biol* **24**, 503-506 (2017).
48. Schiffers, S. *et al.* Quantitative LC-MS provides no evidence for m6dA or m4dC in the genome of mouse embryonic stem cells and tissues. *Angew Chem Int Ed Engl* **56**, 11268-11271 (2017).
49. Lentini, A. *et al.* A reassessment of DNA-immunoprecipitation-based genomic profiling. *Nat Methods* **15**, 499-504 (2018).
50. Edwards, J.R., Yarychivska, O., Boulard, M. & Bestor, T.H. DNA methylation and DNA methyltransferases. *Epigenetics Chromatin* **10**, 23 (2017).
51. Murphy, J., Mahony, J., Ainsworth, S., Nauta, A. & van Sinderen, D. Bacteriophage orphan DNA methyltransferases: insights from their bacterial origin, function, and occurrence. *Appl Environ Microbiol* **79**, 7547-55 (2013).
52. Padeken, J. *et al.* Synergistic lethality between BRCA1 and H3K9me2 loss reflects satellite derepression. *Genes Dev* **33**, 436-451 (2019).
53. Zhao, X. *et al.* RNAi-dependent Polycomb repression controls transposable elements in *Tetrahymena*. *Genes Dev* **33**, 348-364 (2019).
54. Frapporti, A. *et al.* The Polycomb protein Ezh1 mediates H3K9 and H3K27 methylation to repress transposable elements in *Paramecium*. *Nat Commun* **10**, 2710 (2019).
55. Jurkowska, R.Z. *et al.* H3K14ac is linked to methylation of H3K9 by the triple Tudor domain of SETDB1. *Nat Commun* **8**, 2057 (2017).

# Supplementary material for: Bacterial N4-methylcytosine as an epigenetic mark in eukaryotic DNA
**Source:** Nat Commun. 2022 Feb 28;13:1072. doi: 10.1038/s41467-022-28471-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**DESCRIPTION OF ADDITIONAL SUPPLEMENTARY FILES**

File name: **Supplementary Data 1-4** (provided as sheets S1-S4 in a single .XLSX file)

**Supplementary Data 1**. Amino acid sequences of bdelloid N4CMT and Type II subtype β bacterial methyltransferases, with accession numbers from Genbank or REBASE (.fasta format).

**Supplementary Data 2**. Amino acid sequences of SETDB1 proteins from the phylum Rotifera and three representative protostome phyla, with Genbank accession numbers (.fasta format).

**Supplementary Data 3**. MBD- and SET-domain containing proteins in *A. vaga* Av-ref, with Genbank scaffold numbers and protein IDs from Genoscope (.fasta format).

**Supplementary Data 4**. Contigs with residual bacterial sequence joined to AvL1 DNA (.gff format).

File name: **Supplementary Movie** (MP4 file)

**Feeding bdelloid rotifer *Adineta vaga* isolate L1 under polychromatic polarization microscope (video credit: Michael Shribak and Irina Yushenova, Marine Biological Laboratory).**

File name: **Source Data 1**

Description: **Gene ontology analysis of methylated and unmethylated genes** (.XLSX file).

File name: **Source Data 2**

Description: **Source data for bdelloid LINE/Piwi/Ago content and AvMBD protein binding experiments in Fig. 6c-e**  (.XLSX file).

File name: **Reporting Summary**

Description: **Nature Research Reporting Summary Form**

# Supplementary material for: Bacterial N4-methylcytosine as an epigenetic mark in eukaryotic DNA
**Source:** Nat Commun. 2022 Feb 28;13:1072. doi: 10.1038/s41467-022-28471-w
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection For sequencing data collection and processing, manufacturer's software provided by the Illumina and Pacific Biosciences platforms was used: Casava v 1.8.2. Illumina. <https://support.illumina.com/downloads.html>
bcl2fastq software v2.20 Illumina. https://support.illumina.com/sequencing/sequencing_software/bcl2fastq-conversion-software.html
SMRT Analysis Software v2.3.0 Pacific Biosciences. <https://www.pacb.com/>

Data analysis add_kaks_to_MCSanX.pl v1.0, R. Nowell, Imperial College. <https://zenodo.org/record/891288>
anvi'o v 2.3.2. Eren, et al. 2015. <https://merenlab.org/software/anvio/>
bedtools v2.27.1 Quinlan and Hall 2010. <https://bedtools.readthedocs.io>
blast+ v2.10.1. Camacho, et al. 2009. <https://ftp.ncbi.nlm.nih.gov/blast/executables/blast/>
blasr v1.3.1 Chaisson and Tesler 2012. <https://github.com/PacificBiosciences/blasr>
Bowtie v1.1.0 Langmead, et al. 2009. <http://bowtie-bio.sourceforge.net>
Bowtie2 v2.2.5 Langmead and Salzberg 2012. <http://bowtie-bio.sourceforge.net/bowtie2/index.shtml>
BRAKER v2.1.2 Hoff, et al. 2019. <https://github.com/Gaius-Augustus/BRAKER>
Circos v0.69-6 Krzywinski, et al. 2009. <http://circos.ca/software/>
cutadapt v1.9.2 Martin 2011. <https://cutadapt.readthedocs.io/en/stable/>
deepTools v3.1.3 Ramirez, et al. 2016. <https://deeptools.readthedocs.io>
FASTX v0.0.13 Toolkit Hannon lab (CSHL). http://hannonlab.cshl.edu/fastx_toolkit/
GOseq v1.46.0. Young MD, et al. 2010. <https://bioconductor.org/packages/release/bioc/html/goseq.html>
HmmerWeb version 2.41.2 Eddy 2011. <https://www.ebi.ac.uk/Tools/hmmer/search/hmmsearch>
HOMER Tools v4.11 Heinz, et al. 2010. <http://homer.ucsd.edu>
HTSeq-count v0.6.1 Anders, et al. 2015. <https://htseq.readthedocs.io>
IQTREE v1.6.11 Trifinopoulos, et al. 2016. <http://www.iqtree.org/release/v1.6.11>
ImageQuant TL v.8.1, Cytiva/VWR. <https://us.vwr.com/store/product/25990402/imagequant-tl-8-1-cytiva-formerly-ge-healthcare-life-sciences>
Image Studio™ Lite 5.2.5 software, LI-COR. <https://www.licor.com/bio/image-studio-lite/>

MACS v1.3 Zhang, et al. 2008. <http://liulab.dfci.harvard.edu/MACS/>
 MACS2 v2.1.0 Zhang, et al. 2008. <https://github.com/jsh58/MACS>
 MCSscanX v0.8 Wang, et al. 2012. <http://chibba.pgml.uga.edu/mcscan2/>
 MEME-CHIP v5.4.1 Ma, et al. 2014. <http://meme-suite.org/tools/meme-chip>
 MUSCLE v3.8.31 Edgar, 2004. https://drive5.com/muscle/downloads_v3.htm
 PBJelly v15.8.24 English et al. 2012. <https://sourceforge.net/projects/pb-jelly/>
 RepeatMasker v4.0.7 Smit, et al. 2015. <http://www.repeatmasker.org/>
 REVIGO web based. Supek, et al. 2011. <http://revigo.irb.hr/>
 SMRT Analysis Software v2.3.0 PacBio. <https://www.pacb.com/>
 Tophat v2.1.1 Kim, et al. 2013. <https://ccb.jhu.edu/software/tophat>
 Tandem Repeats Finder v4.09 Benson 1999. <https://tandem.bu.edu/trf/trf.html>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequences obtained in this study were deposited under BioProject PRJNA558051 [<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA558051>] (SRA accession Nos. SRR9886612, SRR9900832-45 for individual SMRT cells).
 Avaga_MBL_L1 genome was deposited under accession No. JAGENE000000000 [<https://www.ncbi.nlm.nih.gov/nucleotide/JAGENE000000000>]. The version described in this paper is version JAGENE010000000. Its accession number is GCA_021403095.1 in the NCBI Assembly database [https://www.ncbi.nlm.nih.gov/assembly/GCA_021403095.1].
 ChIP-seq, MeDIP-seq and RNA-seq data generated in this study have been deposited in the GEO database under accession No. GSE140049 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140049>], GSE140050 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140050>], GSE140051 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140051>] and GSE140052 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140052>].
 All materials are freely available to interested researchers upon request, without restrictions.
 Custom scripts are available through the GitHub page (<https://github.com/cascoamarillo/epigenetics>).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For comparison between rotifer species, we used all sequenced isolates available in GenBank for each species. For 4 strains, two assemblies obtained using different methods were treated as technical replicates; otherwise, each strain was considered a biological replicate. For quantitative analysis of DNA-protein binding efficiency in competition experiments, gel mobility shift assays were performed five times using a range of concentrations indicated in the text; all experiments showed higher competition efficiency for 4mC-methylated DNA.
Data exclusions	No data were excluded, everything is available in the Source Data files.
Replication	Immuno-dot-blots were replicated five times using several substrate concentrations with 6mA serving as an internal control and with positive and negative substrate controls for each experiment, with all experiments presented in a source data file. Methylated DNA loci showed good agreement when using orthogonal methods such as MeDIP-seq and SMRT-seq. In competition experiments with the methyl-binding domain variant, all attempts at replication were successful.
Randomization	No comparisons were made between experimental groups
Blinding	No group allocations were performed and therefore blinding was not relevant.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Rabbit polyclonal ChIP-seq grade affinity-purified anti-H3K4me3 Diagenode C15410003 <https://www.diagenode.com/en/p/h3k4me3-polyclonal-antibody-premium-sample-size-10-ug> Lot No. A1052D
 Rabbit polyclonal ChIP-seq grade affinity-purified anti-H3K9me3 Diagenode C15410056 <https://www.diagenode.com/en/p/h3k9me3-polyclonal-antibody-classic-sample-size-10-ug> Lot No. A1675-001P
 Rabbit polyclonal ChIP-seq grade affinity-purified anti-H3K27me3 Diagenode C15410195 <https://www.diagenode.com/en/p/h3k27me3-polyclonal-antibody-premium-sample-size-10-ug> Lot No. A1811-001P
 Rabbit primary anti-4mC from Dr. Ian Murray (NEB): Kong, H. et al. Functional analysis of putative restriction-modification system genes in the *Helicobacter pylori* J99 genome. *Nucl Acids Res* 28, 3216-23 (2000).
 Rabbit primary anti-4mA from Dr. Ian Murray (NEB): Kong, H. et al. Functional analysis of putative restriction-modification system genes in the *Helicobacter pylori* J99 genome. *Nucl Acids Res* 28, 3216-23 (2000).
 Monoclonal His Tag Antibody. Aviva Systems Biology. Cat # OAEA00010. Clone HIS.H8. Isotype IgG2b. Lot #01014. <https://www.avivasysbio.com/his-tag-antibody-oaea00010.html>
 S•Tag™ Monoclonal Antibody. Sigma-Aldrich. Cat # 71549-3. Mouse Isotype IgG2b. Lot #D00145366. https://www.emdmillipore.com/US/en/product/STag-Monoclonal-Antibody,EMD_BIO-71549
 Goat anti-mouse IgG-HRP. Santa Cruz Biotechnology. Cat # sc-2005. Lot #G3114. <https://www.scbt.com/p/goat-anti-mouse-igg-hrp>
 Goat anti-rabbit-HRP antibody, MilliporeSigma, Cat. # A0545. <https://www.sigmaaldrich.com/US/en/product/sigma/a0545>

Validation

Premium ChIP-seq grade affinity-purified rabbit polyclonal antibodies, raised against synthetic peptides with the corresponding trimethylated lysines, according to the manufacturer display a wide range of species reactivity including vertebrates, *Drosophila*, *C. elegans* and plants, and have been validated by ChIP-seq, IF, Western blotting, and ELISA (as described on the Diagenode websites above). The H3 N-terminal residues 1-31 display 100% identity between *A. vago* and humans, and no cross-reactivity of K9/K27 was observed in human peptide arrays spanning the identical aa sequence (Diagenode). Each antibody was tested in our laboratory by Western blotting prior to use in ChIP-seq experiments. Anti-4mC and anti-4mA antibodies were assayed for specificity by immunodot-blotting using the control unmethylated, 4mC-methylated and 6mA-methylated bacterial DNA, as well as 5mC-methylated human DNA. Before Western blotting of recombinant proteins, optimal working dilution for His tag, S•Tag and anti-mouse IgG-HRP antibodies were determined by titration test, according to manufacturers' guidelines.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Freshwater invertebrates: *Adineta vaga* (Rotifera; Bdelloidea), strains Av-ref (established from single egg in 1995) and AvL1 (established from single egg in 2013), maintained as laboratory cultures, all-female

Wild animals

The study did not involve wild animals

Field-collected samples

The study did not involve samples collected from the field

Ethics oversight

No ethical approval or guidance is required for microscopic invertebrate animals

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140052>

Files in database submission

Av11-H3K4_peaks.bed, Av11-H3K9_peaks.bed, Av11-H3K27_peaks.bed, Av-H3K4_peaks.bed, Av-H3K9_peaks.bed, Av-H3K27_peaks.bed, Av11-H3K4_S5_R1_001.fastq.gz, Av11-H3K9_S6_R1_001.fastq.gz, Av11-H3K27_S7_R1_001.fastq.gz,

Genome browser session<br>(e.g. UCSC)	Av11-Input_S8_R1_001.fastq.gz, Av-H3K4_S1_R1_001.fastq.gz, Av-H3K9_S2_R1_001.fastq.gz, Av-H3K27_S3_R1_001.fastq.gz, Av-Input_S4_R1_001.fastq.gz
	N/A

Methodology

Replicates	For each strain, immunoprecipitated DNA was sequenced along with DNA input control; histone methylation in two strains showed highly similar patterns.
Sequencing depth	total reads (Million) per experiment: Av11-H3K4_S5_R1_001.fastq (16.8M), Av11-H3K9_S6_R1_001.fastq (12.9M), Av11-H3K27_S7_R1_001.fastq (15.5M), Av11-Input_S8_R1_001.fastq (24.3M), Av-H3K4_S1_R1_001.fastq (23.1M), Av-H3K9_S2_R1_001.fastq (12.7M), Av-H3K27_S3_R1_001.fastq (19.5M), Av-Input_S4_R1_001.fastq 16.5M. Sequenced on Illumina NextSeq 500 for 75 bp single-end High-Throughput
Antibodies	Rabbit anti-H3K4me3 Diagenode Cat. #15410003, Rabbit anti-H3K9me3 Diagenode Cat. #15410056, Rabbit anti-H3K27me3 Diagenode Cat. #15410195, 1 µg each
Peak calling parameters	MACS2 was used with default settings for peak calling
Data quality	21067 peaks were at 1E-2 p-value cutoff and above 5 fold enrichment
Software	MACS2 (Zhang et al., 2008)

How the deposited data were processed for this re-analysis (not part of the article)

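ChIP-seq of H3K4me3, H3K9me3 and H3K27me3 was analysed in 2 strains of *A. vaga*, Av-ref and AvL1, from 6 peak lists, 1 per mark and strain. The series holds 8 samples, of which 2 are input libraries, which entered no count here. The labels name the reference strain by another name, which was taken to be Av-ref, whose scaffold names its lists use.

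The authors trimmed the reads with cutadapt 1.9.2, mapped them with bowtie2 2.2.5 at default parameters and called peaks with MACS2 2.1.0 at default parameters, separately in each library. The submitters' processing notes name CASAVA 1.8.2 and cutadapt 1.9.2, and also Bowtie2 and MACS2. The paper's Reporting Summary also gives a p-value threshold and a 5-fold enrichment for the peaks. The deposited lists give the contig, start, end, name and score of each peak. The score is the authors' own, a whole number per peak whose definition is not given in the sources used here, and it was not compared as a level between lists. Peak names in the H3K9me3 and H3K27me3 lists of AvL1 contain the word noctrl, and numbers are missing from their series of names, 124 and 171 of them. What control was used for these lists is not given in the sources used here. Read counts per peak were not used here, and how the values depend on the depth was not tested. All positions are counted from 1 and refer to the scaffolds of the Av-ref assembly or the contigs of the AvL1 assembly, as named in the lists. Contigs drawn by the paper keep its names, with As for AvL1 and Av for Av-ref.

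Overlaps were counted in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and bedtools 2.31.1 was used to check the counts on simulated lists. A peak of the first mark counted once if it shared at least 1 bp with any peak of the second mark of the same strain. Shares have Wilson 95% intervals, which cover counting error only. For the comparison with chance, each peak of the first list was put at a random start on its own contig, with its width kept, in 1000 placements. Contig lengths were taken as the furthest peak end in the 3 lists of a strain, since no assembly of this build was used here. This makes contigs too short by an unknown amount and raises the number of overlaps expected by chance. Positions within 1 library are not replicates, so the range of the placements is given and no p-value. Peaks were placed independently of each other, which breaks up clusters and makes that range narrower than clustered peaks would give. Domains are H3K9me3 and H3K27me3 peaks of a strain joined when 1 kb or less apart. The 36 regions of Supplementary Table 11 were placed at random in the same way over the contigs with peaks, weighted by length, and regions classed as TE and unknown were compared with a two-sided Fisher's exact test. Peaks on the 13 contigs of Supplementary Data 4 were compared with the number expected from their length and the effective genome size of the Methods, with exact Poisson intervals.

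The overlap count was tested on simulated data. Lists with planted overlaps gave the planted counts and those of bedtools. In 20 simulated lists with the widths of the 1902 H3K9me3 peaks of Av-ref, placed at random against its 4630 H3K27me3 peaks, the ratio of observed to placed overlaps was 0.999 on average (range 0.965 to 1.03). With the 1205 and 2378 peaks of AvL1 it was 0.997 (0.931 to 1.14). The simulated lists were made by the same placement rule, so these ratios check the calculation only. They do not show how the placements perform for clustered peaks.

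The regions named in the text follow a rule set before the data were examined. They are every contig drawn or named by the paper in Fig. 4h, Supplementary Figs. 7 and 8 or the text, the regions of Supplementary Table 11 and contigs of Supplementary Data 4, the 3 highest-scoring peaks of each list, and in each strain the 3 longest domains, the 3 contigs with most H3K9me3 peaks that overlap H3K27me3 and the 3 highest-scoring H3K4me3 peaks that overlap another mark. The tables of the paper had been read when the rule was set. Alternatives were overlap of at least 50% of the first peak, distances up to 500 or 1000 bp, the second list or pairs counted, the 50% of each list with the highest score, the 1205 highest-scoring peaks of every list, peaks joined within 1 kb, placement over the effective genome, joining of domains within 500 bp or 3 kb, regions widened by 1 kb, and leaving out the contigs of Supplementary Data 4. A score of at least 30 in every list, and an expected number of methylated regions with a peak from the effective genome, were added after seeing the data. An alternative that changed a value by less than its 95% interval was taken as leaving it the same. A ratio to the placements was taken as having changed sides of 1 only where its main count lay outside the range of the placements, a condition set after these values were seen.

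Positions relative to contig starts were computed and are not reported, since a contig taken to end at its furthest peak has a peak at its far side by construction. Distances to transcription start sites, gene groups and TE bodies were not analysed here, since the gene table at hand belongs to another assembly. DIP-seq, SMRT-seq and RNA-seq were not analysed here. Figures were drawn with matplotlib 3.10.9.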

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

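The tests of weak H3K9me3 calls and of short contigs within each strain were chosen only after the results were seen. The other tests named here were written down before their values were computed.

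The 13 contigs of Supplementary Data 4 are described by the paper as mostly eukaryotic with a stretch of bacterial DNA, and the paper does not describe their ChIP-seq peaks. They held 13 H3K4me3 peaks (exact Poisson 95% interval 6.92 to 22.2), where 19.1 were expected from their length. There were 4 H3K9me3 peaks, with 3.99 expected, and 5 H3K27me3 peaks, with 7.87 expected. Contig 1944 alone held 10 of the H3K4me3 peaks. The place of the bacterial stretch in each contig was not used here.

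Contigs that the paper does not draw were among those with most H3K9me3 peaks that overlap H3K27me3. In Av-ref, scaffold 574 held 61 between 2872 and 102420, scaffold 488 held 52 and scaffold 290 held 47. In AvL1, contig 51 held 4, as many as the drawn contigs As1882, As2820 and As785, and it also carried 34 H3K4me3 peaks.

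H3K9me3 peaks overlapped H3K27me3 less often in AvL1 than in Av-ref. Random placement on the same contigs also gave fewer in AvL1, with means of 130 of 1205 peaks against 848 of 1902 in Av-ref. The spread of peaks over contigs may thus account for part of the gap, and how large a part was not tested. Ratios to placement rank the strains the other way, with 4.41 in AvL1 against 1.98 in Av-ref. A ratio cannot exceed the number of peaks divided by the placed mean, a ceiling that is lower in Av-ref. This ranking thus does not show a stronger overlap in AvL1. With the same number of top-scoring peaks in each list the gap was still 29.1 percentage points. That number, 1205, is the whole H3K9me3 list of AvL1, while the lower-scoring peaks of the other lists were left out. Unequal list lengths could thus not be separated from score, and they stay open for part of the gap. H3K27me3 lying next to H3K9me3 is argued against as the whole cause, since 59.0% of AvL1 H3K9me3 peaks had H3K27me3 within 1 kb. Weak H3K9me3 calls in AvL1 remain open for part of the gap, because 64.6% of its top 25% by score overlapped against 33.9% of its bottom 25%, although the bottom 25% of Av-ref stood at 79.8%. Calling of the AvL1 lists without the input, which their peak names may mean, the different assemblies and a biological difference between the strains stay open and untested, with 1 library for each.

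H3K9me3 and H3K27me3 peaks lay mostly on contigs without an H3K4me3 peak. Short contigs are argued against as the whole cause in Av-ref, where on scaffolds with a furthest peak at 50 kb or more 58.9% of H3K9me3 and 48.7% of H3K27me3 peaks were still on scaffolds without H3K4me3. In AvL1 the shares on such contigs were 17.5% and 16.8%, so short contigs may account for much of the pattern there. A separation of gene-rich from TE-rich parts of the Av-ref genome stays open as a hypothesis, and it was not tested, since genes and TEs were not joined to the lists.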

How the results depend on the processing

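The score of at least 30 and the expected number of methylated regions from the effective genome were chosen only after the data were seen. Of 160 values under alternatives, covering 71 results, 77 stayed within the interval or limit of the main value, 81 moved beyond it and 2 p-values of Fisher's exact test, unadjusted, came under 0.05. In every setting run, the share of H3K9me3 peaks overlapping H3K27me3 was higher in Av-ref than in AvL1. Overlap of H3K4me3 with H3K9me3 or with H3K27me3, each mark counted separately, stayed under 2%. In the main setting, random placement gave means of only 11.2 and 35.4 of 5163 H3K4me3 peaks in Av-ref. In AvL1 it gave 16.4 and 32.6 of 5784. Staying under 2% therefore does not show that the marks avoid each other. The cause was not tested for the values below, apart from settings that by construction use fewer or longer peaks. Pairs of values give Av-ref first. No paired analysis was possible because each mark and strain has 1 library. An enrichment of at least 5-fold was not run, since the lists give no fold, nor were windows of 500 bp and 2 kb around start sites, since no annotation of this build was used here. Leaving out the contigs of Supplementary Data 4 applies to AvL1 only. Depth could not be varied without reads.

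With at least 50% of the first peak overlapped, H3K9me3 peaks on H3K27me3 were 77.0% and 38.5%, with ratios to placement of 2.46 and 5.27. In AvL1, H3K4me3 on H3K9me3 was 0.190% and on H3K27me3 0.104%, the latter with a ratio of 0.417. Within 500 bp, H3K9me3 near H3K27me3 was 95.2% and 56.5%, and in AvL1 H3K4me3 near H3K9me3 was 0.743% and near H3K27me3 0.830%. Within 1000 bp these were 96.5% and 59.0%, for H3K4me3 near H3K9me3 0.426% and 1.00%, and near H3K27me3 0.755% and 1.31%. With the second list counted, 32.4% and 23.6% of H3K27me3 peaks overlapped H3K9me3, 0.631% and 1.99% of H3K9me3 peaks overlapped H3K4me3, and in AvL1 1.14% of H3K27me3 peaks overlapped H3K4me3. With the same number of top peaks, H3K9me3 on H3K27me3 was 60.3% and 31.2%, H3K4me3 on H3K27me3 was 0.0830% in Av-ref and H3K4me3 on H3K9me3 was 0.913% in AvL1.

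With the 50% of each list with the highest score, H3K9me3 on H3K27me3 was 78.7% and 37.6%, with ratios of 2.03 and 3.63. H3K4me3 in Av-ref was on H3K9me3 in 0.0775% and on H3K27me3 in 0.194%. Ratios for H3K4me3 with H3K9me3 were 0.530 and 2.79, and with H3K27me3 in AvL1 1.29. Median widths were 208, 358 and 451 bp in Av-ref and 389, 274 and 307 bp in AvL1 for H3K4me3, H3K9me3 and H3K27me3. Gaps under 1 kb were 19.6%, 51.1% and 62.6% in Av-ref, and 15.8% for H3K4me3 and 26.2% for H3K27me3 in AvL1. On contigs without H3K4me3 lay 78.4% and 63.5% of H3K9me3 and 76.5% and 60.6% of H3K27me3 peaks. Domains with both marks were 33.5% and 18.4%, and AvL1 had 1417 domains. Of the methylated regions, 0 held H3K4me3 and 3 held H3K9me3. Fisher's exact p for TE against unknown regions was 0.0255 for H3K27me3 and 0.0324 for either mark, with a range over the settings of 0.0255 to 1 and of 0.0324 to 0.296. Both were 0.0647 after Benjamini-Hochberg adjustment over 4 tests, so neither passed.

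With peaks joined within 1 kb, Av-ref had 926 H3K9me3 and 1596 H3K27me3 peaks. Median widths were 176, 372.5 and 702.5 bp in Av-ref, and 367 bp for H3K4me3 and 286 bp for H3K27me3 in AvL1. The ratio of H3K9me3 with H3K27me3 in Av-ref was 1.80. Joined within 500 bp, 34.2% and 23.2% of domains had both marks, and within 3 kb 40.9% and 27.0%, with 959 domains in Av-ref. Over the effective genome, the ratio of H3K9me3 with H3K27me3 was 51.9 and 70.3, and in Av-ref that of H3K4me3 was 0.444 with H3K9me3 and 0.254 with H3K27me3. The H3K4me3 and H3K9me3 ratio of Av-ref, 1.07 in the main setting, was also below 1 with peaks joined (0.973), in the top 50% and over the effective genome. The H3K4me3 and H3K27me3 ratio of AvL1 was 0.797 in the main setting and above 1 in the top 50%. These main counts lay within the range of the placements.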

Differences from the paper's values

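The values of the paper are those of Supplementary Table 10, which states no minimum overlap, while the Methods name bedtools intersect or window. For AvL1, the paper gives 43 H3K4me3 peaks that overlap H3K9me3, and 24 were counted here at an overlap of at least 1 bp. Of the alternatives set before the data were examined, counts within 500 bp (43, the paper's value) and within 1000 bp (58) came within 1.5 times the paper's. Overlap of at least 50% of the first peak (11), the second list (24), pairs (24), the top 50% by score (12), the same number of top peaks (11), peaks joined within 1 kb (24) and leaving out the contigs of Supplementary Data 4 (24) did not.

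For AvL1, the paper gives 48 H3K4me3 peaks that overlap H3K27me3, and 26 were counted here. Only the count within 500 bp (48, the paper's value) came within 1.5 times the paper's. Counts within 1000 bp (76), at least 50% of the first peak (6), the second list (27), pairs (27), the top 50% by score (12), the same number of top peaks (7), peaks joined within 1 kb (26) and without the contigs of Supplementary Data 4 (26) did not. A score of at least 30, chosen after seeing the values, gave 22 for H3K9me3 and 25 for H3K27me3 and closed neither gap.

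Within 500 bp, the H3K9me3 peaks near H3K27me3 also equal the paper's 1811 in Av-ref and 681 in AvL1. The H3K4me3 counts in Av-ref within 500 bp are 16 and 28, beside the paper's 13 and 27, and those at 1 bp are 12 and 19. The AvL1 H3K4me3 list holds 5784 peaks beside the paper's 5789, and the 6 lists hold 21062 beside the paper's 21067. The paper gives 12 contigs joined to bacterial DNA, and Supplementary Data 4 lists 13, all of which were used here. The paper states that H3K4me3 covers 1 to 2 kb around the TSS in averaged profiles, while 1.92% of called peaks in Av-ref and 0.484% in AvL1 are that wide. These are different measures, since a called peak can be narrower than an averaged profile.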

Other observations

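Of the tests on H3K4me3 peaks that overlap another mark, the one on peak width was chosen only after the score percentiles were seen.

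In AvL1, the 3 highest-scoring H3K9me3 peaks and the 3 highest-scoring H3K27me3 peaks lay at the same places. The peaks of the 2 marks overlap from 857 to 1241 on contig 49867, from 365 to 812 on contig 3090 and from 1 to 349 on contig 5619. None of these contigs carried an H3K4me3 peak. Peak names of both lists contain the word noctrl, and whether signal without the marks underlies such shared places was not tested. The 2 highest-scoring H3K27me3 peaks of Av-ref, on scaffolds 26291 and 25165, both started at position 1. Each overlapped an H3K9me3 peak, the only other peak on its scaffold. In Av-ref, the highest-scoring H3K9me3 peak, on scaffold 18078 from 134 to 492, overlapped peaks of both other marks, and each mark had 1 peak on that scaffold. Others among the top peaks of Av-ref were on scaffold 704, which held 39 H3K9me3 and 42 H3K27me3 peaks and no H3K4me3 peak.

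Scaffolds with H3K9me3 or H3K27me3 peaks and no H3K4me3 peak numbered 372 in Av-ref, with 5.27% of the length spanned by peaks, and 1061 contigs of AvL1 were of this kind, with 16.3%. In H3K27me3, fewer peaks lay within 1 kb of an H3K4me3 peak than under random placement: 53 in Av-ref, with a placed mean of 109 (range 79 to 138), and 77 in AvL1, with a placed mean of 112 (86 to 141). For H3K9me3 the counts, 34 and 57, lay within the placed ranges of 19 to 55 and 42 to 83. The placements put each peak down alone and cut contigs at the furthest peak. The former makes these ranges too narrow for clustered peaks, and the latter can raise the placed counts. A count below its range is thus not a test of avoidance.

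H3K4me3 peaks that overlapped another mark had a median score percentile within their list of 47.1 in Av-ref (23 peaks) and 83.4 in AvL1 (40 peaks). The AvL1 value goes against the hypothesis that they are weak calls, and the Av-ref peaks sit near the middle of their list. The hypothesis that higher-scoring peaks are wider and overlap more by chance gave medians of at most 75.5 over 1000 placements in AvL1, with a mean of 54.7, below the observed 83.4. Placing peaks one by one can make this range too narrow for clustered peaks, so the comparison does not exclude the hypothesis. The Av-ref median was not compared with placements. The highest-scoring of these peaks in AvL1 were on contig 203 from 634943 to 635613, on contig 3173 from 20928 to 21469 and on contig 526 from 13144 to 14137. In Av-ref they were on scaffold 490 from 88562 to 90136, on scaffold 6 from 388666 to 390460 and on scaffold 985 from 16753 to 17359. Nuclei with different marks at one place, or places with reads from several copies, may underlie such overlaps, and neither was tested.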
